# Acute loss of *TET* function results in aggressive myeloid cancer in mice

**DOI:** 10.1038/ncomms10071

**Published:** 2015-11-26

**Authors:** Jungeun An, Edahí González-Avalos, Ashu Chawla, Mira Jeong, Isaac F. López-Moyado, Wei Li, Margaret A. Goodell, Lukas Chavez, Myunggon Ko, Anjana Rao

## Abstract

TET-family dioxygenases oxidize 5-methylcytosine (5mC) in DNA, and exert tumour suppressor activity in many types of cancers. Even in the absence of TET coding region mutations, TET loss-of-function is strongly associated with cancer. Here we show that acute elimination of TET function induces the rapid development of an aggressive, fully-penetrant and cell-autonomous myeloid leukaemia in mice, pointing to a causative role for TET loss-of-function in this myeloid malignancy. Phenotypic and transcriptional profiling shows aberrant differentiation of haematopoietic stem/progenitor cells, impaired erythroid and lymphoid differentiation and strong skewing to the myeloid lineage, with only a mild relation to changes in DNA modification. We also observe progressive accumulation of phospho-H2AX and strong impairment of DNA damage repair pathways, suggesting a key role for TET proteins in maintaining genome integrity.

## Abstract (web summary)

TET dioxygenases are known to have tumour suppressor activity. Here, An *et al*. show that Tet2/Tet3 double conditional mutant mice develop aggressive myeloid leukaemia, and suggest that rather than increased DNA methylation, aberrant gene expression and defects in DNA damage response and repair are the major drivers of myeloid leukaemogenesis upon TET loss-of-function.

Enzymes of the TET (ten-eleven translocation) family are dioxygenases that convert 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC) and the further oxidation products 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC)^1^,^2^,^3^,^4^. Together these oxidized methylcytosines (oxi-mC) facilitate DNA demethylation and also function as epigenetic marks^5^,^6^,^7^. Loss-of-function mutations in *TET2* are associated with diverse myeloid and lymphoid malignancies in humans^8^,^9^,^10^, but diminished TET expression or activity are also prominent features of numerous other cancers including melanoma and glioblastoma; moreover, low TET1 levels in breast and other cancers have been shown to correlate with advanced disease, metastases and poor patient survival (reviewed in refs 11, 12). Nevertheless, the molecular connections between TET loss-of-function and oncogenic transformation remain to be defined.

In humans, *TET2* is recurrently deleted or mutated in a wide range of myeloid malignancies including myelodysplastic syndromes, myeloproliferative neoplasms, chronic myelomonocytic leukaemia, acute myeloid leukaemia and secondary acute myeloid leukaemia, as well as in T-cell lymphomas including angioimmunoblastic T-cell lymphoma and peripheral T-cell lymphoma-not otherwise specified^8^,^9^,^10^,^13^,^14^. The *TET2* mutations observed in these conditions are inactivating loss-of-function mutations that impair 5mC oxidation and are associated with decreased genomic 5hmC levels^2^; however, the development of full-blown malignancy requires a second hit^11^,^12^.

To model this phenomenon, we and others have generated and studied *Tet*-deficient mice^8^,^15^,^16^,^17^,^18^. Tet2 and Tet3 are both highly expressed in murine haematopoietic stem/progenitor cells (HSPCs)^2^, and their individual deletion in mice results in aberrant haematopoiesis, characterized by expansion of HSPCs with enhanced self-renewal capacity, augmented haematopoietic repopulation and preferential differentiation towards myeloid lineages^8^,^12^,^15^,^16^,^17^. Certain strains of *Tet2*-deficient mice develop a chronic myelomonocytic leukaemia-like disease, but with long latency and low penetrance^8^,^15^,^16^. Similarly, germline Tet1 deficiency in mice is associated with lymphocytosis and the late development of a poorly penetrant B-cell lymphoma^18^. Together these results indicate that loss of a single TET protein is not sufficient to promote malignancy efficiently.

In this study, to explore the relation between TET loss-of-function and cancer, we generated mice homozygous for a germline deletion of *Tet2* and a conditional allele of *Tet3*. Our goal was not to model a human disease, since *TET3*-coding region mutations are relatively rare in humans^19^. Rather, we wished to examine the relation of TET loss-of-function to oncogenesis, using a mouse model in which a profound loss of TET function could be acutely induced *in vivo*. We show here that *Tet2*^−/−^ mice acutely deleted for *Tet3* displayed a rapid, progressive leukocytosis with neutrophilia, monocytosis, thrombocytopenia and severe anaemia, which developed within a few weeks into a highly aggressive myeloid leukaemia in 100% of the mice. Transcriptional profiling revealed aberrant lineage priming^20^ in HSPC, coupled to impaired erythroid and lymphoid differentiation and marked skewing towards the myeloid lineage. These changes in gene transcription were not strongly linked to changes in DNA methylation. Bone marrow chimera and splenocyte transfer experiments indicated that the myeloid leukaemia was induced in a cell-autonomous manner and was transplantable to secondary recipient mice. Myeloid progenitors and mature myeloid-lineage cells acutely deleted for TET function progressively accumulated DNA damage and showed strong impairment of DNA damage responses and DNA break repair. Our data indicate that TET loss-of-function accelerates myeloid leukaemogenesis, through mechanisms that involve lineage dysregulation, uncontrolled expansion and genomic instability in differentiating cells.

## Results

### Acute loss of TET function results in myeloid leukaemia

To diminish TET function profoundly in adult mice, we first set up an inducible system whereby *Tet3* could be acutely deleted in haematopoietic precursor cells in the context of a germline deletion of *Tet2* (*Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^ mice)^12^,^17^. The mice were injected five times with polyinosine–polycytidine (pIpC) over a 10-day period, a regimen that induces Cre recombinase expressed under control of the interferon-α-inducible *Mx1* promoter^21^. After 2 weeks, we observed a complete loss of *Tet3* messenger RNA expression in several haematopoietic cell types, with no compensatory upregulation of *Tet1* (Supplementary Fig. 1a). Loss of TET function was monitored at 2 and 4 weeks after pIpC injection by anti-cytosine-5-methylenesulfonate dot blot of bisulfite-treated genomic DNA^2^. Ablation of either *Tet2* or *Tet3* led to a modest (approximately twofold) decrease in 5hmC levels in the bone marrow and spleen, but deletion of both genes led to an almost complete loss of 5hmC (Fig. 1a; Supplementary Fig. 1b–e). Thus Tet2 and Tet3 are the main enzymes that catalyse 5hmC production in cells of the haematopoietic system.

Between 3 and 7 weeks after pIpC injection, 100% of injected *Tet2/3* DKO mice became very sick and were euthanized, whereas all wild-type (WT) and singly-deficient mice (*Tet2*^−/−^ or *Tet3*^*fl/fl*^ *Mx1*-*Cre*^*+*^) survived (Fig. 1b; Supplementary Table 1). Examination of peripheral blood showed that DKO mice developed progressive leukocytosis, mainly due to expansion of myeloid-lineage cells including neutrophils, monocytes, eosinophils and basophils, with concomitant development of profound anaemia and thrombocytopenia (Fig. 1c,d; Supplementary Fig. 2). Flow cytometry confirmed progressive amplification of myeloid-lineage cells in the peripheral blood of DKO mice: Gr-1^+^ Mac-1^+^ granulocytes increased within 2 days of the last pIpC injection, with Gr-1^−^ Mac-1^+^ monocytes expanding at somewhat later times (Fig. 1e; Supplementary Fig. 3a–c), and the percentages of B and T lymphoid cells showing a gradual decrease (Supplementary Fig. 3d,e).

In all *Tet2/3* DKO mice, myeloid expansion was accompanied by massive, progressive splenomegaly and hepatomegaly (Fig. 1f; Supplementary Fig. 4a). This was at least partly due to extramedullary haematopoiesis, since DKO spleen and liver cells displayed an increased ability to form haematopoietic colonies *in vitro* (Fig. 1g). We also observed disruption of normal splenic architecture and pronounced infiltration of liver, lung, bone marrow and spleen with haematopoietic cells in *Tet2/3* DKO mice (Supplementary Figs 4 and 5). In the liver, the infiltrating cells were myeloperoxidase positive (Fig. 1h; Supplementary Fig. 4d) and were identified as Gr-1^+^/Mac-1^+^ myeloid-lineage cells by flow cytometry (Supplementary Fig. 6). Staining of DKO bone marrow aspirates revealed a preponderance of myeloid cells of uniform appearance (myeloblasts, granulocytes and monocytes), whereas WT bone marrow showed the normal heterogeneous pattern of trilineage maturation (Supplementary Fig. 5e).

As expected from our examination of peripheral blood (Supplementary Fig. 2), *Tet2/3* DKO mice developed profound anaemia and lymphopenia. Bones isolated from *Tet2/3* DKO mice (but not Tet2 KO or Tet3 KO mice) were pale and their bone marrow contained reduced numbers of cells (Fig. 2a,b). At both early (2–2.5 weeks) and late (4–5 weeks) times after pIpC injection, we observed a substantial increase in the frequency of Gr-1^+^/ Mac-1^+^ myeloid-lineage cells in liver, bone marrow and spleen, a marked decrease in the frequency of Ter-119^+^ erythroid cells and B220^+^ B cells in bone marrow, and a striking decrease in the fraction of B220^+^ B cells, CD4^+^ and CD8^+^ T cells in liver and spleen of *Tet2/3* DKO mice compared with WT (Fig. 2c–e; Supplementary Figs 6–8).

Taken together, these results indicate that Tet2 and Tet3 play redundant roles in the haematopoietic system and can compensate for one another to suppress malignant transformation. Acute loss of Tet3 in the context of a germline *Tet2* deletion results in rapid and progressive expansion of myeloid-lineage cells with lymphoid and erythroid dysplasia, ultimately causing a lethal myeloid neoplasia. On the basis of the criteria described in the Bethesda proposal for classification of nonlymphoid haematopoietic neoplasms in mice^22^, these phenotypes are characteristic of myeloproliferative disorders-like myeloid leukaemia.

### Profound loss of TET function affects HSPC

We examined the impact of TET deficiency on haematopoietic stem cell (HSC) and progenitor compartments in the bone marrow. Loss of *Tet2* and *Tet3* led to a striking increase in the percentage of LSK cells within the lineage-negative (Lin^−^) population, but because the frequency of the Lin^−^ population was greatly reduced, the average number of LSK cells in total bone marrow was unchanged or slightly decreased (Fig. 3a,b; Supplementary Fig. 9a,b). Notably, DKO LSK and granulocyte–monocyte progenitor (GMP) cells, but not the corresponding WT, Tet2 KO or Tet3 KO cells, showed increased serial replating capability when cultured in methylcellulose *in vitro* (Fig. 3c; Supplementary Fig. 9f; for the flowchart of experiment and extent of *Tet3* deletion see Supplementary Fig. 9c–e). In previous studies, Tet2-deficient LSK cells displayed increased serial replating capacity compared with WT LSK cells^15^, but our data show that double-Tet2/Tet3 deficiency has an even stronger effect.

Our attempts to determine the impact of *Tet2*/*Tet3* deletion on HSCs were complicated by the fact that TET loss-of-function altered HSC marker expression (Supplementary Fig. 10a–c). The frequency and number of SLAM-marked long-term HSCs (LT-HSCs, defined as LSK CD150^+^ CD48^−^)^23^ were markedly decreased in DKO bone marrow (Fig. 3d; Supplementary Fig. 10a), but the percentage and numbers of LT-HSCs defined using different markers (LSK CD34^−^ Flt3^−^)^24^ showed a significant increase (Supplementary Fig. 10b,c). Using Flt3 and CD34 as markers, we documented a decrease in lymphoid-primed multipotent progenitor cells (LMPP, LSK CD34^+^ Flt3^hi^)^25^ (Supplementary Fig. 10b,c), and also showed that within the Flt3^lo/−^ LSK population, the ratio of CD34^−^ (LT-HSC) to CD34^+^ (ST-HSC) cells was only slightly decreased in DKO mice (Supplementary Fig. 10d).

To resolve the discrepancy between the two methods of identifying LT-HSC, we used Hoechst 33342 staining to define a ‘side population' that has been shown to be highly enriched for HSC^26^. Compared with WT mice, *Tet2/3* DKO mice showed a substantial decrease in the side population of HSCs (Supplementary Fig. 10e). Moreover, CD150^hi^ CD48^−^ cells within the LT-HSC population (CD34^−^ Flt3^−^ LSK) in the bone marrow, which are enriched for a dormant HSC population in mice^27^, were decreased in DKO compared with WT bone marrow (Supplementary Fig. 10f). Together these data suggest that Tet2 and Tet3 act to maintain the size of the HSC pool, but that the developmental transition from LT- to ST-HSCs is largely unaffected in the absence of Tet2 and Tet3. CD48 is among the first markers to be upregulated when HSCs transition out of the stem cell compartment^28^, hence the striking acquisition of CD48 on cells that otherwise resemble LT-HSCs suggests that HSC function is skewed towards myeloid progenitor cells in *Tet2/3 DKO* mice, consistent with the transcriptional profiles described below.

The developmental bias observed in *Tet2/3* DKO mice correlated strongly with alterations in the distribution of early lymphoid and myeloid progenitors in bone marrow (Fig. 3a). The percentages and absolute numbers of megakaryocyte-erythroid progenitors were substantially reduced in DKO bone marrow compared with WT; the mice displayed a substantial decrease in the numbers of common lymphoid progenitors (Lin^−^ Flt3^+^ CD27^+^ IL-7Rα^+^)^29^, and the size of the common myeloid progenitor compartment gradually decreased after pIpC injection, whereas the numbers of GMPs remained unchanged (Fig. 3a,e–g; Supplementary Fig. 11). In some mice, myeloid progenitor (LK) populations contained only GMPs (data not shown). These findings are consistent with the impaired erythropoiesis, decreased frequency and number of LMPP, impaired B and T lymphopoiesis and dominant myelopoiesis observed in *Tet2/3* DKO mice (Fig. 3h).

### Cell-autonomous leukaemia development in *Tet2/3 DKO* mice

Bone marrow chimera and competitive engraftment experiments showed that myeloid leukaemia developed in a cell-autonomous manner in *Tet2/3* DKO mice. CD45.2^+^ bone marrow cells from WT or *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^ mice were combined with CD45.1^+^ competitor cells, followed by transplantation into lethally irradiated mice. Acute deletion of *Tet3* was induced by pIpC administration 4 weeks after transplantation (Supplementary Fig. 12a). The proportion of CD45.2^+^ donor-derived cells progressively increased for DKO donors but not for WT donors (Fig. 4a), indicating that *Tet2/3* DKO cells possessed a competitive advantage over WT control cells. Notably, recipients of WT bone marrow cells showed the normal heterogeneous profile of haematopoietic lineages, whereas the peripheral blood of chimeric mice that received *Tet2/3* DKO bone marrow cells was dominated by myeloid-lineage cells (Fig. 4b). None of the mice transplanted with DKO bone marrow survived longer than 70 days after transplantation (Fig. 4c). Moreover, the myeloid malignancy induced in *Tet2/3* DKO mice was transplantable to sublethally irradiated WT mice by transfer of splenocytes from pIpC-injected WT or *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^ mice. None of the recipient mice that received WT splenocytes developed disease. However, transfer of DKO splenocytes resulted in lethality with 100% penetrance ∼1 month after transplantation (Fig. 4d), and the disease course recapitulated that observed in the primary *Tet2/3* DKO donor mice (Fig. 4e–h, Supplementary Table 2a). Flow cytometry and histological analysis confirmed a marked expansion of myeloid cells and erythroblasts and infiltration of liver by myeloid cells (Fig. 4i–k; Supplementary Fig. 12b). Identical results were obtained when we performed the transfer experiment using splenocytes from pIpC-injected *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^ mice; bone marrow cells from tamoxifen-treated *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Cre-ERT2*^*+*^ mice; or purified primary Mac-1^+^ cells from the bone marrow of pIpC-injected *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^ mice, a population that includes fully differentiated myeloid cells as well as Mac-1^+^ myeloid progenitors and cycling HSC (Supplementary Figs 13–15; Supplementary Tables 2b–d).

Together these data show that acute deletion of *Tet3* in a *Tet2*-deficient context, or concurrent deletion of both *Tet2* and *Tet3*, leads to the rapid cell-autonomous induction of an aggressive, transplantable myeloid leukaemia in mice. Limiting dilution experiments with purified stem cells will be needed to determine whether *Tet2/3 DKO* cells cause leukaemia by acquiring a true stem cell advantage such as increased self-renewal.

### Aberrant lineage priming in *Tet2/3 DKO* HSPC

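LSK cells (Lin−, Sca-1+ and c-Kit+ bone marrow cells, a population enriched for HSCs and multipotent progenitors) were profiled by RNA sequencing in 2 WT and 2 Tet2/3 DKO libraries. The authors mapped single-end reads to mm9, counted those on the exons of each RefSeq gene and deposited one RPKM value (reads per kilobase of gene, scaled to the size of the library) for each of 21937 genes in each library. The replicates carry the letters A and B in the deposited table, and the letters were not matched to the replicate numbers of Supplementary Table 3. In that table the paper gives 13794022 and 11499846 uniquely mapped reads for the WT samples and 13336318 and 14289249 for the DKO samples. The RPKM summed to 138502 and 74247 in WT libraries A and B and to 200006 and 208901 in DKO libraries A and B. A value above 0 was listed for 14567 and 18254 genes in the WT libraries and for 14292 and 13766 genes in the DKO libraries. Low RPKM values multiplied by transcript length fell on whole multiples of a step, the value of 1 read on a transcript of 1 kb. The step was 0.0727 and 0.0872 in WT libraries A and B and 0.0755 and 0.0702 in DKO libraries A and B, a larger step meaning fewer reads, and 73.7% to 77% of these values lay near a whole multiple, against 20% by chance. Because the deposited values are not counts, each library was divided by a DESeq-type median-of-ratios factor and genes were compared with limma on log2(RPKM + 0.5), a scale that understates the change of low genes. The factors were 1.12, 0.643, 1.23 and 1.13, taken over the 12488 genes above 0 in every library. The 9009 genes with a mean deposited RPKM of at least 1 were tested. A gene was called with the thresholds of the paper, an unadjusted P value of at most 0.05 and a fold change above 1.5 or below 0.67.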

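The targeted genes were examined first. *Tet3* (chromosome 6 from 83312367 to 83391672 in mm9) had an RPKM of 2.57 and 2.01 in WT libraries A and B and 1.91 and 1.64 in DKO libraries A and B, a log2 fold change of -0.67 (standard error 0.24, adjusted p = 0.0866 from limma with Benjamini-Hochberg adjustment). It was called lower, but not without scaling (log2 fold change -0.29), nor with a pseudocount of 1 (-0.56), nor after removal of a trend along transcript length, chosen after seeing the data (-0.37). *Tet2* (chromosome 3 from 133126643 to 133207354) was not lower in the libraries labelled DKO, with an RPKM of 5.31 and 3.49 in WT libraries A and B and 7.21 and 9.44 in DKO libraries A and B and a log2 fold change of 0.43 (standard error 0.24, adjusted p = 0.232 from limma). Its log2 fold change stayed between 0.097 and 0.86 across the scalings tried, and after removal of the length trend it was called higher (0.68). One value per gene was deposited, so the deleted part of *Tet2* cannot be separated from the rest of the transcript. Since the *Tet2* values over the whole gene do not show the deletion, groups are named here by the labels of the libraries. *Tet1* (chromosome 10 from 62267318 to 62361866), which was not targeted, was lower, with a log2 fold change of -1.08 (adjusted p = 0.0291 from limma), though not called with RPKM as deposited. With the replicate letter as a block (replicate block), the adjusted P values of *Tet1*, *Tet2* and *Tet3* were 0.00866, 0.19 and 0.0621.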

To delineate the mechanism by which Tet2 and Tet3 influence early haematopoiesis, we performed RNA sequencing on duplicate samples of WT and *Tet2/3* DKO LSK cells (Supplementary Tables 3 and 4). 

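In the libraries labelled DKO, 2052 genes were higher and 920 lower than in the libraries labelled WT, so that 69% of the called genes were higher. By Benjamini-Hochberg adjusted P value alone, 1152 genes were higher and 372 lower. Deviations of same-lettered libraries had a correlation of 0.107 across the tested genes, and with the letter as a replicate block 2160 higher and 1031 lower genes were called, 1535 higher and 703 lower by adjusted P value. This split depended on the expression filter and on the scaling. Without a filter 2096 higher and 1388 lower genes were called, and with a mean RPKM of at least 5, 1557 higher and 241 lower. A mean RPKM below 1 left out 185 of the lower and 32 of the higher genes of Supplementary Data 1. With RPKM as deposited 1612 higher and 181 lower genes were called, with quantile normalization 1148 higher and 1226 lower, and with upper-quartile scaling 963 higher and 2072 lower. Factors taken over the tested genes alone, an alternative computed before the factors over all genes were adopted, gave 1462 higher and 1354 lower. On the scale of the RPKM in Supplementary Data 1, chosen after seeing the data, 1035 higher and 1954 lower genes were called, and after removal of a trend along transcript length, also chosen after seeing the data, 1204 higher and 1182 lower. The median log2 fold change of the tested genes was 0.14, against 0.54 as deposited and -0.17 with upper-quartile scaling. Of the genes in Supplementary Data 1, 1371 higher and 528 lower ones were tested here, and 1356 and 504 of them were called in the same direction. The 5 largest increases among genes with an adjusted P value below 0.05 were 6.15 for *Ifitm6*, 5.77 for *Stfa1*, 5.44 for *Ms4a4c*, 5.06 for *Ccr2* and 4.90 for *Ly6c2* (log2 fold changes), and the 5 largest decreases were -3.76 for *Fabp4*, -3.16 for *Vpreb3*, -3.05 for *Dntt*, -2.91 for *Vcam1* and -2.73 for *Mir7-1*. Their adjusted P values from limma lay between 2.3e-05 and 0.0133. *Stfa1* was listed at 0 in both WT libraries, *Ifitm6*, *Stfa1*, *Ms4a4c* and *Ly6c2* belong to families of similar genes among which reads can be split, and *Mir7-1* is a short microRNA gene, so their values are uncertain.

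**Figure D1:**
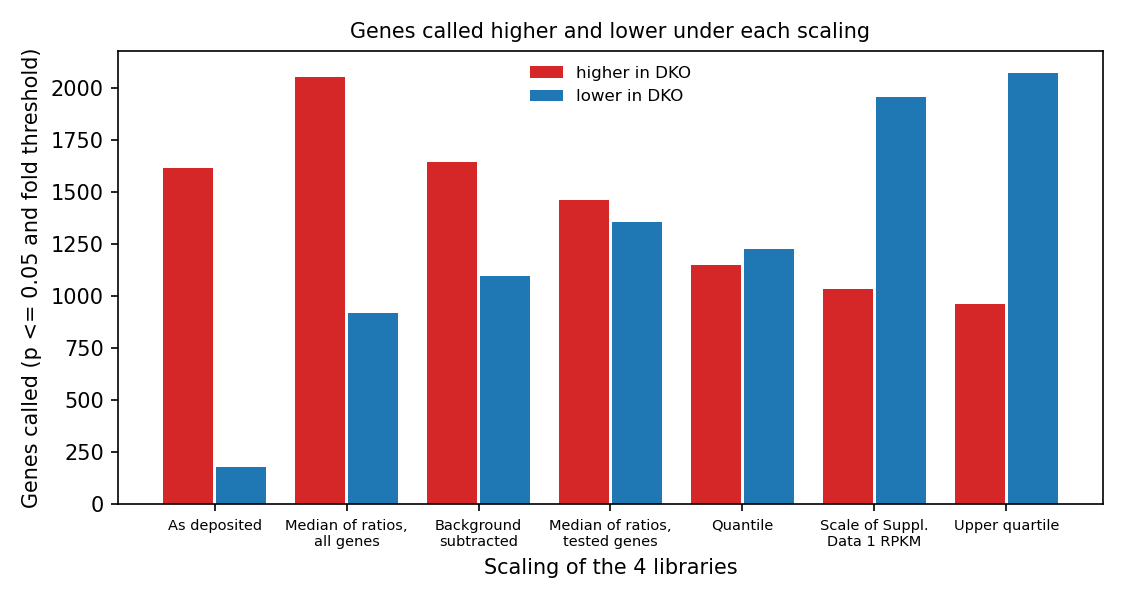
Number of genes called higher (red) and lower (blue) in the libraries labelled DKO under each scaling of the 4 libraries, with the median-of-ratios factors over all genes in the second pair of bars. The bars run from 1612 higher and 181 lower with RPKM as deposited to 963 higher and 2072 lower with upper-quartile scaling.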

About twice as many genes were upregulated (*n*=1,406) as downregulated (*n*=732) in *Tet2/3* DKO compared with WT LSK cells (Fig. 5a; Supplementary Data 1). Genes upregulated in *Tet2/3* DKO compared with WT LSK cells were strongly enriched for myeloid^30^,^31^ (Fig. 5b) and pre-granulocyte/macrophage progenitor (pre-GM)^32^ gene signatures, whereas genes with HSC^33^, pre-megakaryocyte/erythrocyte progenitors^32^ and common lymphoid progenitors^32^ signatures were downregulated (Supplementary Fig. 16a). 

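The gene sets of the enrichment analysis were not used here, but the ranking metric named in the Supplementary Methods can be computed from the deposited RPKM. Signal to noise (the difference of the group means over the sum of the group SDs, each SD at least 0.2 times its mean) was above 0, towards the libraries labelled DKO, for 9273 of the 18997 genes with a value above 0 in at least 1 library. After median-of-ratios scaling it was above 0 for 6648 of the same genes. The 19 myeloid genes that are labelled in Supplementary Fig. 16d and were found in the table all had a metric above 0. Their median rank was 561, and 18 of them lay in the top 10% of the ranking, against 19 after median-of-ratios scaling and 15 among the genes with a mean RPKM of at least 1. They are genes the paper called higher in the same libraries, so a high rank was to be expected. The lowest of them was *Csf3r*, at rank 2761. With 2 libraries per group, the SDs behind the metric rest on a single difference each.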

Figure 5c shows genome browser views of the RNA-seq data for selected myeloid (*Mpo, Csf1r*) or lymphoid (*Dntt, Cd72*) genes that were upregulated or downregulated, respectively, in *Tet2/3* DKO compared with control LSK cells.

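*Mpo* (chromosome 11 from 87607083 to 87617915 in mm9) encodes myeloperoxidase and had a deposited RPKM of 61.2 ± 42.6 (SD, n = 2) in the libraries labelled WT and 1477 ± 162 (SD, n = 2) in those labelled DKO, and *Csf1r* (chromosome 18 from 61265226 to 61291803), the receptor of macrophage colony-stimulating factor, one of 1.05 ± 0.659 (SD, n = 2) in the libraries labelled WT and 33.2 ± 3.19 (SD, n = 2) in those labelled DKO. Their log2 fold changes were 4.30 (standard error 0.28, adjusted p = 2.2e-04 from limma) and 4.14 (standard error 0.24, adjusted p = 1.5e-04 from limma). *Dntt* (chromosome 19 from 41103765 to 41134013) encodes terminal deoxynucleotidyl transferase and had an RPKM of 68.1 ± 35 (SD, n = 2) in the libraries labelled WT and 10.9 ± 5.67 (SD, n = 2) in those labelled DKO, a log2 fold change of -3.05 (standard error 0.32, adjusted p = 0.0012 from limma). *Cd72* (chromosome 4 from 43459334 to 43467500), a B-cell surface protein gene, had an RPKM of 13.9 ± 6.93 (SD, n = 2) in the libraries labelled WT and 6.74 ± 3.73 (SD, n = 2) in those labelled DKO and a log2 fold change of -1.45 (standard error 0.32, adjusted p = 0.0228 from limma). Before scaling, the *Cd72* values of the groups overlapped, with 9.38 in DKO library A and 8.97 in WT library B, and with RPKM as deposited *Cd72* was not called. Under the replicate block the adjusted P values of the 4 genes were at most 0.00101. With each library left out in turn, the log2 fold change ranged from 3.93 to 4.69 for *Mpo*, from 4.00 to 4.34 for *Csf1r*, from -3.48 to -2.54 for *Dntt* and from -1.90 to -0.92 for *Cd72*.

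**Figure D2:**
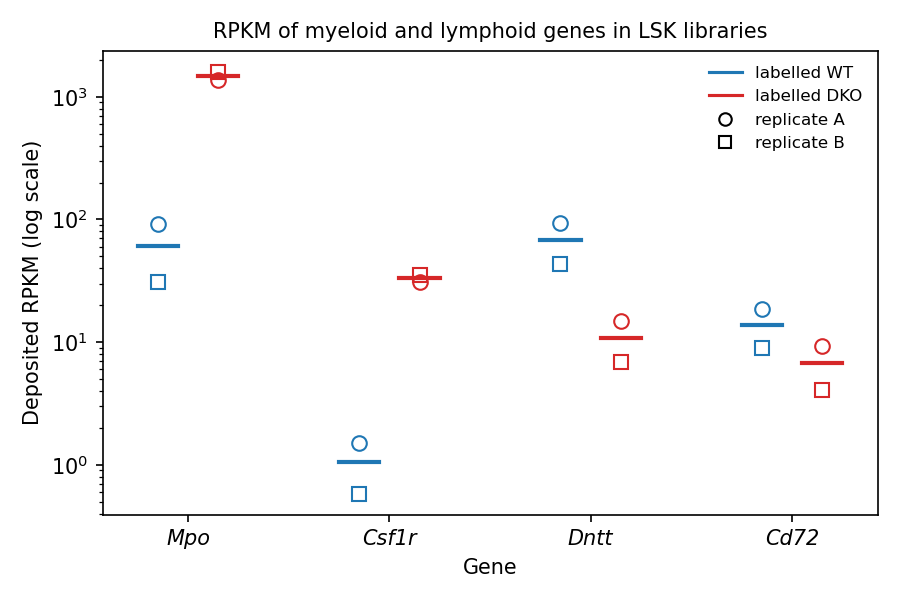
Deposited RPKM of *Mpo*, *Csf1r*, *Dntt* and *Cd72* on a log axis, with each library as a point (circles for replicate A, squares for replicate B) and the mean of the 2 libraries of a group as a line. The *Mpo* points of the libraries labelled DKO, at 1363 and 1592, lie above those labelled WT, at 91.4 and 31.1.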

Genes implicated in lymphoid, myeloid and erythroid-lineage commitment are co-expressed in HSCs, a process known as lineage priming^20^, and their expression is differentially up- or downregulated as appropriate during subsequent lineage restriction and differentiation. 

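Of the 36 genes labelled as HSC-specific in Supplementary Fig. 16b, 16 reached a mean RPKM of at least 1 in the LSK libraries and were tested. All 16 had a negative log2 fold change, from -2.53 to -0.17, and 12 were called lower in the libraries labelled DKO (*Egr1*, *Gata2*, *Hlf*, *Hoxa9*, *Mecom*, *Meis1* and *Msi2* among them). Adjusted over this list alone 12 genes passed, and adjusted over all tested genes 11, by limma with Benjamini-Hochberg adjustment. By its legend the figure shows the paper's own calls on the same libraries, so these numbers show no stability. *Runx1* and *Etv6* were among those tested and not called. With RPKM as deposited 7 genes were called lower and *Runx1* and *Etv6* changed sign, and under the replicate block 12 were called. *Hlf* (chromosome 11 from 90197849 to 90252231 in mm9) had a deposited RPKM of 16.5 ± 6.48 (SD, n = 2) in the libraries labelled WT and 3.83 ± 2.88 (SD, n = 2) in those labelled DKO (log2 fold change -2.53, adjusted p = 0.00567 from limma), *Msi2* one of 12.8 ± 2.05 (SD, n = 2) in the libraries labelled WT and 2.92 ± 1.07 (SD, n = 2) in those labelled DKO (log2 fold change -2.42, adjusted p = 0.00151 from limma) and *Mecom* one of 3.04 ± 1.58 (SD, n = 2) in the libraries labelled WT and 0.413 ± 0.206 (SD, n = 2) in those labelled DKO (log2 fold change -2.20, adjusted p = 0.00264 from limma). *Meis1* varied more between replicates, with log2 fold changes from -2.34 to -0.78 as each library was left out. The 20 labelled genes below the expression threshold were not tested. Among the 8 genes marked there as reprogramming factors, 6 were tested and 5 called lower, with 5 passing adjustment over the list and 4 over all tested genes. With RPKM as deposited 3 of these were called lower.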

Compared with WT LSK cells, *Tet2/3* DKO LSK cells showed downregulation of numerous genes whose expression is enriched in HSC^31^,^34^,^35^, including ‘stem' genes^31^ and genes reported to induce reprogramming of committed haematopoietic cells towards induced HSCs^34^. They also showed downregulation of *s-mpp* genes^31^ expressed in multipotent progenitors (MPP) and LMPPs; erythroid genes that are primed in HSC (*s-ery*)^31^; and lymphoid genes such as *Dntt*, *Satb1*, *Notch1*, *Sox2*, *Cd72* and *Ets1* (Supplementary Fig. 16b–d). In contrast, they tended to upregulate myeloid-lineage genes that were primed in HSC (*s-myly*)^31^, and displayed premature induction of many myeloid genes normally expressed in GMP (*d-my*)^31^ (Supplementary Fig. 16d).

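The erythroid and s-mpp sets were not used here. Of the 6 lymphoid genes, which the paper named for their direction in the same libraries, 5 were tested and all 5 were called lower in the libraries labelled DKO, 3 of them with an adjusted P value below 0.05. *Satb1* (chromosome 17 from 51875512 to 51972615 in mm9) had a deposited RPKM of 8.7 ± 1.69 (SD, n = 2) in the libraries labelled WT and 6.44 ± 0.834 (SD, n = 2) in those labelled DKO and a log2 fold change of -0.85 (adjusted p = 0.041 from limma). *Notch1* (chromosome 2 from 26313423 to 26372183) had an RPKM of 2.97 ± 1.07 (SD, n = 2) in the libraries labelled WT and 2.08 ± 0.411 (SD, n = 2) in those labelled DKO and a log2 fold change of -0.79 (adjusted p = 0.0559 from limma). *Ets1* (chromosome 9 from 32443806 to 32565405) had an RPKM of 4.22 ± 2.49 (SD, n = 2) in the libraries labelled WT and 2.18 ± 1.61 (SD, n = 2) in those labelled DKO and a log2 fold change of -1.24 (adjusted p = 0.0552 from limma), which ranged from -1.78 to -0.61 with each library left out. Under the replicate block the adjusted P values of these 3 genes were 0.021, 0.0257 and 0.00231. With RPKM as deposited 1 of the lymphoid genes (*Dntt*) was called, and *Notch1* was not called once the trend along transcript length was removed. *Sox2* (chromosome 3 from 34548927 to 34551383) was listed at 0 in WT library A and in both DKO libraries and at 0.035 in WT library B, and was not tested. From the transcript length and the uniquely mapped reads in Supplementary Table 3, a single read on *Sox2* is worth an RPKM of 0.0285 to 0.0354, so no change in *Sox2* was detectable at this depth.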

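Of the 20 myeloid gene labels read from Supplementary Fig. 16d, 19 matched a gene of the deposited table. All 19 were called higher in the libraries labelled DKO, 18 of them with a Benjamini-Hochberg adjusted P value below 0.05 over all tested genes and 19 when adjusted over the list alone. The paper drew the list from its own calls on the same libraries, so these numbers show no stability. Their log2 fold changes ran from 0.81 for *Csf3r* to 4.90 for *Ly6c2*. The transcription factor gene *Irf8* (chromosome 8 from 123260258 to 123280594 in mm9) had a deposited RPKM of 3.94 ± 1.61 (SD, n = 2) in the libraries labelled WT and 39.3 ± 2.25 (SD, n = 2) in those labelled DKO and a log2 fold change of 2.77 (adjusted p = 4.7e-04 from limma). *Sfpi1*, which encodes PU.1, had an RPKM of 1.89 ± 0.554 (SD, n = 2) in the libraries labelled WT and 7.28 ± 2.26 (SD, n = 2) in those labelled DKO and a log2 fold change of 1.28 (adjusted p = 0.0196 from limma). *Ctsg*, which encodes cathepsin G, had an RPKM of 22.8 ± 6.73 (SD, n = 2) in the libraries labelled WT and 397 ± 161 (SD, n = 2) in those labelled DKO and a log2 fold change of 3.59 (adjusted p = 7.0e-04 from limma). The log2 fold change of *Cd14* ranged from 3.83 to 5.26 with each library left out in turn. *Csf2rb* and *Csf2rb2* and *Lyz1* and *Lyz2* are pairs of similar genes whose reads the counting can split, so their values are uncertain. *Csf3r* was not called with quantile normalization (log2 fold change 0.48) or upper-quartile scaling (0.47) or on the scale of Supplementary Data 1, chosen after seeing the data (0.51), and all 19 genes kept a positive log2 fold change under every scaling. With the replicate block 19 genes were called. Of the genes for lineage antigens depleted before sorting, a set that shares *Ly6c2* with this list, 4 were tested and 3 were called higher. The values cannot tell expression in LSK cells from RNA of lineage-positive cells carried along with them.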

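The sets named in the preceding comparisons moved in opposite directions when summarised over all their genes in the deposited table. The paper named these genes for their directions in the same libraries, so opposite medians were to be expected. Directions follow the labels of the libraries, with which *Tet3* RNA agreed and *Tet2* RNA over the whole gene did not. The median log2 fold change in the libraries labelled DKO was 2.29 for the myeloid genes of Supplementary Fig. 16d and ranged from 1.99 to 2.65 with each library left out in turn. It was -0.64 (-0.75 to -0.61) for the HSC-specific genes and -1.04 (-1.33 to -0.83) for the lymphoid genes, *Sox2* included. The HSC-specific median moved to -0.36 with RPKM as deposited and to -1.19 with a pseudocount of 0.1. The highest lymphoid median among the alternatives computed for it was -0.63. Among erythroid and megakaryocytic genes chosen for the comparison, 3 of 9 were tested. *Gata1* (log2 fold change -1.89, adjusted p = 0.0124 from limma) and *Pf4* (-2.29, adjusted p = 0.00201 from limma) were lower, with adjusted P values of 4.4e-04 and 1.7e-05 under the replicate block, and *Itga2b* showed no difference beyond that between replicates (-0.12, from -0.81 to 0.63 with each library left out) and changed sign with RPKM as deposited. The paper reasons from the lower RNA of HSC, lymphoid and erythroid genes and the higher RNA of myeloid genes to a role of Tet2 and Tet3 in lineage priming.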

Taken together, these results indicate that Tet2 and Tet3 normally induce stem cell-related genes, promote lymphoid and erythroid priming, and prevent the premature induction of late myeloid genes in early haematopoietic progenitors, thus supporting the undifferentiated state of HSCs; consequently, their loss leads to myeloid skewing. These molecular findings are well aligned with the observed developmental phenotype of the *Tet2/3* DKO bone marrow, in which production of LMPPs and megakaryocyte-erythroid progenitors is impaired, but production of myeloid progenitors (particularly GMPs) remains intact.

### Lack of relation between transcription and DNA methylation

To relate changes in gene expression to changes in DNA modification, we performed whole-genome bisulfite sequencing on WT and *Tet2/3* DKO LSK cells (Supplementary Table 5; see Methods). Because bisulfite sequencing does not distinguish between 5mC and 5hmC^36^, we use the term DNA modification in preference to DNA methylation; however, because of the very low level of 5hmC in Tet2/3-deficient bone marrow cells (Fig. 1a), most of the observed signal of unconverted C is likely due to 5mC with little or no contribution from 5hmC.

Overlaid upon the typical bimodal distribution of DNA methylation in both WT and *Tet2/3* DKO LSK cells, we observed a slight but consistent increase of 5mC+5hmC throughout the transcription start site (TSS)/promoter and gene body regions in *Tet2/3* DKO compared with WT LSK cells (Supplementary Fig. 17a–c). This increase was reproducible (compare the triplicate biological samples from WT and DKO cells; Supplementary Fig. 17c, left panel); specific (it was not seen in randomly chosen genome fragments of similar size; Supplementary Fig. 17c, right panel); and limited in extent (Supplementary Fig. 17a,b), most likely reflecting the fact that 5hmC is only a minor proportion of 5mC (5–10%). The results support the well-established notion that TET proteins regulate DNA cytosine modification and facilitate DNA demethylation^1^,^5^,^7^,^37^,^38^. A similar small average increase was observed in differentially expressed genes, regardless of whether they were upregulated or downregulated in *Tet2/3* DKO compared with WT cells (Fig. 5d).

To examine changes in DNA modification at the level of individual TSS regions and gene bodies, we divided the distance from the TSS to the transcription termination site for each differentially expressed gene into 100 bins, calculated the average change in DNA modification within each gene body (bins 26–100) and at each promoter (±2 kb relative to the TSS) and plotted the values against the log2-fold change in expression of the corresponding gene (Fig. 5e). The resulting dot plot confirms that the slight to moderate increase in average DNA modification at gene bodies and promoters in *Tet2/3* DKO compared with WT LSK cells occurs independently of the direction of change in gene transcription, since it is similar for upregulated versus downregulated genes.

Since these findings run counter to previous reports of a strong inverse correlation between promoter methylation and gene expression^39^, we also examined differentially modified regions, CpG islands (CGIs)^40^, CGI shores^41^ and the subset of long (⩾3.5 kb) undermethylated regions classified as ‘canyons'^42^. The majority of differentially modified regions (3,864/5,555; ∼70%) gained methylation in *Tet2/3* DKO LSK cells compared with WT; they were depleted from intergenic regions and enriched in promoter/TSS regions and gene bodies (Supplementary Fig. 17d; Supplementary Table 6). As previously described^41^, DNA methylation increased primarily at CGI shores rather than within CGIs in *Tet2/3* DKO compared with WT cells, but only a minority of CGI shores within or at promoter regions (±2 kb) showed increased DNA modification (1,539/12,005 (12.8%); Supplementary Fig. 18a, left). Moreover, for CGI shores within or at promoter regions (±2 kb), there was no clear correlation between the observed change in DNA modification and the change in expression level of the associated genes (Supplementary Fig. 18a, right; Supplementary Data 2).

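Supplementary Data 2 lists 260 differentially expressed genes with a CGI shore of increased modification, of which 257 are in Supplementary Data 1. In the re-analysed RPKM 221 of them were tested, and 99 were called lower and 115 higher in the libraries labelled DKO. Among the called genes of the list 46.3% were lower, against 29.8% of the other called genes, an odds ratio of 2.03 (p = 1.1e-06, two-sided Fisher exact test across genes, which are not independent replicates). Under the replicate block the list had 99 lower and 113 higher (odds ratio 1.92, p = 6.5e-06, Fisher exact test). This comparison depended on the other called genes. With upper-quartile scaling the list had 104 lower and 67 higher (odds ratio 0.707, p = 0.0344, Fisher exact test), while the lower share of the other called genes rose to 68.7%. Because the list was selected from the paper's calls on the same libraries, it was also compared with the other genes of Supplementary Data 1 alone, a comparison chosen after seeing the data. Among those called here 46.3% of the list and 24.6% of the others were lower (odds ratio 2.64, p = 1.6e-10, Fisher exact test), and the odds ratio lay between 2.57 and 3.11 under the scalings, filters, pseudocounts and models tried. In the paper's own directions it was 2.54 (p = 4.9e-12, Fisher exact test). The other genes of Supplementary Data 1 were not restricted to genes with a CGI shore. The odds ratio therefore cannot separate having a shore from gaining modification there. The modification values of the shores were not used here, so the relation between the size of the change in modification and expression was not computed.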

Among the undermethylated regions in WT LSK cells, we defined 1,135 canyons^42^ (see Methods); of these, 846 were located in close proximity (<2 kb) to 841 gene promoters (Supplementary Fig. 18b, top). Only 105 of these genes (12.4%) showed significantly altered expression, but more were downregulated (*n*=77) than upregulated (*n*=28) in *Tet2/3* DKO compared with WT LSK cells (Supplementary Fig. 18b, top). As expected, more canyons (465; 41%) gained DNA methylation at canyon edges in *Tet2/3* DKO LSK cells relative to WT, compared with 59 (5.25%) that lost DNA methylation (Supplementary Fig. 18b, middle and bottom; Supplementary Fig. 18c); but again, only a minority of genes associated with shrinking and expanding canyons showed altered expression by RNA-seq (93/524; 17.7%). 

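Among the 525 genes that the paper associates with shrinking canyons (long undermethylated regions that lose length in DKO LSK cells), 264 were tested in the RNA-seq data and 73 were called lower and 29 higher in the libraries labelled DKO. Lower genes made up 71.6% of the called genes of the list and 29.5% of the other called genes (odds ratio 6.01, p = 1.1e-17, two-sided Fisher exact test across genes, which are not independent replicates). By adjusted P value, 44 were lower and 12 higher. With the letter as a replicate block the list had 77 lower and 30 higher (odds ratio 5.73, p = 1.4e-17, Fisher exact test). The odds ratio stayed above 1 under every scaling, from 5.65 with upper-quartile scaling to 14.2 with quantile normalization, although with RPKM as deposited fewer listed genes were lower (16) than higher (19). Transcripts of the tested canyon genes were long, with a median of 4162 bases against 2840 for all tested genes, and the log2 fold change fell with transcript length across genes. After removal of that trend, chosen after seeing the data, the list had 70 lower and 17 higher (odds ratio 4.4, p = 2.2e-09, Fisher exact test).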

Of the 86 differentially expressed genes associated with shrinking canyons, 67 were downregulated and 19 were upregulated (Supplementary Fig. 18d, left; Supplementary Data 3); this difference was statistically significant (*P* value<2.834 × e−96, *χ*^2^-test).

Finally, *Tet2/3 DKO* LSK cells showed moderate hypermethylation compared with WT LSK cells at active enhancers previously defined in LT-HSC^43^ (Fig. 5f,g); note the decrease in modification from WT to DKO in the area of low modification at the enhancer centre, and the increase in density of CpGs with a high modification level across the entire enhancer region in the red area of near 100% modification from DKO to WT (Fig. 5f). Thus some active enhancers have low levels of DNA modification (5mC+5hmC) and TET proteins maintain this unmodified state; however, some active enhancers contain high levels of DNA modification, potentially 5hmC^44^, but these regions are also subject to increased modification (most likely hypermethylation) upon loss of TET proteins. We have not attempted to correlate changes in DNA modification at enhancers to gene expression, since it is not yet straightforward to identify the gene(s) controlled by a given enhancer^43^,^45^.

Overall, TET loss-of-function is primarily associated with canyon shrinking and enhancer hypermethylation, and canyon shrinking is more strongly associated with downregulation than upregulation of gene expression. The results are consistent with previous findings that increased DNA methylation at canyon edges often results in decreased gene expression^42^, and confirm, for some genes, that increased promoter methylation correlates with decreased gene expression^39^. However, the identities of the up- and downregulated genes did not generally shed light on myeloid skewing or downregulation of HSC-expressed, erythroid and lymphoid genes in *Tet2/3* DKO compared with WT LSK cells. For instance, *Car2* (encoding carbonic anhydrase 2) and *Gcnt2* (encoding glucosaminyl (*N*-acetyl) transferase 2, the I-branching enzyme that generates the I blood group antigen) were among the most downregulated genes associated with shrinking canyons in *Tet2/3* DKO LSK cells compared with WT (Supplementary Fig. 18d,e); to the best of our knowledge, however, the functions of these genes have not been associated specifically with haematopoietic differentiation or oncogenesis.

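*Car2* (chromosome 3 from 14886426 to 14900769 in mm9) had a deposited RPKM of 304 and 135 in WT libraries A and B and 90.4 and 31.2 in DKO libraries A and B, a log2 fold change of -2.39 (standard error 0.41, adjusted p = 0.00903 from limma). *Gcnt2* (chromosome 13 from 40955501 to 41056260) had an RPKM of 20.3 and 8.96 in WT libraries A and B and 9.38 and 3.65 in DKO libraries A and B, a log2 fold change of -1.58 (standard error 0.36, adjusted p = 0.0237 from limma). Replicates differed for both genes, and with each library left out in turn the log2 fold change ranged from -3.05 to -1.65 for *Car2* and from -2.10 to -0.97 for *Gcnt2*. Before scaling the *Gcnt2* values of the groups overlapped, and with RPKM as deposited *Gcnt2* was not called. Under the replicate block the adjusted P values of *Car2* and *Gcnt2* were 4.9e-05 and 5.4e-04.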

### *Tet2/3 DKO* cells show DNA damage and impaired DNA repair

Genome instability, arising from replication stress or DNA lesions coupled with defective DNA damage checkpoints and repair, promotes the accumulation of mutations and chromosomal aberrations that drive progression to malignancy^46^. Beginning at 2 weeks after pIpC injection, there was strong spontaneous accumulation of phosphorylated histone H2A.X (γH2AX), an early marker of DNA damage^46^, in cells from the bone marrow and spleen of *Tet2/3* DKO but not WT, Tet2KO or Tet3KO mice (Fig. 6a,b). When we exposed WT and *Tet2/3* DKO mice to 6 Gy of ionizing irradiation at 1 and 3 weeks after pIpC injection, there was strong γH2AX induction at 3 h after irradiation, but the DNA double-strand breaks were rapidly resolved (6–9 h) in WT cells as shown by the disappearance of γH2AX. In cells from injected DKO mice, however, γH2AX persisted at high levels until 9 h after irradiation (Fig. 6c; Supplementary Fig. 19a), indicating that γH2AX accumulation in the DKO cells was due to impairment of DNA damage repair.

Notably, this defect was most prominent in differentiated cell populations compared with early precursors. LSK, GMP and Mac-1^+^ cells were isolated from bone marrow and spleen of WT and DKO mice that had been injected with pIpC 3 weeks previously, and exposed to ionizing radiation; the appearance and resolution of DNA double-strand breaks was then examined by immunocytochemistry for γH2AX (Fig. 6d–g). Early precursor (LSK) cells from WT and *Tet2/3* DKO bone marrow developed equivalent levels of γH2AX foci at 1 and 3 hr after irradiation, and these were efficiently resolved with similar kinetics (Fig. 6d); further along the differentiation pathway, GMP cells from DKO mice displayed heightened levels of ionizing radiation-induced γH2AX foci compared with WT GMP cells and were less capable of removing γH2AX over time (Fig. 6e); and finally, the most mature cell population, Mac-1^+^ myeloid cells sorted from bone marrow and spleen, displayed high levels of γH2AX foci even before irradiation (0 h), and were unable to repair γH2AX foci even 22 h after irradiation (Fig. 6f,g). Similar results were obtained in *Tet2*^−/−^ *Tet3*^fl/fl^ *ERT2-Cre*^+^ mice when *Tet3* was deleted by tamoxifen treatment *in vivo* (Supplementary Fig. 19b–d).

We showed that TET proteins influence the expression of DNA damage repair genes in myeloid cells, and that TET loss-of-function can in some cases lead to overt genomic instability. Mac-1^+^ cells were sorted from WT (*Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^*or* *Tet2*^*+/+*^*Tet3*^*fl/fl*^) and DKO (*Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^) mice at 3∼4 weeks after pIpC injection (Fig. 6h), and quantitative reverse transcription–PCR was performed to assess the expression of genes implicated in homologous recombination and non-homologous end-joining. The expression of *53bp1*, *Rad51* and *Rpa1* was increased in *Tet2/3* DKO cells compared with WT cells, whereas the expression of *Rad54*, *Xrcc2*, *Xrcc3*, *Xrcc5*, *Xrcc6* and *Prkdc* was decreased (Fig. 6i). Similar results were obtained using *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^mice (Supplementary Fig. 19e). We then submitted bone marrow samples from four sick *Tet2/3*-deficient DKO mice for G-banded karyotyping; these samples contain primarily differentiated Mac-1^+^ cells. In one of these samples, 6 of 20 DKO cells examined displayed an unbalanced translocation of distal chromosome 6 to distal chromosome 3 (Supplementary Fig. 20). Together, these results link TET loss-of-function to progressive impairment of the DNA damage response, and show that TET function is important for genome integrity in certain cell types.

## Discussion

In this study, we demonstrate for the first time a causal association of TET loss-of-function with the rapid occurrence of a malignant cancer. Induced deficiency of both Tet2 and Tet3 in mice leads to the almost complete loss of 5hmC in the bone marrow and spleen, and concomitantly to the rapid and cell-autonomous development of an aggressive, fully penetrant and transmissible myeloid leukaemia. This phenotype is not observed with mice lacking only Tet2 or Tet3, indicating that Tet2 and Tet3 function redundantly to suppress oncogenesis.

Typically, cancer initiation, progression and metastasis involve multiple steps of progressive cellular dysfunction, including loss of genome integrity and the consequent acquisition of mutations that promote cell transformation^47^. These processes are rarely the result of a single oncogenic hit, but require multiple mutagenic events that generally accumulate over a long time period. The striking feature of our study is that acute TET loss-of-function accelerates oncogenesis, such that uncontrolled cell proliferation and genome instability develop in a compressed time span of only ∼4–5 weeks. Profound loss of function is required, since mice lacking individual TET proteins may show precancerous symptoms but develop full-blown malignancy only sporadically and at a very late age, if at all^8^,^15^,^16^,^17^,^18^. Thus TET proteins are required to maintain genome stability, and collectively constitute a major class of tumour suppressors in cells.

While *TET2* mutations are thought to be driver mutations in haematopoietic malignancies, whole-exome sequencing of large cancer cohorts has revealed only rare mutations in *TET1* or *TET3* (refs 19, 48, 49). However, numerous studies have demonstrated substantial decreases in 5hmC levels in diverse human cancers, even in the absence of *TET*-coding region mutations^2^. In several cases, decreased 5hmC levels reflect decreased TET messenger RNA or protein expression secondary to upregulation of E3 ligases or microRNAs^50^,^51^,^52^,^53^, or correlate with increased DNA methylation at *TET* gene promoters^18^,^54^. In other cases, inhibition of TET function appears to be the underlying cause: for instance in many glioblastomas and myeloid leukaemias, recurrent dominant mutations in *IDH1* and *IDH2*, the cellular enzymes that produce 2-oxoglutarate, result in massively increased levels of 2-hydroxyglutarate^55^, an ‘oncometabolite' that interferes with the activity of TET enzymes and other dioxygenases^56^. On the basis of these findings, we explored the relation of profound TET loss-of-function to cell lineage specification and oncogenic transformation. Our data document a causal relation between TET loss-of-function and cancer, and argue against the possibility that decreased 5hmC in cancer cells merely reflects their rapid proliferation.

Notably, we observed no consistent relation between DNA modification and gene expression in DKO versus WT LSK cells. As expected from the fact that TET proteins facilitate DNA demethylation, early progenitor (LSK) cells from *Tet2/3 DKO* mice showed increased DNA modification relative to WT LSK cells, and the biggest differences were observed at genomic regions where DNA modification levels are intermediate: canyon edges, gene bodies and enhancers. Moreover, transcriptional profiling revealed clear changes in gene expression in DKO versus WT LSK cells, including decreased expression of stem cell genes, altered lineage priming and strong myeloid skewing. However, only a minority of regions with increased DNA methylation displayed decreased transcription of the associated genes. Potentially, increased DNA methylation might better correlate with decreased gene transcription in GMP or Mac-1^+^ cells that are further along the myeloid differentiation pathway than the LSK progenitor cells examined here. If so, it would underscore the view that altered DNA methylation is a late consequence of altered gene transcription rather than its direct cause (reviewed in refs 57, 58).

What mechanisms underlie the lineage skewing induced by deletion of both Tet2 and Tet3, if increased DNA methylation is not the primary cause? An important factor may be the profound loss of TET-generated oxi-mC bases in *Tet2/3 DKO* cells. 5hmC is present at high levels at active enhancers and the gene bodies of highly transcribed genes^59^; moreover, both 5hmC and 5fC are stable modifications that are lost through DNA replication in somatic cells^60^. Therefore, profound loss of 5hmC in *Tet2/3 DKO* cells would be expected to affect gene transcription only after several replication cycles. If, as recently reported^61^, 5fC and 5caC directly affect the processivity of RNA polymerase II, oxi-mC would be most heavily diluted, and gene transcription would be most prominently decreased, at genes expressed in actively proliferating cells that encode key signalling proteins and transcriptional regulators that shape cell lineage commitment and function^62^.

The hypothesis that oxi-mC may be more relevant than 5mC is also supported by recent findings that mice lacking either Dnmt3a or Tet2 in HSC show similar phenotypes in terms of augmented HSC repopulation capacity, myeloid skewing and ultimately myeloid transformation^8^,^15^,^16^,^17^,^63^,^64^,^65^. DNMT3A produces 5mC, the substrate for TET proteins^66^. Therefore, impaired function of these two enzymes would be expected to have opposite effects on DNA methylation, resulting in overall decreases and increases in 5mC, respectively, but would be similar in terms of decreasing oxi-mC (Dnmt3a-deficient cells have lower levels of the TET substrate 5mC and therefore less oxi-mC, whereas *TET2* mutations are loss-of-function mutations and therefore also have low oxi-mC^2^). Thus the similar biological phenotypes of Tet2- and Dnmt3a-deficient mice could plausibly reflect loss of oxi-mC in each case.

In addition to skewing to the myeloid lineage, *Tet2/3 DKO* cells display uncontrolled proliferation and rapid progression to oncogenic transformation, a process accompanied by increased levels of the DNA damage marker phospho-H2AX and slower resolution of this mark. These features were most apparent in cells that had progressed along the differentiation pathway rather than in early precursors. Mac-1^+^ cells sorted from bone marrow and spleen of *Tet2/3 DKO* mice showed altered expression of many genes encoding proteins in the homologous recombination and non-homologous end-joining pathways of DNA repair, but it is not clear whether this is a cause or a consequence of the observed defects in DNA damage responses. Further mechanistic studies are necessary to determine how TET loss-of-function leads to impaired DNA damage.

## Methods

### Acute deletion of *Tet2* and *Tet3*

*Tet2*^−/−^, *Tet2*^*fl/fl*^ and *Tet3*^*fl/fl*^ mice have been described previously^12^,^17^. To induce conditional excision of floxed alleles using the *Mx1-Cre* recombinase, pIpC (polyinosinic–polycytidylic acid, Sigma: 300 μg per mouse) in PBS was injected five times intraperitoneally every other day for a total of five injections. To delete floxed alleles using the *ERT2-Cre* recombinase, tamoxifen (Sigma) was solubilized at 10 mg ml^−1^ in corn oil (Sigma) and delivered into mice by intraperitoneal injection of 2 mg tamoxifen per mouse every day for 5 consecutive days. The day of the last pIpC or tamoxifen injection was designated Day 0 (Fig. 1b). In Fig. 1b, WT indicates *Mx1-Cre*^+^; *Tet2*^+/+^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ or *Tet2*^+/+^ *Tet3*^*fl/+*^ *Mx1-Cre*^−^ genotypes; DKO indicates *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^+^ genotype; *Tet2*-deficient (T2KO) indicates *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ or *Tet2*^−/−^ *Mx1-Cre*^+^ genotypes; and *Tet3*-deficient (Tet3KO) indicates the *Tet3*^*fl/fl*^ *Mx1-Cre*^+^ genotype. In Fig. 3c, WT indicates *Tet3*^*fl/fl*^*, Tet2*^*fl/fl*^ *Tet3*^*fl/+*^ *or Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^; T2KO indicates *Tet2*^−/−^ or *Tet2*^−/−^ *Tet3*^*fl/fl*^; T3KO indicates *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^; and DKO indicates *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^ mice. For all other experiments, *Tet2*^*+/+*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ or *Tet2*^*+/+*^ *Tet3*^*fl/+*^ *Mx1-Cre*^−^ mice were used as WT controls. Efficient gene deletion in sorted HSPCs was verified by real-time reverse transcription–PCR. The pIpC-injected mice were assessed on a daily basis for survival and development of any haematopoietic abnormalities. For all experiments described here, mice were killed immediately if they were hunched or slow-moving, had piloerection of the fur, if their eyes were sunken or closed or they were not responsive to handling. To draw a Kaplan–Meier survival plot, it was assumed that the mice would live 1 more day unless killed, so death was not required as an end point. All cell or mouse irradiation procedures were performed using RS2000 Biological Irradiator (Rad Source Technologies, Inc.). All animal procedures were approved by the La Jolla Institute Institutional Animal Care and Use Committee and were conducted in accordance with institutional guidelines.

### *In vivo* transplantation experiments

For competitive engraftment assays, total bone marrow cells were isolated from tibiae and femurs of *Tet2*^*+/+*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ or *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^+^ testor mice (CD45.2^+^ background), and red blood cells were lysed by incubation with ACK lysis buffer (0.15 M NH_4_Cl, 10 mM KHCO_3_ and 0.1 mM EDTA) at room temperature for 1 min. Cells were counted using BD Accuri C6 Flow Cytometer (BD Biosciences). One million tester-derived cells were mixed with equal number of competitor bone marrow cells (CD45.1^+^ background) and the mixtures were injected into lethally irradiated (10 Gy, two split doses with a 3-h interval) congenic (CD45.1^+^) B6.SJL-Ptprc^a^Pepc^b^/BoyJ mice (Jackson Laboratories). At 4 weeks post transplant, chimeric mice were administered intraperitoneally with 300 μg of poly(I:C) per mouse in PBS every other day for a total of five injections (week 0) to excise floxed alleles. To evaluate the percentage of tester-derived cells and different lineage contribution, peripheral blood was collected from the chimeric mice via retro-orbital sinus under anaesthesia at 4, 8 and 10 weeks after injection, depleted of red blood cells and stained with combinations of antibodies against CD45.1, CD45.2, CD3ɛ, CD19 and Mac-1, and the percentage of haematopoietic subsets within the CD45.2^+^ population was analysed by flow cytometry. Kaplan–Meier plots were drawn based on the monitoring criteria described above. To evaluate the transplantability of disease, splenocytes were isolated from *Tet2*^*+/+*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ and *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^+^ (for Fig. 4d–k) or *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ and *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^+^ (for Supplementary Fig. 13) mice at about 3.5 or 4.5 weeks following pIpC injection, respectively, depleted of red blood cells and 2 × 10^6^ cells in PBS were injected intravenously via retro-orbital route into sublethally irradiated (600 cGy) C57BL/6 recipient mice. For transfer of bone marrow cells in Supplementary Fig. 14, bone marrow cells were isolated from *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *ERT2-Cre*^−^ and *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *ERT2-Cre*^+^ at 3 weeks following tamoxifen injection, depleted of red blood cells and 2 × 10^6^ cells in PBS were injected intravenously via retro-orbital route into sublethally irradiated (600 cGy) C57BL/6 recipient mice. For transfer of Mac-1^+^ cells in Supplementary Fig. 15, 2 × 10^6^ Mac-1^+^ cells sorted from *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ and *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^+^ at about 4.5 weeks following pIpC injection were combined with equal number of WT bone marrow helper cells, followed by injection into lethally irradiated (10 Gy, two split doses with a 3-h interval) C57BL/6 recipient mice. Then, the recipient mice were monitored for survival every day. Mice were killed when they met our monitoring criteria described above and histological or cytological analyses were carried out as described.

### Colony-forming assay *in vitro*

For colony-forming assay using splenocytes and liver cells (Fig. 1g), cells were harvested from spleens and livers of *Tet2*^*+/+*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ and *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^+^ mice about 3 weeks following pIpC injections, depleted of red blood cells and plated at 10^5^ cells per 35-mm dish in duplicate into cytokine-supplemented methylcellulose medium (Methocult M3534, STEMCELL Technologies). Colony-forming units were photographed and counted on day 7.

For colony-forming assay using sorted LSK or GMP cells (Fig. 3c), LSK or GMP cells were sorted from the bone marrow of WT (*Tet2*^*fl/fl*^, *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ or *Tet3*^*fl/+*^ *Tet3*^*fl/fl*^), Tet2KO (*Tet2*^−/−^ or *Tet2*^−/−^ *Tet3*^*fl/fl*^), Tet3KO (*Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^) or DKO (*Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^) mice at 4 weeks after pIpC injection and seeded at a density of 1,000 cells per 35-mm dish in duplicate into cytokine-supplemented methylcellulose media (Methocult M3534, STEMCELL Technologies). For experiments in Supplementary Fig. 9c–f, LSK cells were sorted from the bone marrow of *Tet2*^*+/+*^ *Tet3*^*fl/fl*^ *ERT2-Cre*^−^ and *Tet2*^−/−^ *Tet3*^*fl/fl*^ *ERT2-Cre*^+^ mice and seeded at a density of 1,000 cells per 35-mm dish in duplicate into cytokine-supplemented methylcellulose media (Methocult M3534). To induce *Tet3* deletion *in vitro*, 4-hydroxytamoxifen (Sigma) was dissolved in ethanol at 4 mg ml^−1^ and diluted immediately before treatment for a final concentration of 1 μM. Colonies propagated in culture were scored after 7–9 days. For serial replating experiments, colonies in the dish were pooled and cells were resuspended and counted, and re-seeded at a density of 1,000 cells per dish in duplicate for a total of four platings.

## Additional information

Accession numbers: The RNA sequencing and whole-genome bisulfite sequencing data have been deposited in the GEO database under accession code GSE72630.

**How to cite this article:** An, J. *et al*. Acute loss of *TET* function results in aggressive myeloid cancer in mice. *Nat. Commun.* 6:10071 doi: 10.1038/ncomms10071 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-21, Supplementary Tables 1-6, Supplementary Methods and Supplementary References

Supplementary Data 1 List of differentially expressed genes.

Supplementary Data 2 Differentially expressed genes with CGI shores more methylated in DKO LSK

Supplementary Data 3 Genes associated with shrinking canyons.

## Figures and Tables

**Figure 1:**
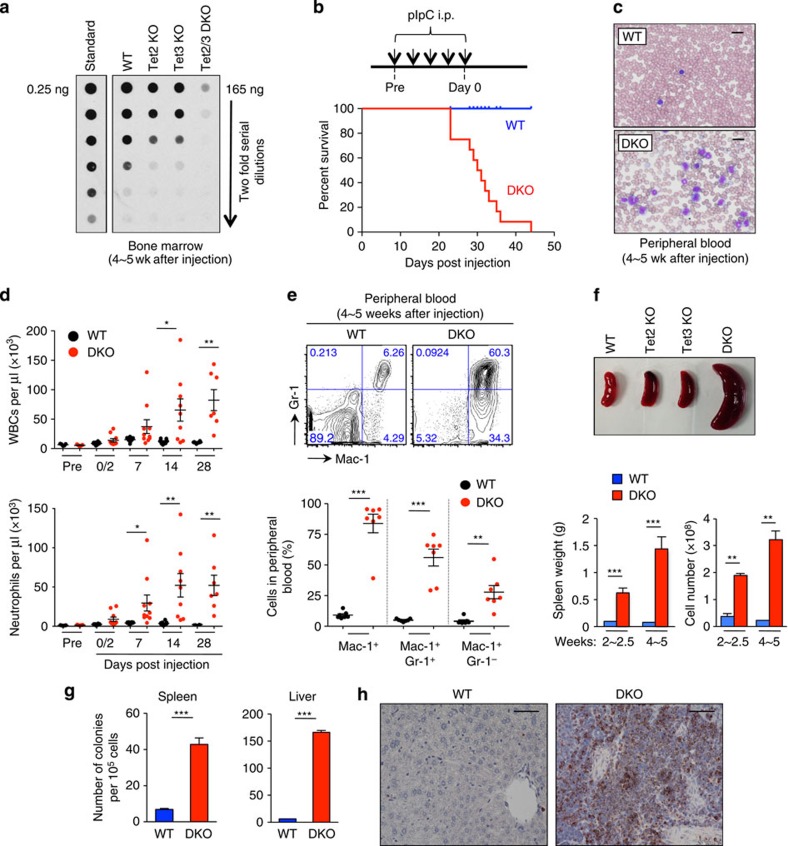
Acute deletion of *Tet3* in *Tet2*-deficient mice results in myeloid leukaemia. (**a**) Quantification of 5hmC levels in *Tet2/3* DKO bone marrow 4 weeks after pIpC injection by anti-CMS dot blot. (**b**) Kaplan–Meier curve representing percent survival of WT (*n*=23) and DKO (*n*=14) mice over time after pIpC injection. No lethality was observed for WT, *Tet2*-deficient (*n*=4) and *Tet3*-deficient (*n*=6) mice during this period. Strategy for conditional deletion of *Tet3* in adult mice is shown above. For exact genotypes, see Methods. (**c**) May–Grünwald–Giemsa-stained peripheral blood smears, 4 weeks after pIpC administration (*n*=7). Scale bar, 20 μm. (**d**) Time-course analysis of peripheral blood cell counts after acute deletion of *Tet3* in *Tet2*-deficient mice (means±s.e.m.). DKO mice developed progressive leukocytosis with neutrophilia (*n*=7∼10 per genotype at each time point examined). *P<0.05, **P<0.005 (Student's *t*-test). Also see Supplementary Fig. 2. (**e**) Expansion of myeloid-lineage cells in DKO mice. Flow cytometric analysis of myeloid cells in the peripheral blood of WT (*n*=7) or DKO (*n*=7) mice was performed at 4 weeks following pIpC injection. Bottom, summary of results (means±s.e.m.). For kinetic analyses of myeloid, B- and T-cell lineages over the entire time course, see Supplementary Fig. 3. **P<0.005, ***P<0.0005 (Student's *t*-test). (**f**) Enlargement of spleens in *Tet2/3* DKO mice at 2∼2.5 weeks following pIpC injection. Top—representative photographs. Bottom—spleen weights and cellularity (*n*=7∼13 and 4∼6 per genotype) at 2–2.5 or 4–5 weeks after pIpC injection (means±s.e.m.). **P<0.005, ***P<0.0005 (Student's *t*-test). (**g**) Extramedullary haematopoiesis in spleen and liver of *Tet2/3* DKO mice. Cells were harvested from the spleen (left) or liver (right) of WT and diseased *Tet2/3* DKO mice and 10^5^ nucleated cells were plated in methylcellulose medium. Colony-forming units were assessed by counting cell colonies 7 days after plating. ***P<0.0005 (Student's *t*-test) (**h**) Myeloperoxidase staining of livers at 4 weeks after pIpC injection (× 40 magnification). For liver weight and histological analysis data, see Supplementary Fig. 4a–d. Scale bar, 60 μm.

**Figure 2:**
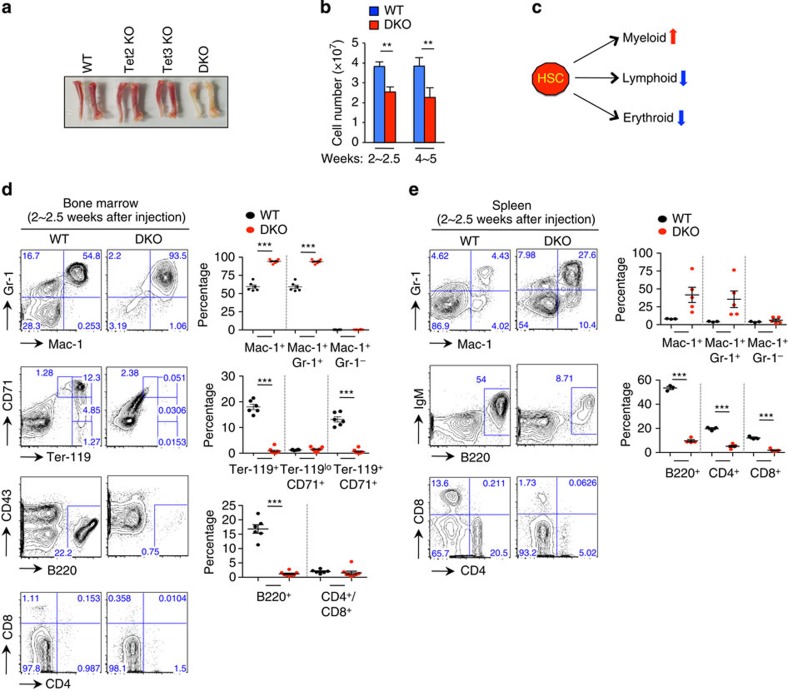
Combined loss of Tet2 and Tet3 results in expansion of myeloid cells with impaired lymphoid and erythroid differentiation. (**a**) Representative photographs of femurs and tibiae at 4 weeks following pIpC injection. Tet2 KO, *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ or *Tet2*^−/−^ *Mx1-Cre*^+^; Tet3 KO, *Tet3*^*fl/fl*^ *Mx1-Cre*^+^. (**b**) Total cellularity of bone marrow was assessed at the indicated time points after pIpC injection (*n*=8∼11 per genotype at each time point). Means±s.e.m. are shown. **P<0.005 (Student's *t*-test). (**c**) Schematic representation of myeloid expansion and impaired lymphoid and erythroid development upon loss of *Tet2* and *Tet3*. (**d**,**e**) Haematopoietic cell development upon simultaneous deletion of *Tet2* and *Tet3*. Flow cytometry was performed to assess myeloid (Gr-1/Mac-1), erythroid (CD71/Ter-119) and lymphoid (B220/CD4/CD8) cell populations in the bone marrow (**d**, *n*=8 per each genotype) and spleen (**e**, *n*=6 per each genotype) of WT or DKO mice. Representative flow cytometry plots (left) and summary graphs (right) at 2∼2.5 weeks after pIpC injection are shown. For results at 4∼5 weeks, see Supplementary Figs 7 and 8. Means±s.e.m. are shown. **P<0.005, ***P<0.0005 (Student's *t*-test).

**Figure 3:**
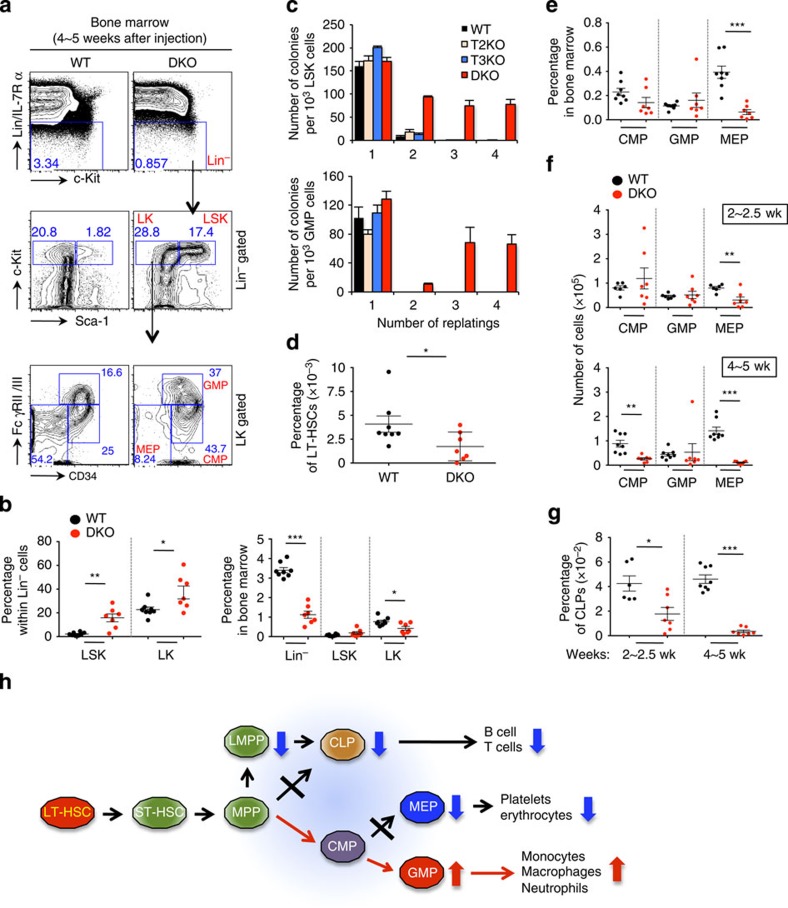
Altered development of haematopoietic stem and progenitor cells in *Tet2/3* DKO mice. (**a**) Representative flow cytometric analysis of LSK (Lin^−^ c-Kit^+^ Sca1^+^) and LK (Lin^−^ c-Kit^+^ Sca1^−^) populations in the bone marrow of WT and *Tet2/3* DKO mice 4 weeks after pIpC injection. Myeloid progenitors (CMP, common myeloid progenitors; GMP, granulocyte–monocyte progenitors; MEP, megakaryocyte-erythroid progenitors) were further analysed based on CD34 and FcγRII/III expression within LK populations. (**b**) Percentages of LSK and LK cells within Lin^−^ (left) or total bone marrow (right) shown in **a** (*n*=7∼8) (means±s.e.m.). *P<0.05, **P<0.005, ***P<0.0005 (Student's *t*-test). For percentages at 2∼2.5 weeks and absolute cell numbers see Supplementary Fig. 9a,b. (**c**) Combined deficiency of Tet2 and Tet3 leads to increased serial replating capacity *in vitro*. WT, Tet2-deficient (T2KO), Tet3-deficient (T3KO) and DKO mice were treated with pIpC, and colony-forming unit assays were performed with LSK (upper panel) or GMP (lower panel) cells. DKO, but not WT, T2KO or T3KO LSK and GMP cells can be serially replated in methylcellulose medium. For results after acute deletion of *Tet3 in vitro* in *Tet2*^−/−^ *Tet3*^*fl/fl*^ *ERT2-Cre*^+^ mice, see Supplementary Fig. 9c–f. (**d**) Percentage of long-term haematopoietic stem cells (LT-HSC, LSK CD150^+^ CD48^−^). For representative flow cytometric analysis, see Supplementary Fig. 10a. (**e**) Percentages of myeloid progenitor cell subsets shown in (**a**) (*n*=7∼8) (means±s.e.m.). ***P<0.0005 (Student's *t*-test). For results at 2∼2.5 weeks and absolute cell numbers, see Supplementary Fig. 11a,b. (**f**) Absolute numbers of myeloid progenitor cells in bone marrow of WT and *Tet2/3* DKO mice. Means±s.e.m. are shown. **P<0.005, ***P<0.0005 (Student's *t*-test). (**g**) Percentages of common lymphoid progenitors (CLP, Lin^−^ Flt3^+^ CD27^+^ IL-7Rα^+^) in the bone marrow at 2 or 4 weeks after pIpC injection (*n*=6∼8). Gating strategy and absolute cell numbers are shown in Supplementary Fig. 11c,d. Means±s.e.m. are shown. *P<0.05, ***P<0.0005 (Student's *t*-test). (**h**) Schematic representation of altered haematopoietic development in *Tet2/3* DKO mice.

**Figure 4:**
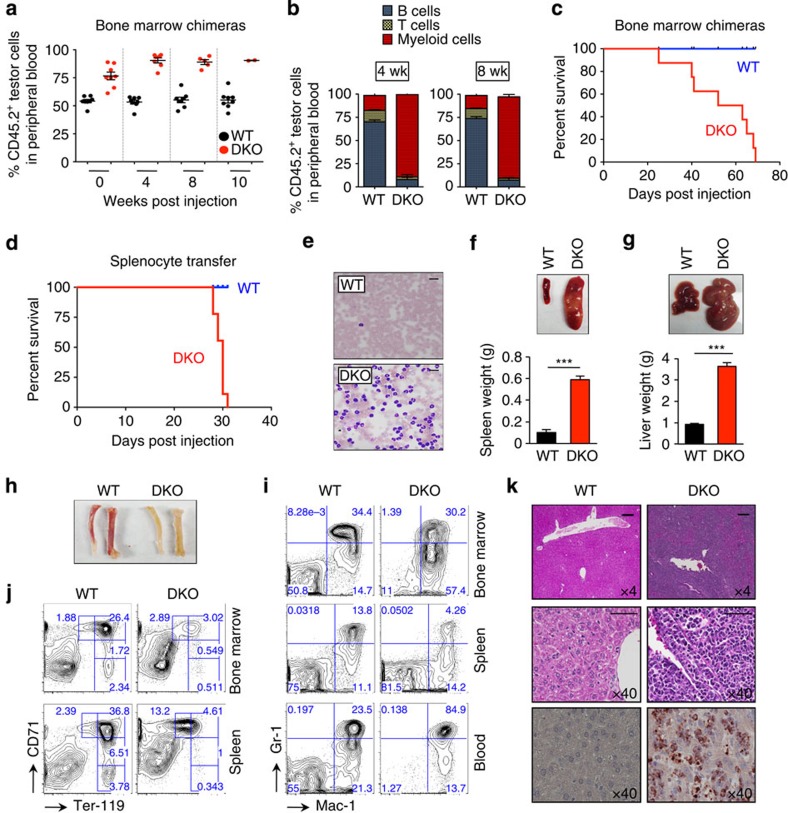
Cell-autonomous development of transplantable myeloid leukaemia in *Tet2/*3 DKO mice. (**a**) Competitive repopulation assay using bone marrow cells from inducible chimeric mice. Red blood cell-depleted CD45.2^+^ bone marrow cells from *Tet2*^+/+^ *Tet3*^*fl/fl*^ *Mx1-Cre*^−^ (WT) or *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^+^ (DKO) mice were mixed with equal numbers of CD45.1^+^ competitor cells and transplanted into lethally irradiated CD45.1^+^ congenic B6.SJL mice (see Supplementary Fig. 12a). At 4 weeks after transplantation, *Tet3* deletion was induced by administration of pIpC and peripheral blood was examined for donor chimerism at the indicated time points after pIpC injection. (**b**) Analysis of multilineage differentiation as percentage of peripheral blood cells within donor-derived (CD45.2^+^) cells. Myeloid cells (Mac-1^+^), B cells (B220^+^), T cells (CD3ɛ^+^). (**c**) Kaplan–Meier curve representing percent survival of bone marrow chimeric mice that received WT or *Tet2/3* DKO cells after pIpC injection (*n*=8 per group). No lethality was observed for recipients of WT bone marrow cells. (**d**) Kaplan–Meier curve representing percent survival of recipient mice transplanted with 2 × 10^6^ splenocytes from WT and diseased *Tet2/3* DKO mice (*n*=9 per group). (**e**) May–Grünwald–Giemsa-stained peripheral blood smears of recipient mice. Scale bar, 20 μm. (**f**,**g**) Enlargement of spleens and livers of recipient mice. Representative photographs of spleen (**f**) and liver (**g**) from recipients of control or *Tet2/3* DKO splenocytes. Weights of spleen or liver are shown below (*n*=7 per group). Means±s.e.m. are shown. ***P<0.0005 (Student's *t*-test). (**h**) Representative photographs of femurs and tibiae from recipients of WT or *Tet2/3* DKO splenocytes. (**i**) A representative flow cytometric analysis of myeloid-lineage cells (Gr-1^+^/Mac-1^+^) in bone marrow, spleen and blood of recipient mice (*n*=5 per each group). (**j**) A representative flow cytometric analysis of erythroid-lineage cells (Ter-119^+^/CD71^+^) in bone marrow and spleen of recipient mice (*n*=5 per each group). (**k**) Haematoxylin and eosin staining and immunohistochemistry (IHC) of livers with anti-myeloperoxidase show loss of normal liver structure and infiltration with myeloid cells. Top, × 4 magnification; middle and bottom, × 40 magnification. Scale bar, 200 μm (upper panel) and 60 μm (middle panel).

**Figure 5:**
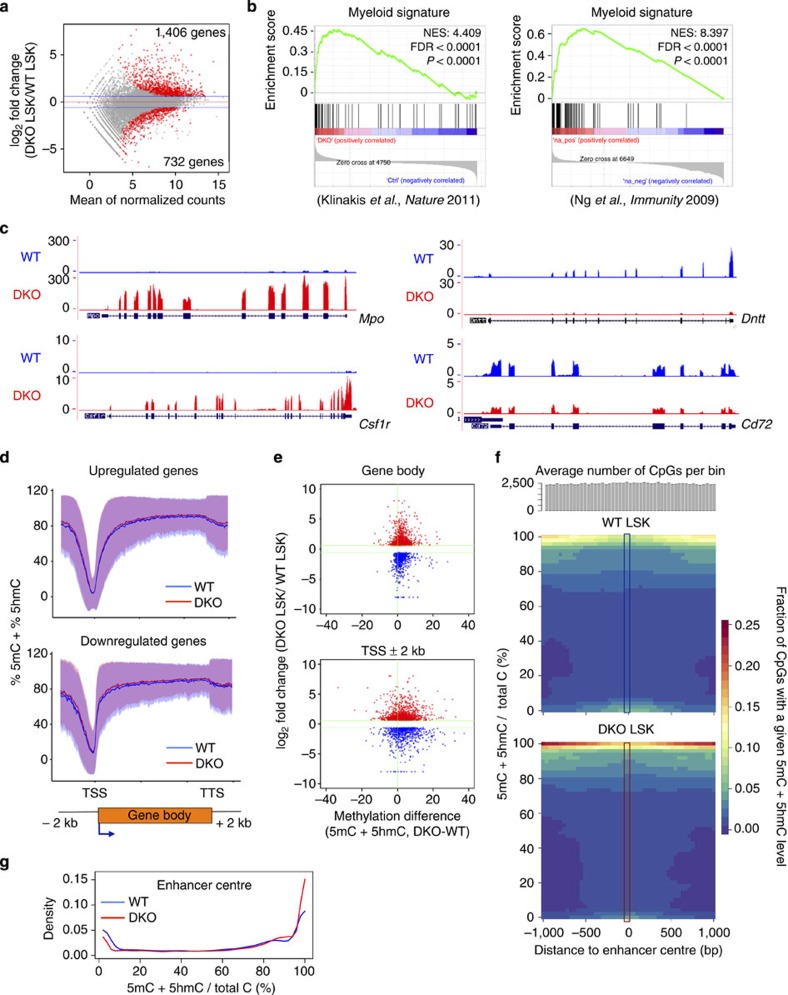
Changes in gene expression and DNA modification (5mC+5hmC) in *Tet2/3 DKO* cells. (**a**) Differential gene expression in WT versus *Tet2/3* DKO LSK cells. Red dots—differentially expressed genes (*P* value ≤0.05, fold change >1.5 or <0.67; thresholds indicated by blue lines). Grey dots—all other genes. (**b**) Gene set enrichment analysis (GSEA) of RNA-Seq data. Myeloid gene signatures are significantly enriched for genes upregulated in *Tet2/3* DKO versus WT LSK cells. (**c**) Genome browser visualization showing increased and decreased expression of myeloid (*Mpo*, *Csf1r*) and lymphoid (*Dntt*, *Cd72*) genes in *Tet2/3* DKO versus control LSK cells. (**d**) Slight but consistent increase in average DNA modification at gene regions in *Tet2/3* DKO (red lines) versus WT LSK cells (blue lines), regardless of whether gene expression is upregulated (top) or downregulated (bottom). Similar results were obtained for all genes (Supplementary Fig. 17c). Shaded areas=±1 s.d. TSS, transcription start site; TTS, transcription termination site. (**e**) Changes in gene expression versus changes in average DNA methylation for all genes differentially expressed in *Tet2/3* DKO LSK versus WT LSK cells. Top, gene bodies; bottom, promoter regions (TSS±2 kb). Each gene body/TSS region is represented by a dot. Most regions show increased methylation, regardless of whether they are up- or downregulated in DKO LSK cells relative to WT. (**f**) Active enhancer regions in LT-HSC^43^ show increased DNA modification (5mC+5hmC) in *Tet2/3 DKO* versus WT LSK cells. Each bin contains all the CpGs falling within the ∼7,000 active enhancer regions. Colour scale, density of CpGs with the indicated methylation levels. Enhancer centres in WT LSK cells show an increased fraction of unmethylated CpGs relative to *Tet2/3* DKO LSK cells (green colour at the bottom), whereas enhancer edges in *Tet2/3* DKO LSK cells show an increased fraction of methylated CpGs (5mC+5hmC) compared with WT (red colour at the top). For details, see Supplementary Methods. (**g**) Graphical representation of increased DNA modification in *Tet2/3 DKO* versus WT LSK cells. Data are from central regions of the enhancers (blue and red rectangles in **f**).

**Figure 6:**
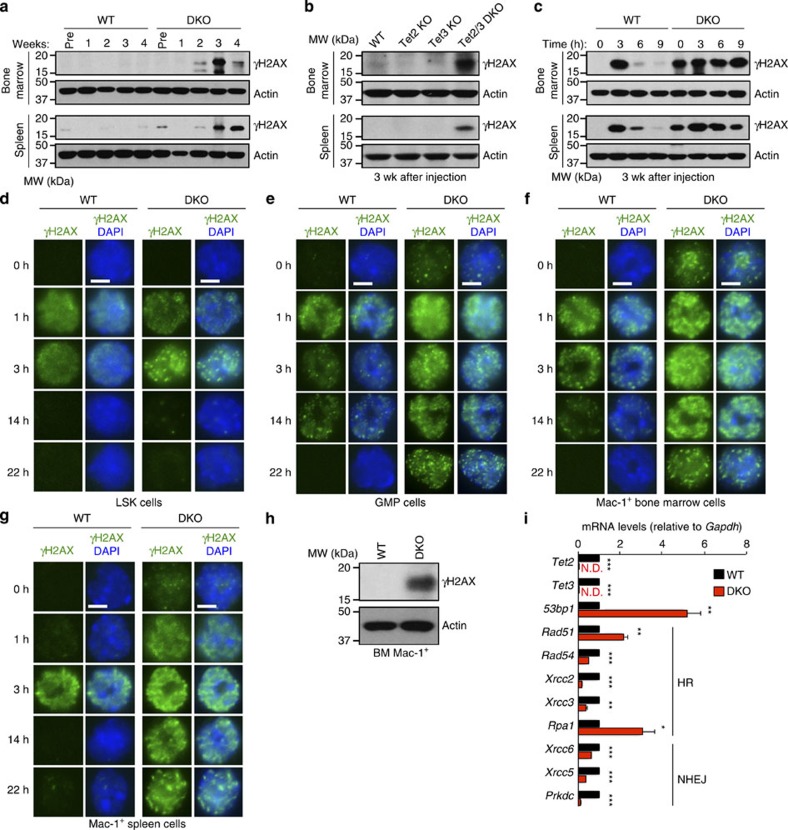
Loss of Tet2 and Tet3 results in DNA damage and impaired DNA repair. (**a**–**c**) γH2AX levels in whole-cell lysates from bone marrow (top) and spleen (bottom), assessed by immunoblotting. Actin serves as a loading control. (**a**) Progressive increase in γH2AX levels in bone marrow and spleen of *Tet2/3* DKO mice with time after pIpC injection. (**b**) Accumulation of γH2AX in bone marrow and spleen of *Tet2/3 DKO* but not *Tet2KO* or *Tet3KO* mice, 3 weeks after pIpC injection. (**c**) Impaired DNA repair in *Tet2/3 DKO* cells. WT and DKO mice were exposed to 6 Gy of ionizing radiation 3 weeks after pIpC injection, single-cell suspensions of bone marrow and spleens were prepared at the indicated times, and DNA repair kinetics were assessed by immunoblotting. Similar results were obtained 1 week after pIpC injection (Supplementary Fig. 19a). (**d**–**g**) DNA damage repair is impaired in *Tet2/3 DKO* myeloid-lineage cells. LSK (**d**), GMP (**e**) and Mac-1^+^ cells in bone marrow (**f**), or Mac-1^+^ cells in spleen (**g**) were sorted from WT and DKO mice at 3 weeks after pIpC injection, exposed to 6 Gy of ionizing radiation, and DNA repair kinetics were assessed by immunocytochemistry. LSK cells repair DNA damage efficiently, whereas GMP and Mac-1^+^ cells do not. Similar results were obtained using tamoxifen-injected *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *ERT2-Cre*^*+*^ mice (Supplementary Fig. 19b–d). Scale bar, 5 μm. (**h**) Increase in γH2AX levels in Mac-1^+^ cells sorted from bone marrow of DKO mice 3–4 weeks after pIpC injection. (**i**) TET proteins control expression of DNA repair genes in myeloid cells. Quantitative reverse transcription–PCR of Mac-1^+^ cells sorted from bone marrow of WT (*Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^) and DKO (*Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^) mice 3–4 weeks after pIpC injection. Results are expressed as fold change over WT cells (set to 1; three independent experiments; means±s.e.m.). Similar results were observed in sorted Mac-1^+^ cells from WT (*Tet2*^*+/+*^*Tet3*^*fl/fl*^) and *Tet2*^−/−^ *Tet3*^*fl/fl*^ *Mx1-Cre*^*+*^ mice (Supplementary Fig. 19e). HR, homologous recombination; NHEJ, non-homologous end-joining; ND, not detected. *P<0.05, **P<0.005, ***P<0.0005 (Student's *t*-test).

# Supplementary material for: Acute loss of TET function results in aggressive myeloid cancer in mice
**Source:** Nat Commun. 2015 Nov 26;6:10071. doi: 10.1038/ncomms10071
**Supplement:** Supplementary Information — Supplementary Figures 1-21, Supplementary Tables 1-6, Supplementary Methods and Supplementary References

# Supplementary Fig. 1

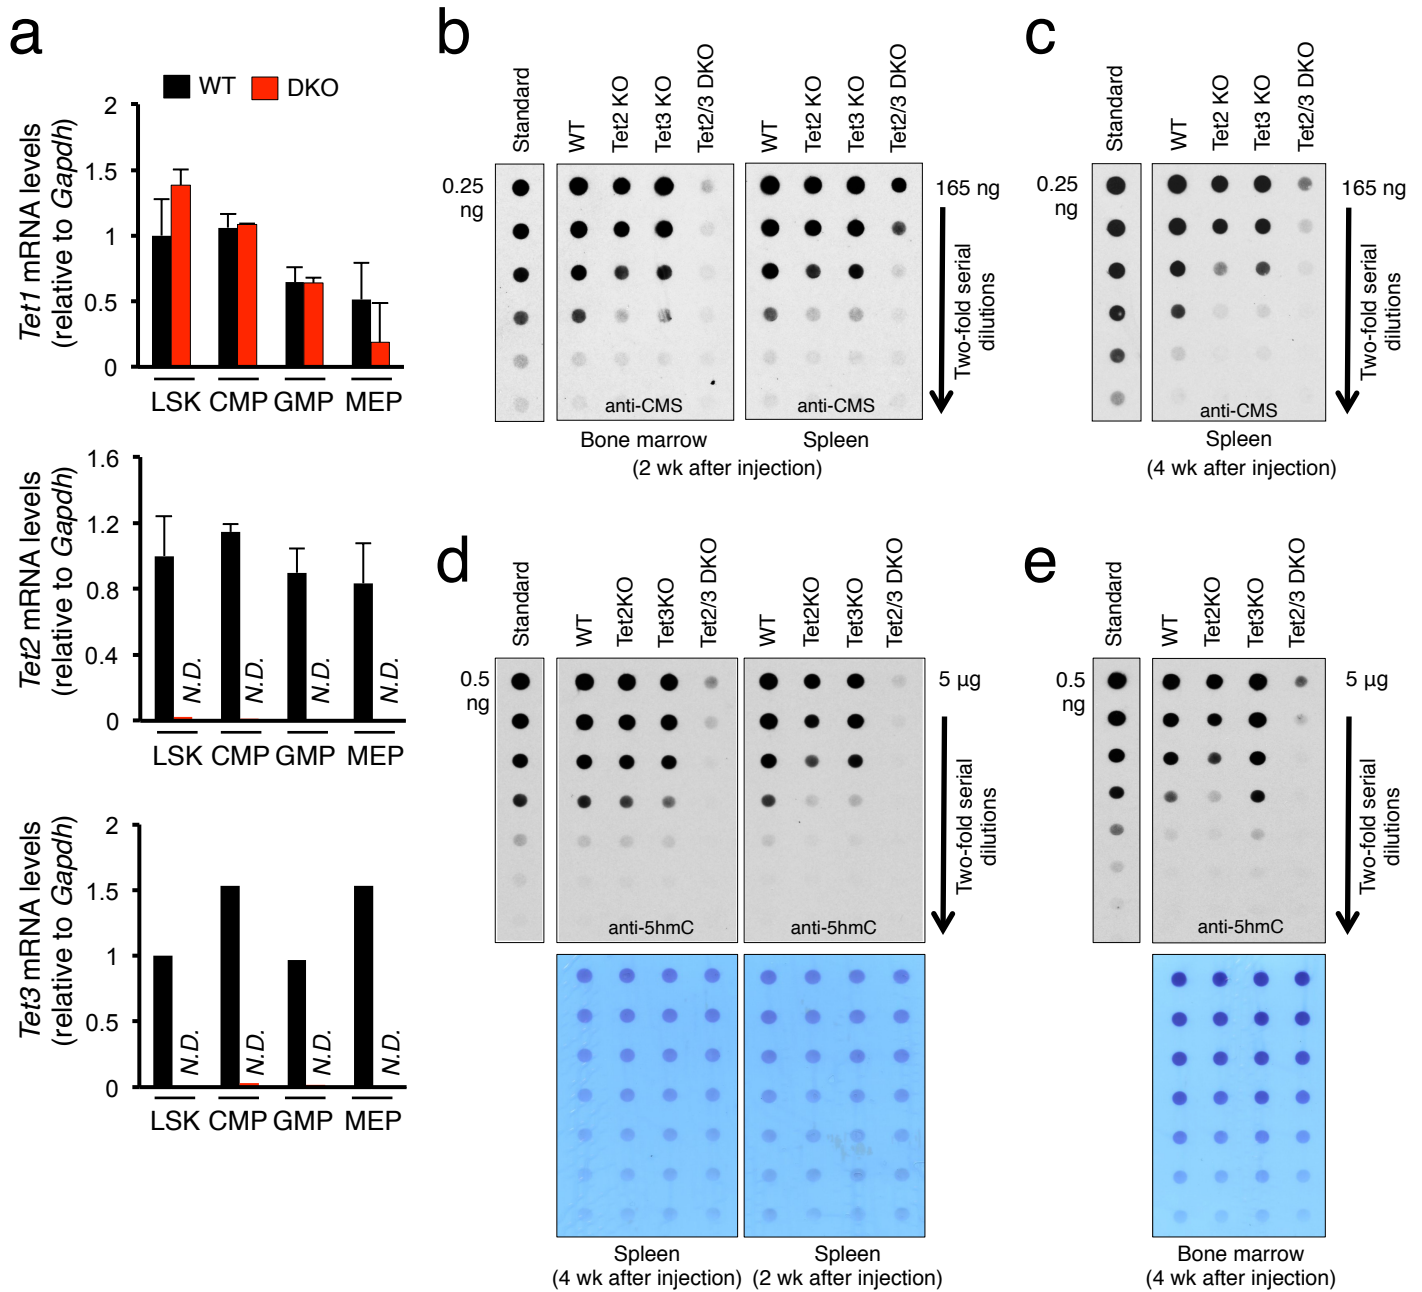

## Supplementary Figure 1. Loss of genomic 5hmC in hematopoietic cells of *Tet2/3* DKO mice.

**(a)** Expression of *Tet1*, *Tet2* and *Tet3* in sorted LSK and myeloid progenitor cells. Cells were isolated from bone marrow of WT (*Tet3<sup>fl/fl</sup>*) or DKO (*Tet2<sup>-/-</sup> Tet3<sup>fl/fl</sup> Mx1-Cre<sup>+</sup>*) mice at 2 weeks after plpC administration by flow cytometry, and quantitative RT-PCR was performed. The relative levels of mRNAs after normalization to the level of *Gapdh* mRNA in the same cell population are shown, with the amount in the WT LSK cells arbitrarily set to 1. *N.D.*, not detected.

**(b-e)** Quantification of 5hmC levels in cells from *Tet2/3* DKO mice. **(b, c)** At two **(b)** or four **(c)** weeks following plpC administration, 5hmC levels in the bone marrow or spleen were quantified by dot blot assay with anti-CMS antibody after treatment of genomic DNA with bisulfite. A synthetic oligonucleotide with a known amount of CMS was used as standard.

**(d, e)** *Top panels*, At two or four weeks following plpC administration, 5hmC levels in the spleen **(d)** or bone marrow **(e)** were quantified by dot blot assay with anti-5hmC antibody (*top panels*). *Bottom panels*, Methylene blue staining was used to monitor equivalent DNA loading. A synthetic oligonucleotide with a known amount of 5hmC was used as standard.

## Supplementary Fig. 2

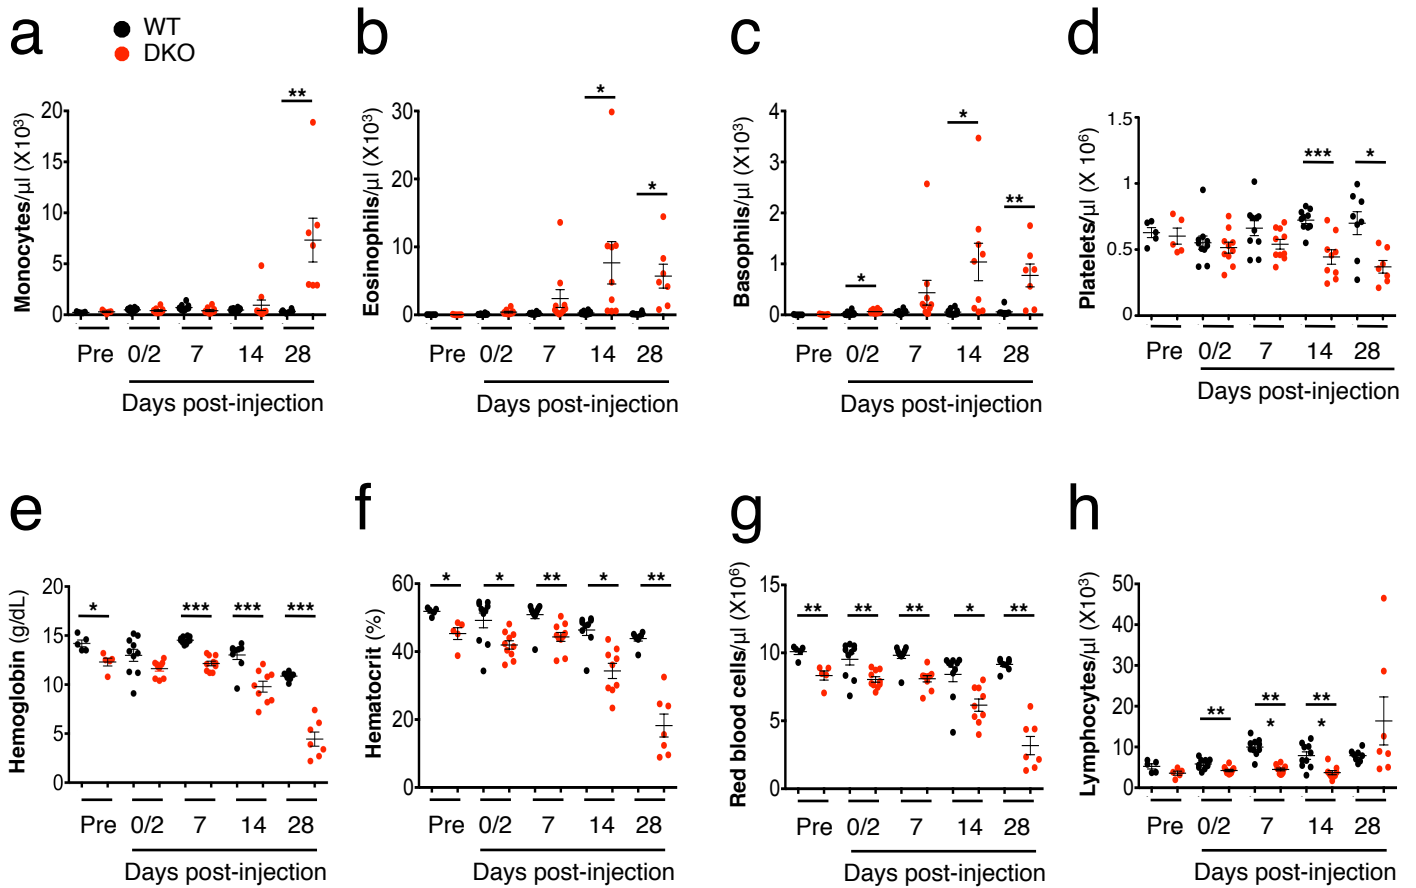

**Supplementary Figure 2. Hematopoietic cell numbers in peripheral blood of WT and *Tet2/3* DKO mice.**

(a-g) Time-course analysis of peripheral blood cell counts. *Tet2/3* DKO mice developed progressive monocytosis (a), eosinophilia (b), basophilia (c), thrombocytopenia (d) and anemia (e-g).

(h) There was a slight decrease in lymphocyte numbers in the peripheral blood of DKO mice after plpC injection although the difference at day 28 was not statistically significant ( $n = 7\sim 10$  per each genotype at each time point examined). Means  $\pm$  SEM are shown. \* $P < 0.05$ , \*\* $P < 0.005$ , \*\*\* $P < 0.0005$  (Student's *t* test).

# Supplementary Fig. 3

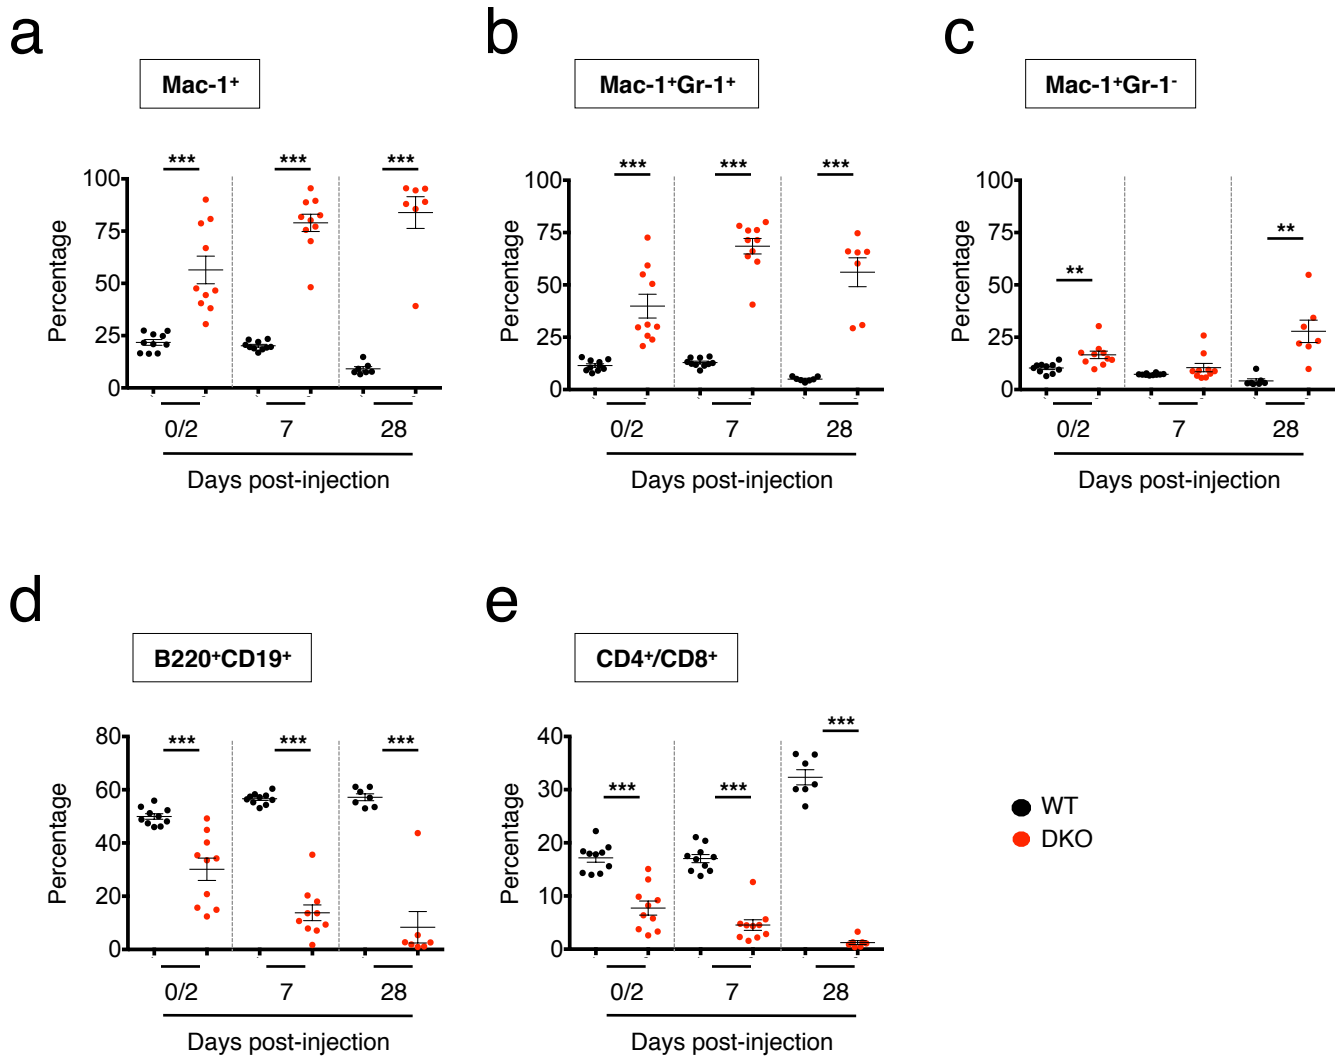

**Supplementary Figure 3. Expansion of myeloid lineage cells with decrease in lymphoid lineage cells in *Tet2/3* DKO mice.**

(a-e) Cells in the peripheral blood of WT or *Tet2/3* DKO mice were isolated at the indicated time points following plpC injection and flow cytometric analysis of myeloid (a-c), B-cells (d) and T-cells (e) was performed (n = 7~10 mice per time point examined). Means  $\pm$  SEM are shown. \*\* $P < 0.005$ , \*\*\* $P < 0.0005$  (Student's *t* test).

## Supplementary Fig. 4

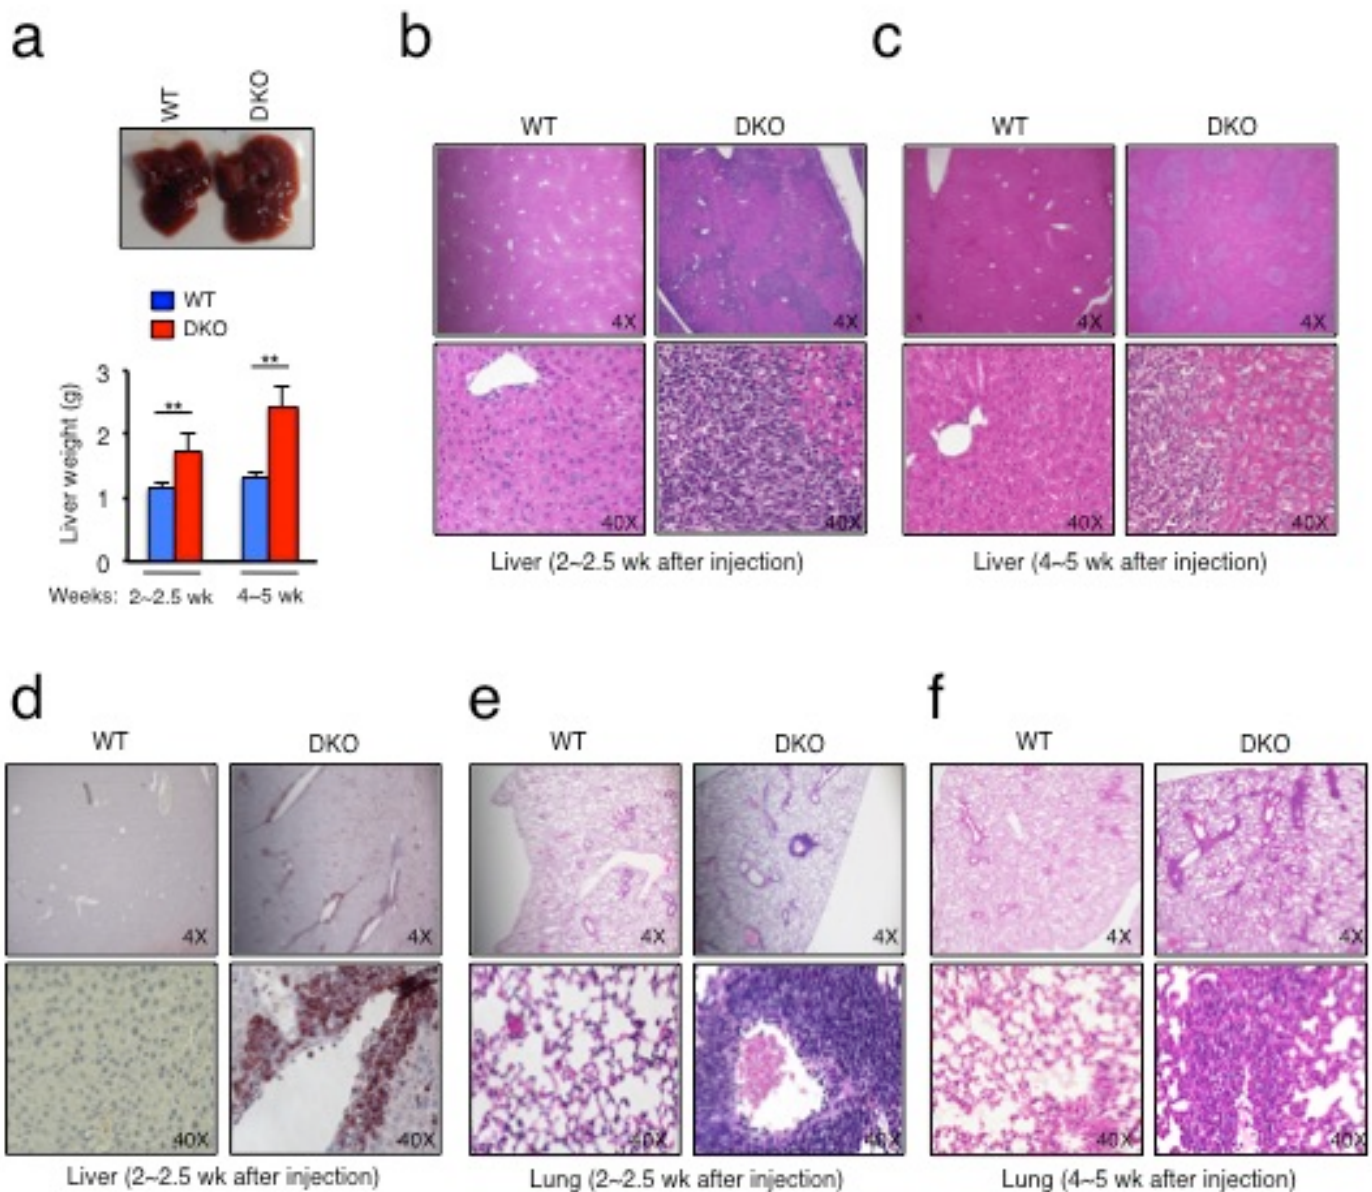

### Supplementary Figure 4. Infiltration of livers and lungs of *Tet2/3* DKO mice with hematopoietic cells.

**(a)** Enlargement of livers in *Tet2/3* DKO mice. Representative photographs of liver from WT and *Tet2/3* DKO mice at 4~5 weeks following plpC injection. Weights of liver at 2~2.5 or 4~5 weeks after plpC injection were shown at bottom ( $n = 7\sim 13$  per each genotype). Means  $\pm$  SEM are shown.  $**P < 0.005$ ,  $***P < 0.0005$  (Student's *t* test).

**(b,c)** Hematoxylin and eosin staining of livers at 2~2.5 **(b)** or 4~5 **(c)** weeks after plpC injection. Shown are the loss of normal liver structure and hematopoietic cell infiltration into the livers of *Tet2/3* DKO mice.

**(d)** Myeloid cell infiltration into livers of *Tet2/3* DKO mice verified by myeloperoxidase staining at 2~2.5 weeks after plpC injection.

**(e,f)** Histological analysis showing hematopoietic cell infiltration in the lung. Hematoxylin and eosin staining of lungs at 2~2.5 **(e)** and 4~5 **(f)** weeks after plpC injection. For all figures, *top panels*, 4X magnification; *bottom panels*, 40X magnification.

## Supplementary Fig. 5

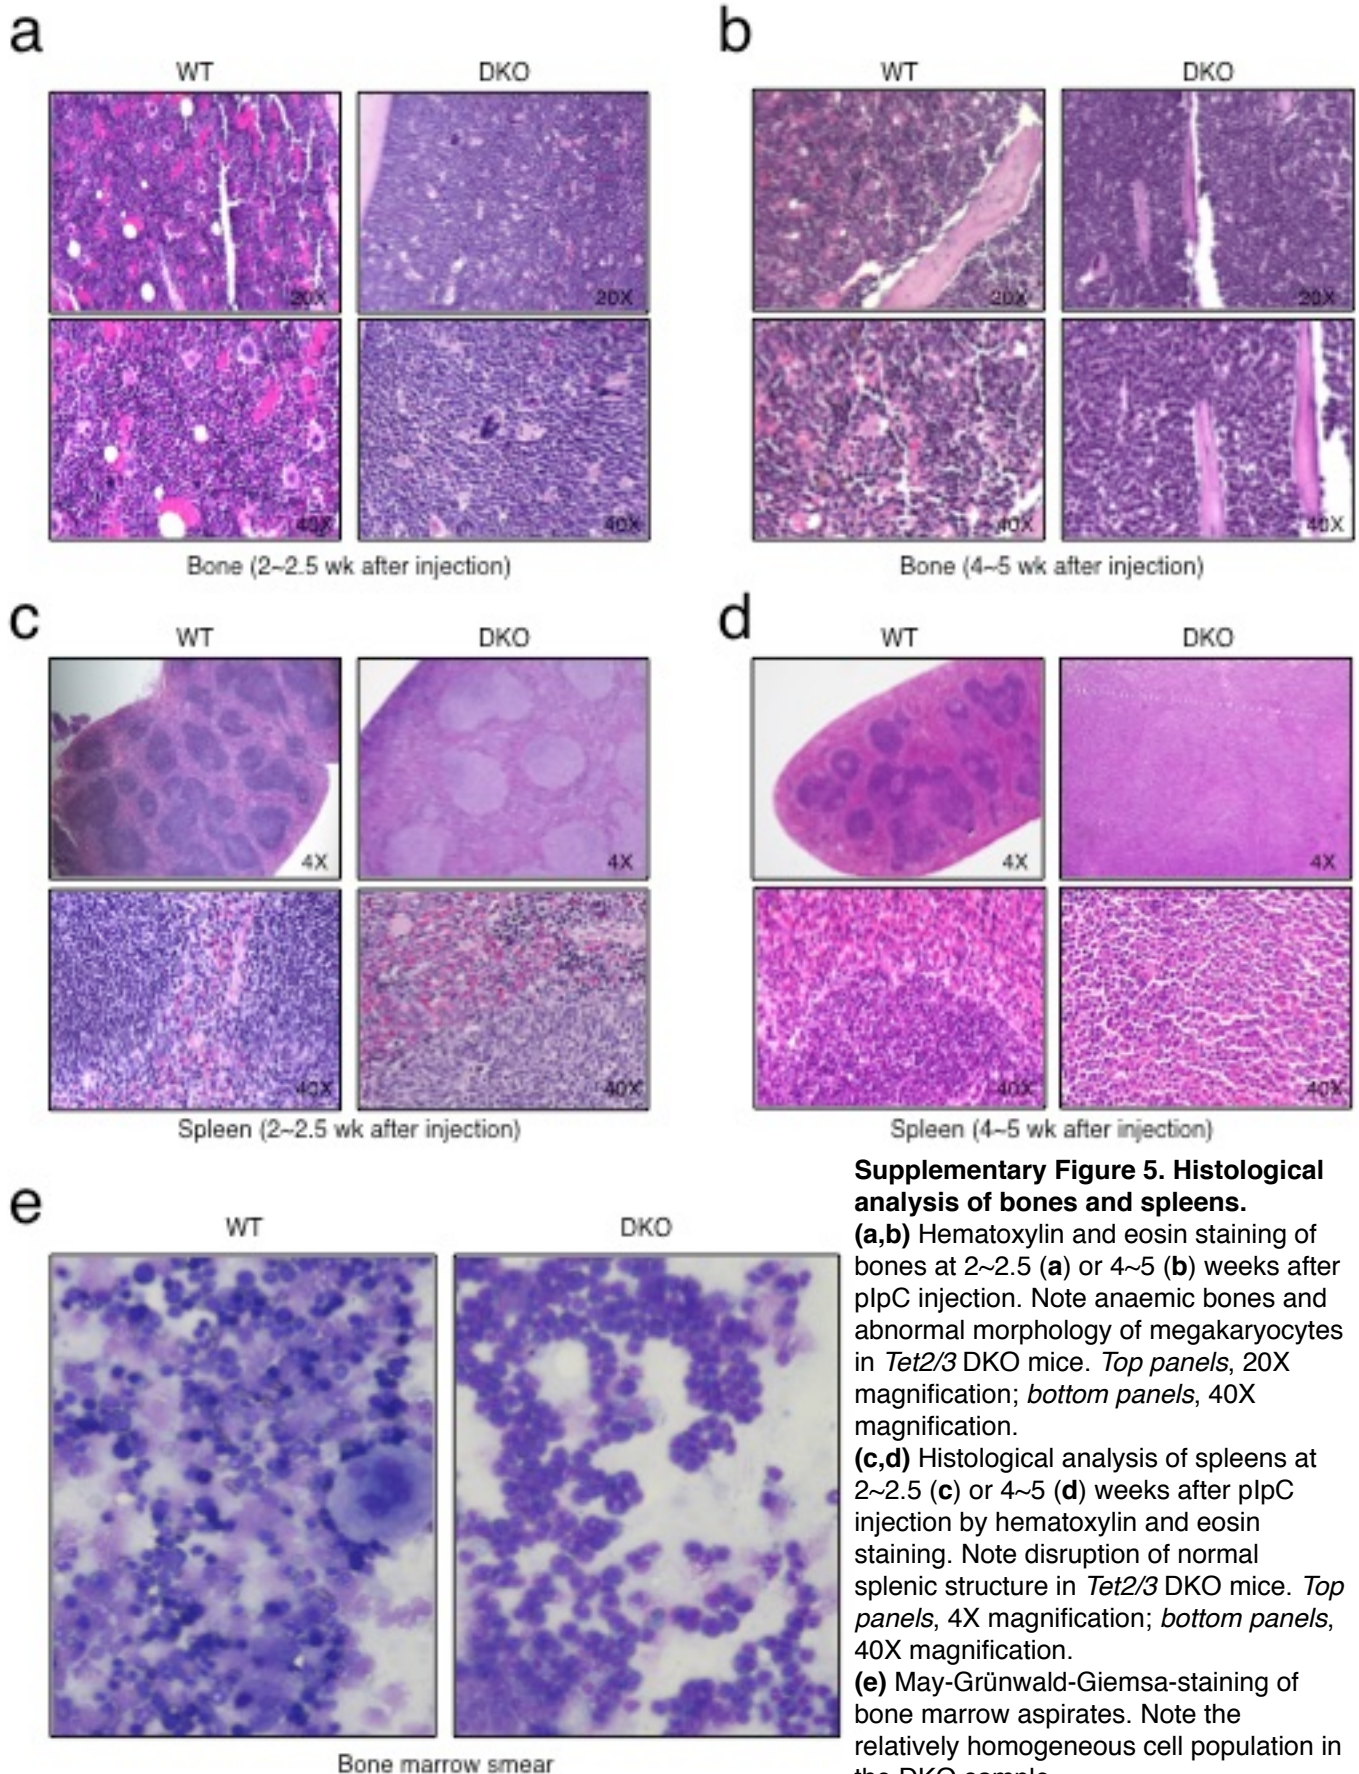

# Supplementary Fig. 6

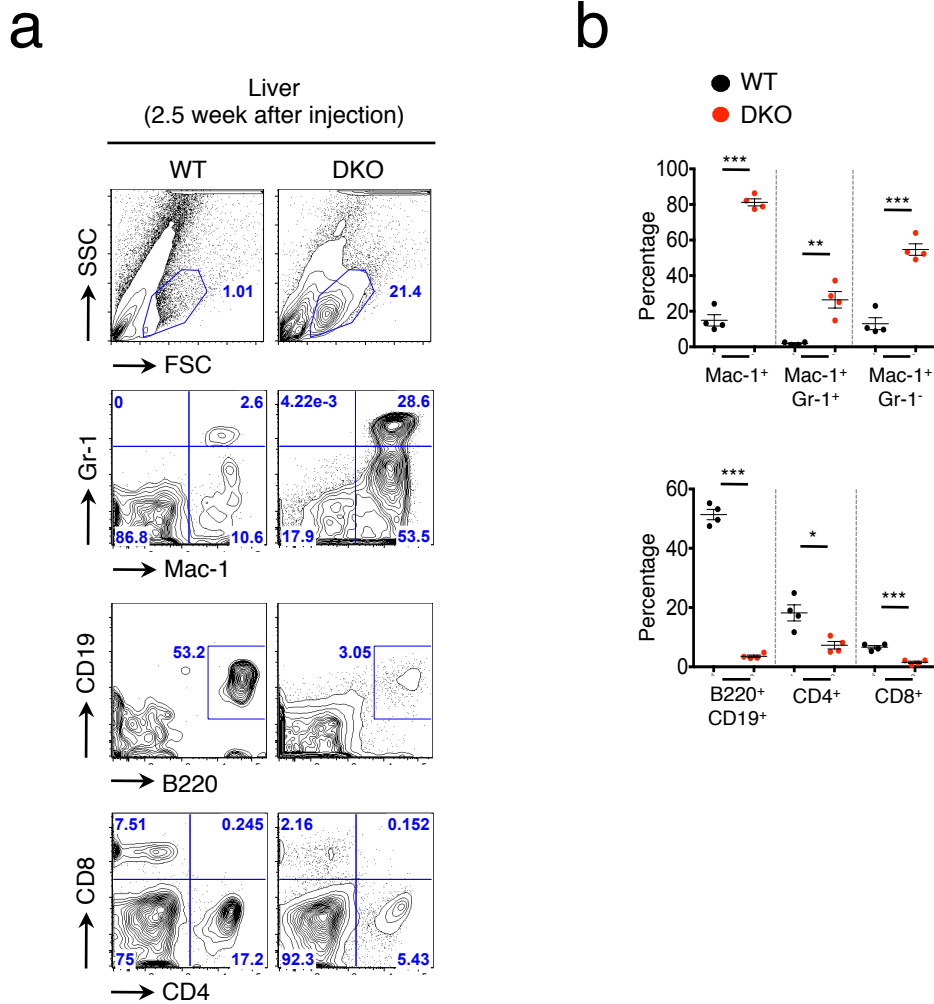

**Supplementary Figure 6. Expansion of myeloid lineage cells and reduction of lymphoid cells in the liver of *Tet2/3* DKO mice.**

**(a)** Flow cytometry was performed to assess myeloid (Gr-1/Mac-1), B lymphoid (B220<sup>+</sup> CD19<sup>+</sup>) and T lymphoid (CD4/CD8) cell populations in the liver of WT or *Tet2/3* DKO mice at 2~2.5 weeks after plpC injection. Hematopoietic cells were gated as shown in the top panel. Note expansion of FSC<sup>hi</sup> and SSC<sup>hi</sup> cells that normally correspond to myeloid cells in the liver of DKO mice.

**(b)** Summary of the percentage of cell populations shown in **a** (n = 4 per each genotype). Means ± SEM are shown. \**P* < 0.05, \*\**P* < 0.005, \*\*\**P* < 0.0005 (Student's *t* test).

# Supplementary Fig. 7

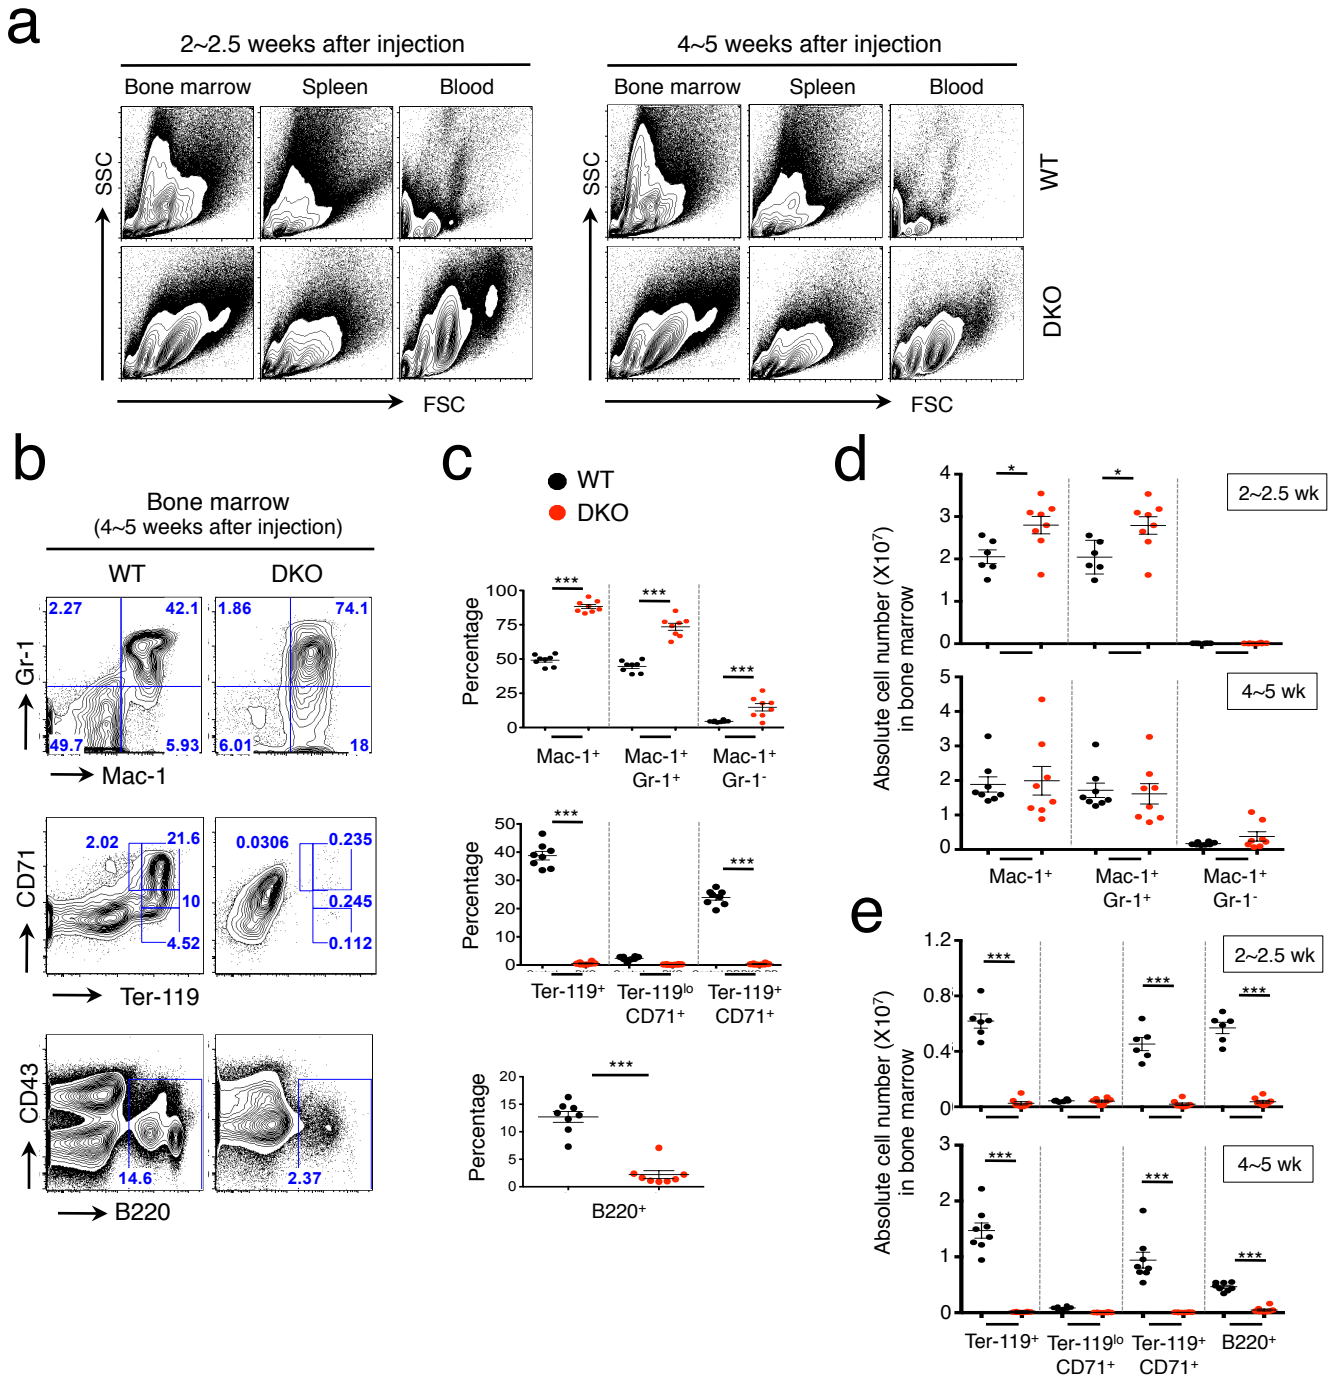

**Supplementary Figure 7. Dominance of myeloid cells with reduction of erythroid cells and B cells in the bone marrow of *Tet2/3* DKO mice.**

**(a)** Expansion of FSC<sup>hi</sup> and SSC<sup>hi</sup> cells in *Tet2/3* DKO mice. Relative heterogeneity (WT, *top*) or homogeneity (DKO, *bottom*) of cells in bone marrow, spleen and blood, as assessed by separating cells according to their side or forward scattering properties.

**(b)** Representative flow cytometry data assessing myeloid (Gr-1/Mac-1), erythroid (CD71/Ter-119) and B lymphoid (B220/CD43) cell populations in bone marrow of WT or DKO mice at 4~5 weeks after plpC administration.

**(c)** The frequency of cells shown in **b**. Means  $\pm$  SEM are shown. \*\* $P < 0.005$ , \*\*\* $P < 0.0005$  (Student's *t* test).

**(d,e)** Absolute numbers of myeloid (**d**) or erythroid and lymphoid (**e**) cell subsets in bone marrow of WT or DKO mice at 2~2.5 or 4~5 weeks after plpC injection. Means  $\pm$  SEM are shown. \* $P < 0.05$ , \*\* $P < 0.005$ , \*\*\* $P < 0.0005$  (Student's *t* test).

# Supplementary Fig. 8

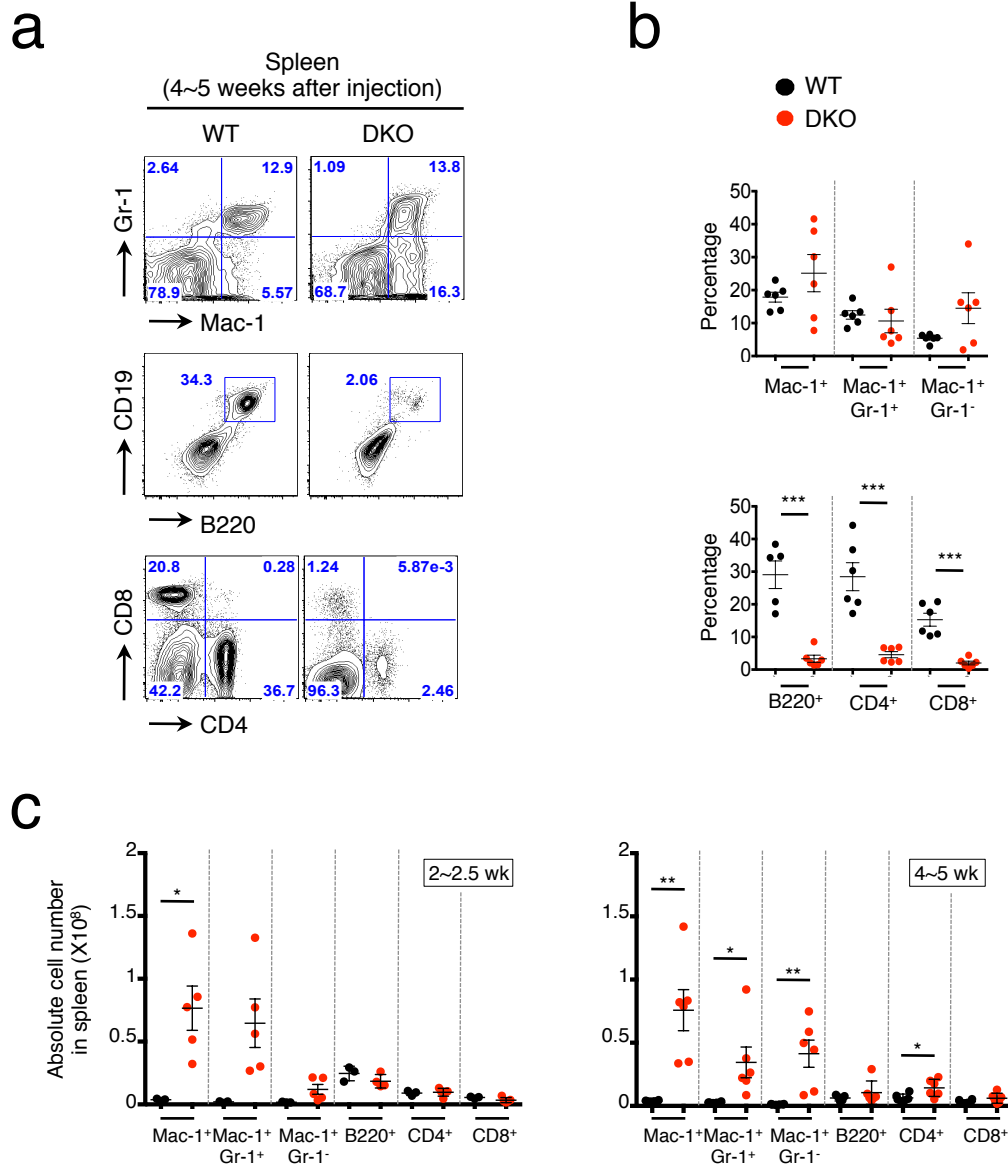

**Supplementary Figure 8. Expansion of myeloid cells and reduction of lymphoid cells in the spleen of *Tet2/3* DKO mice.**

**(a)** Representative flow cytometry data assessing myeloid (Gr-1/Mac-1), B lymphoid (B220/CD19) and T lymphoid (CD4/CD8) cell populations in spleens of WT or *Tet2/3* DKO mice at 4~5 weeks after plpC administration.

**(b)** The frequency of cells shown in **a**. Means  $\pm$  SEM are shown. \* $P < 0.05$ , \*\*\* $P < 0.0005$  (Student's *t* test).

**(c)** Absolute numbers of myeloid and lymphoid cell subsets in spleens of WT or *Tet2/3* DKO mice at 2~2.5 (left) or 4~5 (right) weeks after plpC injection. Means  $\pm$  SEM are shown. \* $P < 0.05$ , \*\* $P < 0.005$ , \*\*\* $P < 0.0005$  (Student's *t* test).

# Supplementary Fig. 9

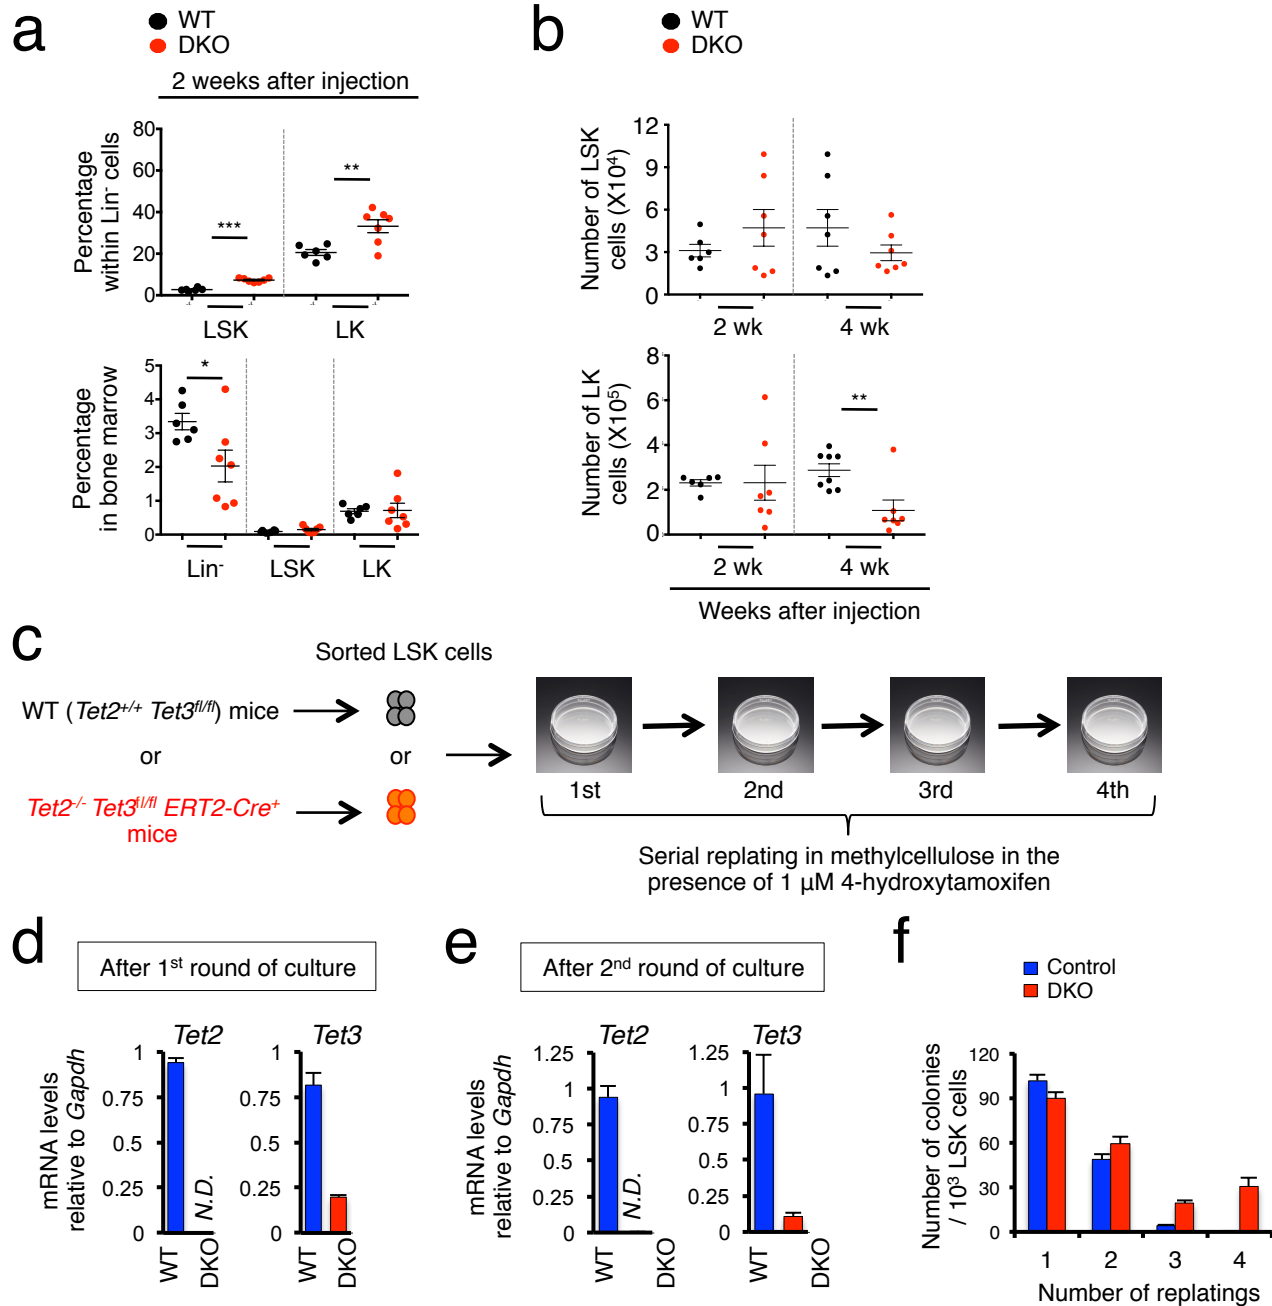

**Supplementary Figure 9. Altered distribution of hematopoietic stem and progenitor cells upon acute deletion of *Tet3* in *Tet2*-deficient mice.**

**(a)** Frequency of LSK (Lin<sup>-</sup> c-Kit<sup>+</sup> Sca1<sup>+</sup>) and LK (Lin<sup>-</sup> c-Kit<sup>+</sup> Sca1<sup>-</sup>) cells within Lin<sup>-</sup> populations (*top*) or in the total bone marrow (*bottom*) of WT and *Tet2/3* DKO mice at 2 weeks after plpC injection. Means ± SEM are shown. \**P* < 0.05, \*\**P* < 0.005, \*\*\**P* < 0.0005 (Student's *t* test).

**(b)** Absolute numbers of LSK and LK cells in bone marrow of WT and *Tet2/3* DKO mice at 2 or 4 weeks after plpC injection. Means ± SEM are shown. \*\**P* < 0.005 (Student's *t* test).

**(c)** Experimental scheme for colony-forming assay in methylcellulose medium. LSK cells were sorted from bone marrow of WT (*Tet3*<sup>fl/fl</sup>) or DKO (*Tet2*<sup>-/-</sup> *Tet3*<sup>fl/fl</sup> *ERT2-Cre*<sup>+</sup>) mice by flow cytometry (*n* = 4 per each genotype). One thousand cells were serially replated in methylcellulose medium (MethoCult M3534, Stem Cell Technologies) and colonies were counted after 7-9 days. To induce *ERT2-Cre* recombinase, 1 μM 4-hydroxytamoxifen was added to the cultures.

**(d,e)** Confirmation of *Tet2* and *Tet3* deletion. Colonies after the first (**d**) or second (**e**) round of culture were pooled and quantitative RT-PCR analysis was performed to confirm germline deletion of *Tet2* and *ERT2-Cre*-mediated deletion of *Tet3*.

**(f)** Combined deficiency of *Tet2* and *Tet3* leads to increased serial replating capacity in vitro. Colony forming unit assay shows that *Tet2/3*-deficient, but not WT, LSK cells can be serially replated in methylcellulose medium.

# Supplementary Fig. 10

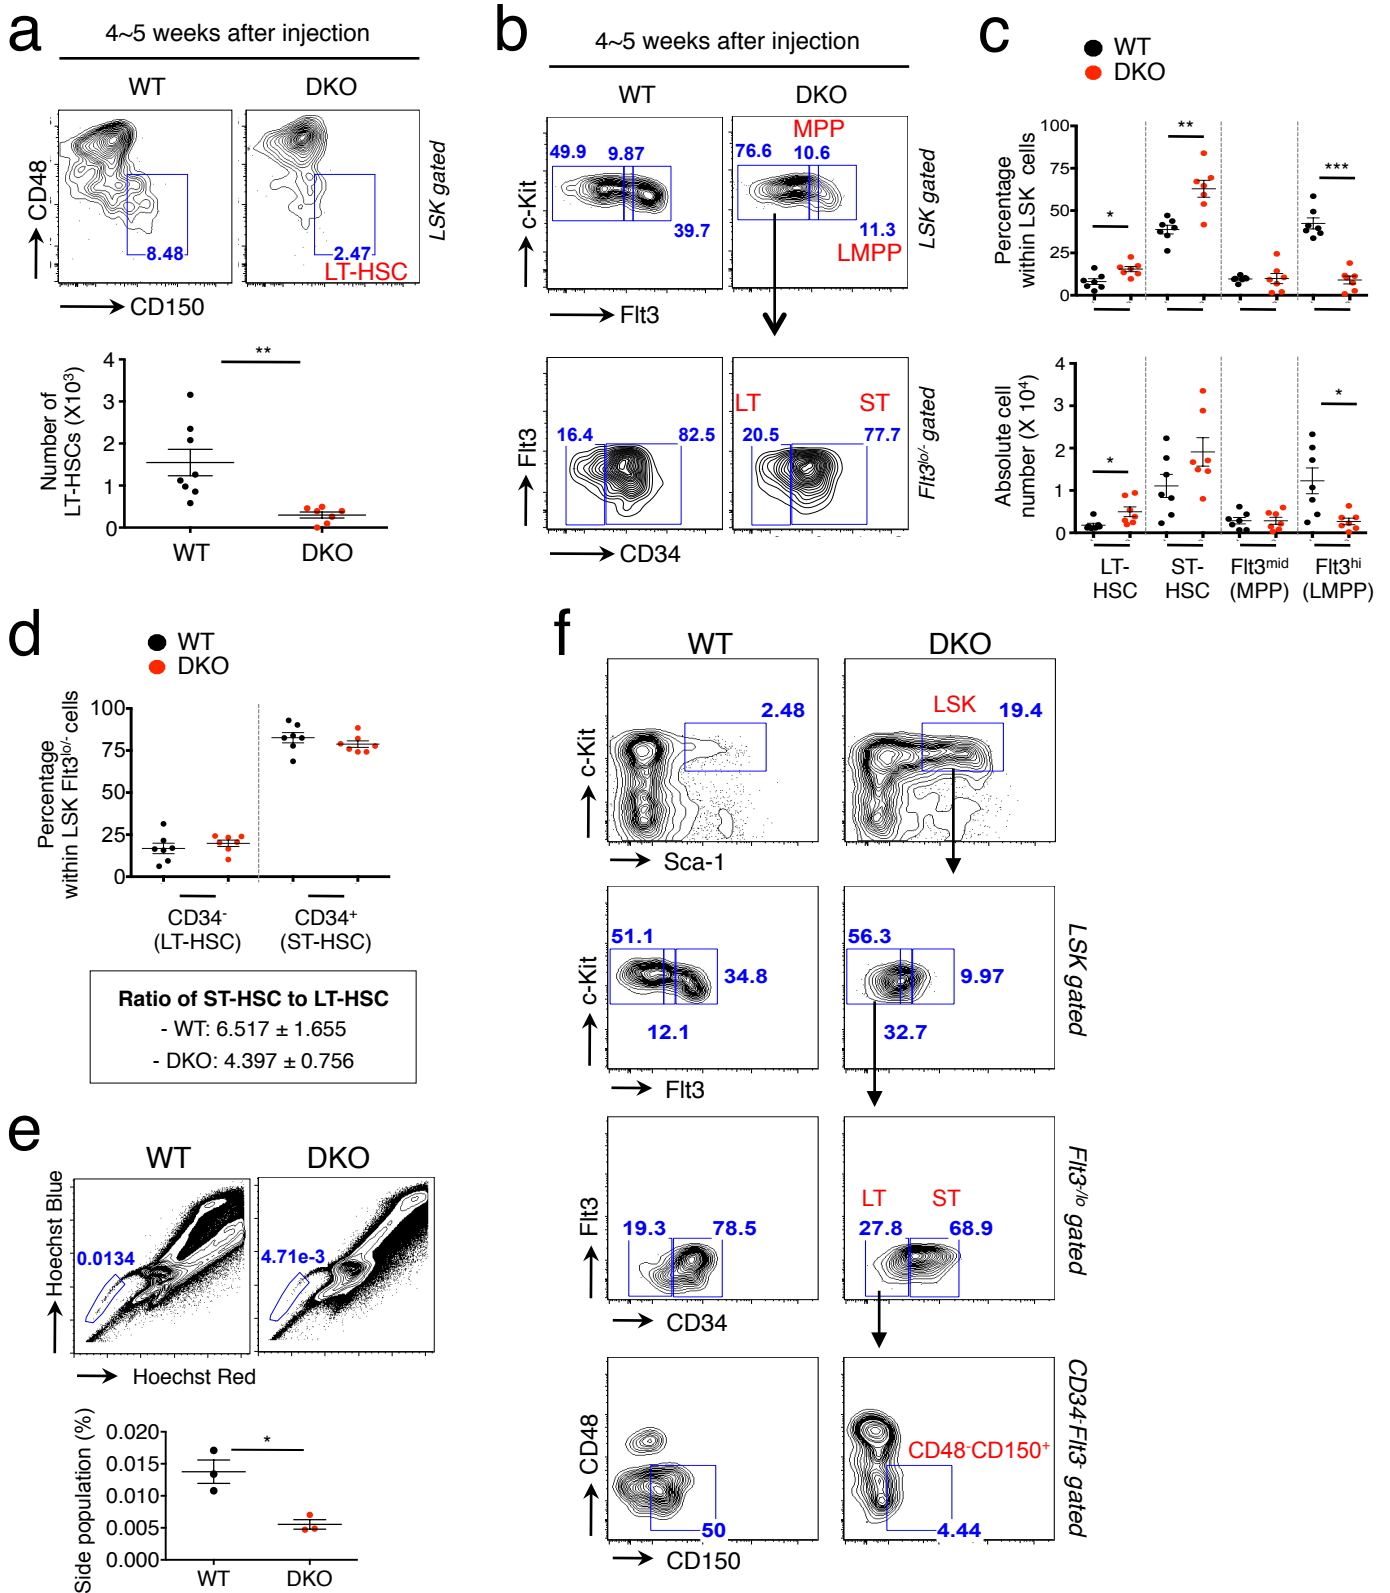

Supplementary Figure 10. Altered distribution of hematopoietic stem/progenitor cells upon acute deletion of *Tet3* in *Tet2*-deficient mice.

**Supplementary Figure 10. Altered distribution of hematopoietic stem/progenitor cells upon acute deletion of *Tet3* in *Tet2*-deficient mice.**

**(a)** Acute deletion of *Tet3* in *Tet2*-deficient mice decreases the number of SLAM-marked hematopoietic stem cells (LSK CD150<sup>+</sup> CD48<sup>-</sup>). LSK cells in the bone marrow from WT and DKO mice were analyzed for surface expression of CD48 and CD150. Means  $\pm$  SEM are shown.  $**P < 0.005$  (Student's *t* test).

**(b)** LSK cells in bone marrow of WT and *Tet2/3* DKO mice were analyzed for surface expression of c-Kit and Flt3, after which the Flt3<sup>-/lo</sup> fraction was further analyzed based on CD34 expression. CD34<sup>-</sup> and CD34<sup>+</sup> cells in the lower panels represent LT- and ST-HSCs, respectively.

**(c)** Percentage (*upper panel*) and number (*lower panel*) of LT-HSCs, ST-HSCs, MPPs and LMPPs in WT and DKO mice. Means  $\pm$  SEM are shown.  $*P < 0.05$ ,  $***P < 0.0005$  (Student's *t* test).

**(d)** Deficiency of *Tet2* and *Tet3* results in only a slight decrease in the ratio of ST-HSC to LT-HSCs.

**(e)** Hoechst staining and flow cytometric analysis of the bone marrow of WT and DKO mice. The boxed region in the upper panel indicates the percentage of side population cells, and summary of the results (mean  $\pm$  SEM) is shown in the lower panel.

**(f)** Increased frequency of CD48<sup>+</sup> CD150<sup>-</sup> population within LT-HSCs (CD34<sup>-</sup>Flt3<sup>-</sup> LSK) in DKO compared to WT mice.

# Supplementary Fig. 11

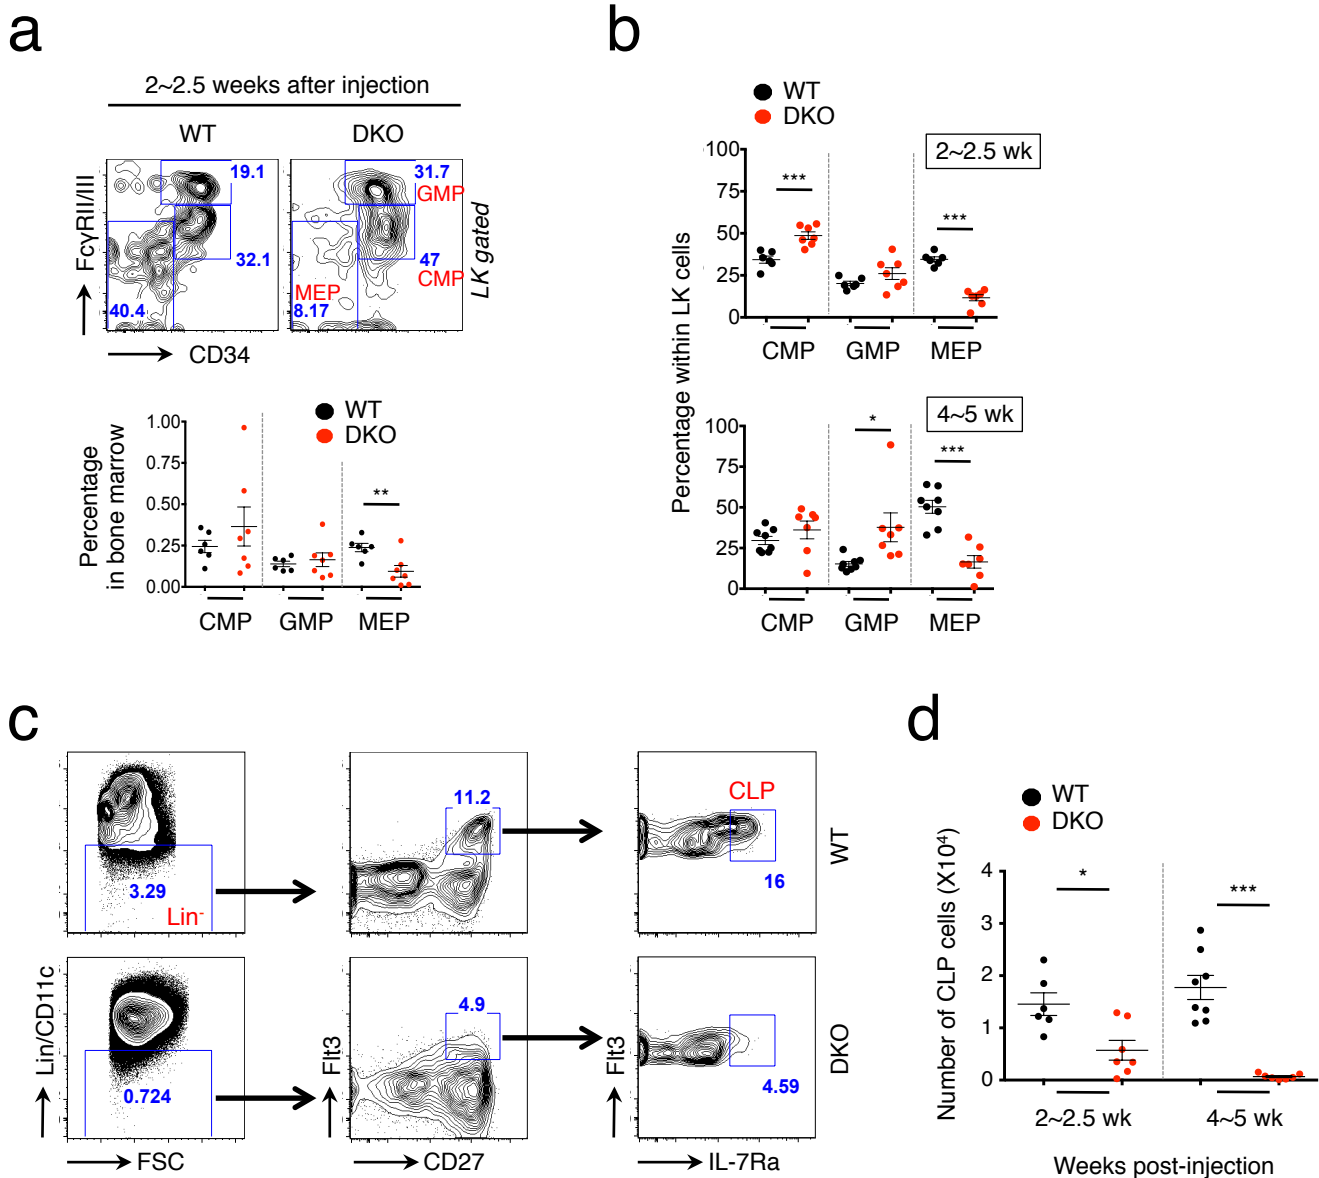

**Supplementary Figure 11. Distribution of myeloid and lymphoid progenitors in the bone marrow.**

**(a)** Representative flow cytometric analysis of myeloid progenitor cell subsets in the bone marrow of WT and *Tet2/3* DKO mice at 2~2.5 weeks after plpC injection, as assessed by the expression of FcγRII/III and CD34 within LK population (*top*). Percentage of each myeloid progenitor in bone marrow is shown at *bottom*. Means ± SEM are shown. \*\* $P < 0.005$  (Student's *t* test).

**(b)** Frequency of myeloid progenitor cell subsets within LK populations of WT and *Tet2/3* DKO mice at 2~2.5 or 4~5 weeks after plpC injection. Means ± SEM are shown. \* $P < 0.05$ , \*\*\* $P < 0.0005$  (Student's *t* test).

**(c)** Gating strategy to identify common lymphoid progenitor (CLP) cells in bone marrow. CLPs are defined as Lin<sup>-</sup> Flt3<sup>+</sup> CD27<sup>+</sup> IL-7Rα<sup>+</sup>.

**(d)** Absolute number of CLPs in the bone marrow of WT and *Tet2/3* DKO mice at 2~2.5 or 4~5 weeks after plpC injection. Means ± SEM are shown. \* $P < 0.05$ , \*\*\* $P < 0.0005$  (Student's *t* test).

# Supplementary Fig. 12

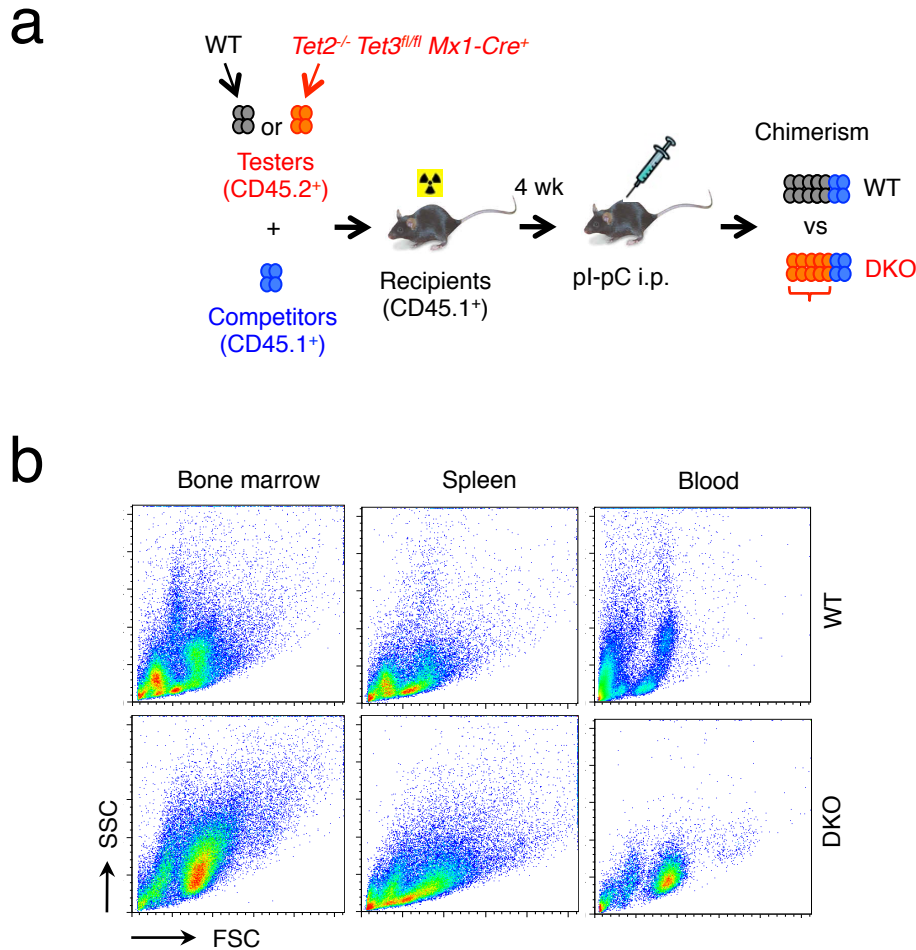

## Supplementary Figure 12. Competitive engraftment assay and tumor transfer assay.

**(a)** Experimental scheme for competitive repopulation assay. CD45.2<sup>+</sup> bone marrow cells from  $Tet2^{+/+} Tet3^{fl/fl} Mx1-Cre^{-}$  (WT) or  $Tet2^{-/-} Tet3^{fl/fl} Mx1-Cre^{+}$  (DKO) mice were mixed with equal number of CD45.1<sup>+</sup> competitor cells and transplanted into lethally irradiated CD45.1<sup>+</sup> congenic mice. At 4 weeks after transplantation, chimeric mice were injected with plpC five times intraperitoneally (week 0) and peripheral blood was examined for donor chimerism at the indicated time.

**(b)** FSC<sup>hi</sup> and SSC<sup>hi</sup> cells in the recipients of WT and DKO splenocytes. Relative heterogeneity (WT, *top*) or homogeneity (DKO, *bottom*) of cells in the bone marrow, spleen, blood, as assessed by separating cells according to their side or forward scattering properties.

# Supplementary Fig. 13

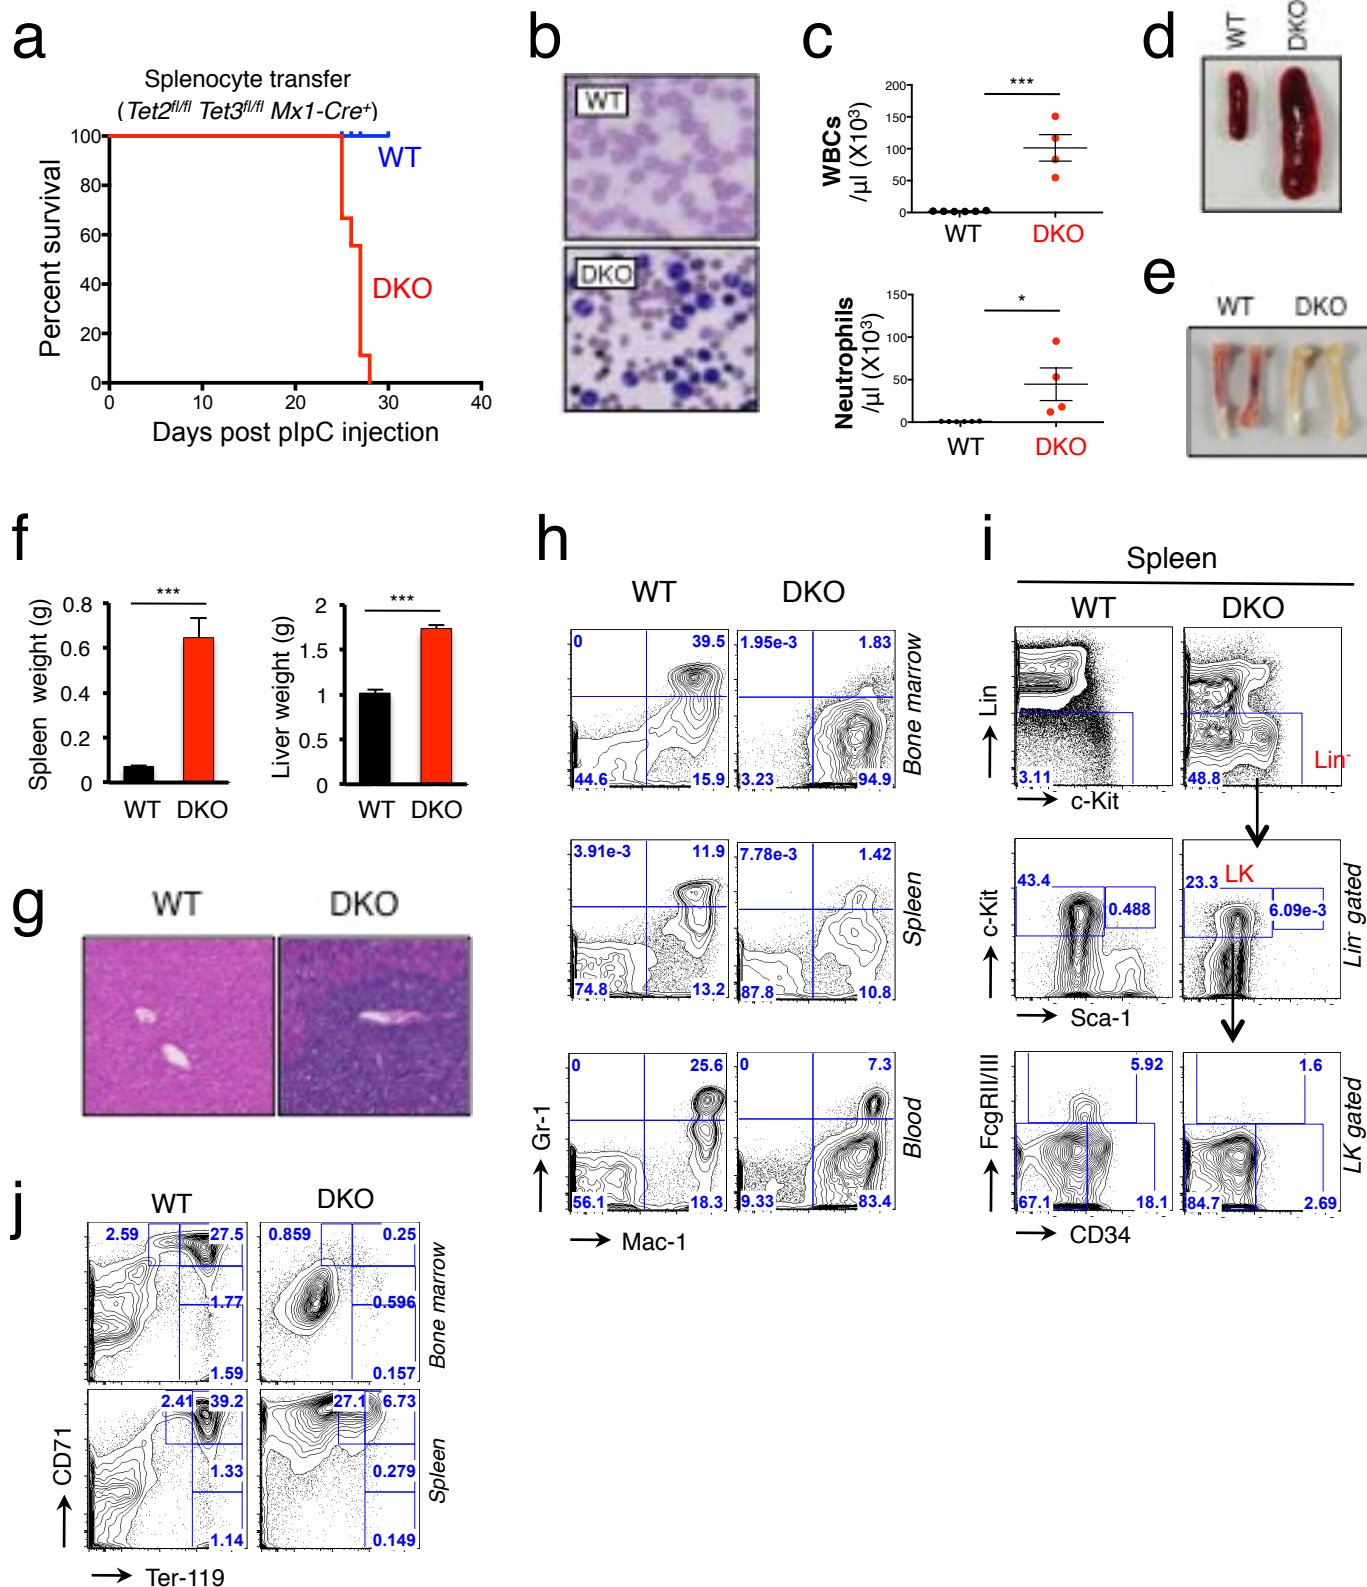

Supplementary Figure 13. Transfer of splenocytes from *Tet2/3* DKO mice leads to myeloid leukemia in secondary recipients.

**Supplementary Figure 13. Transfer of splenocytes from *Tet2/3* DKO mice leads to myeloid leukemia in secondary recipients.**

- (a) Kaplan-Meier curve representing the percent survival of recipient mice transplanted with  $2 \times 10^6$  splenocytes from WT (*Tet2<sup>fl/fl</sup> Tet3<sup>fl/fl</sup>*) and diseased *Tet2/3* DKO (*Tet2<sup>fl/fl</sup> Tet3<sup>fl/fl</sup> Mx1-Cre<sup>+</sup>*) mice (n = 10 per each group).
- (b) May-Grünwald-Giemsa-stained peripheral blood smears of recipient mice.
- (c) Recipients of *Tet2/3* DKO splenocytes developed progressive leukocytosis with neutrophilia. Means  $\pm$  SEM are shown. \* $P < 0.05$ , \*\*\* $P < 0.0005$  (Student's *t* test). For a summary of other hematopoietic parameters, see **Supplementary Table 2b**.
- (d) Enlargement of spleens of mice that received *Tet2/3* DKO splenocytes.
- (e) Representative photographs of femurs and tibiae from recipients of WT or *Tet2/3* DKO splenocytes.
- (f) Weights of spleen or liver. Means  $\pm$  SEM are shown. \*\*\* $P < 0.0005$  (Student's *t* test).
- (g) Hematoxylin and eosin staining of livers show loss of normal liver structure and infiltration with hematopoietic cells. 4X magnification.
- (h) A representative flow cytometric analysis of myeloid-lineage cells (Gr-1<sup>+</sup>/Mac-1<sup>+</sup>) in the bone marrow, spleen and blood of recipient mice.
- (i) Increase in the frequency of Lin<sup>+</sup> populations in the spleen from recipients of *Tet2/3* DKO splenocytes.
- (j) A representative flow cytometric analysis of erythroid-lineage cells (Ter-119<sup>+</sup>/CD71<sup>+</sup>) in the bone marrow and spleen of recipient mice.

# Supplementary Fig. 14

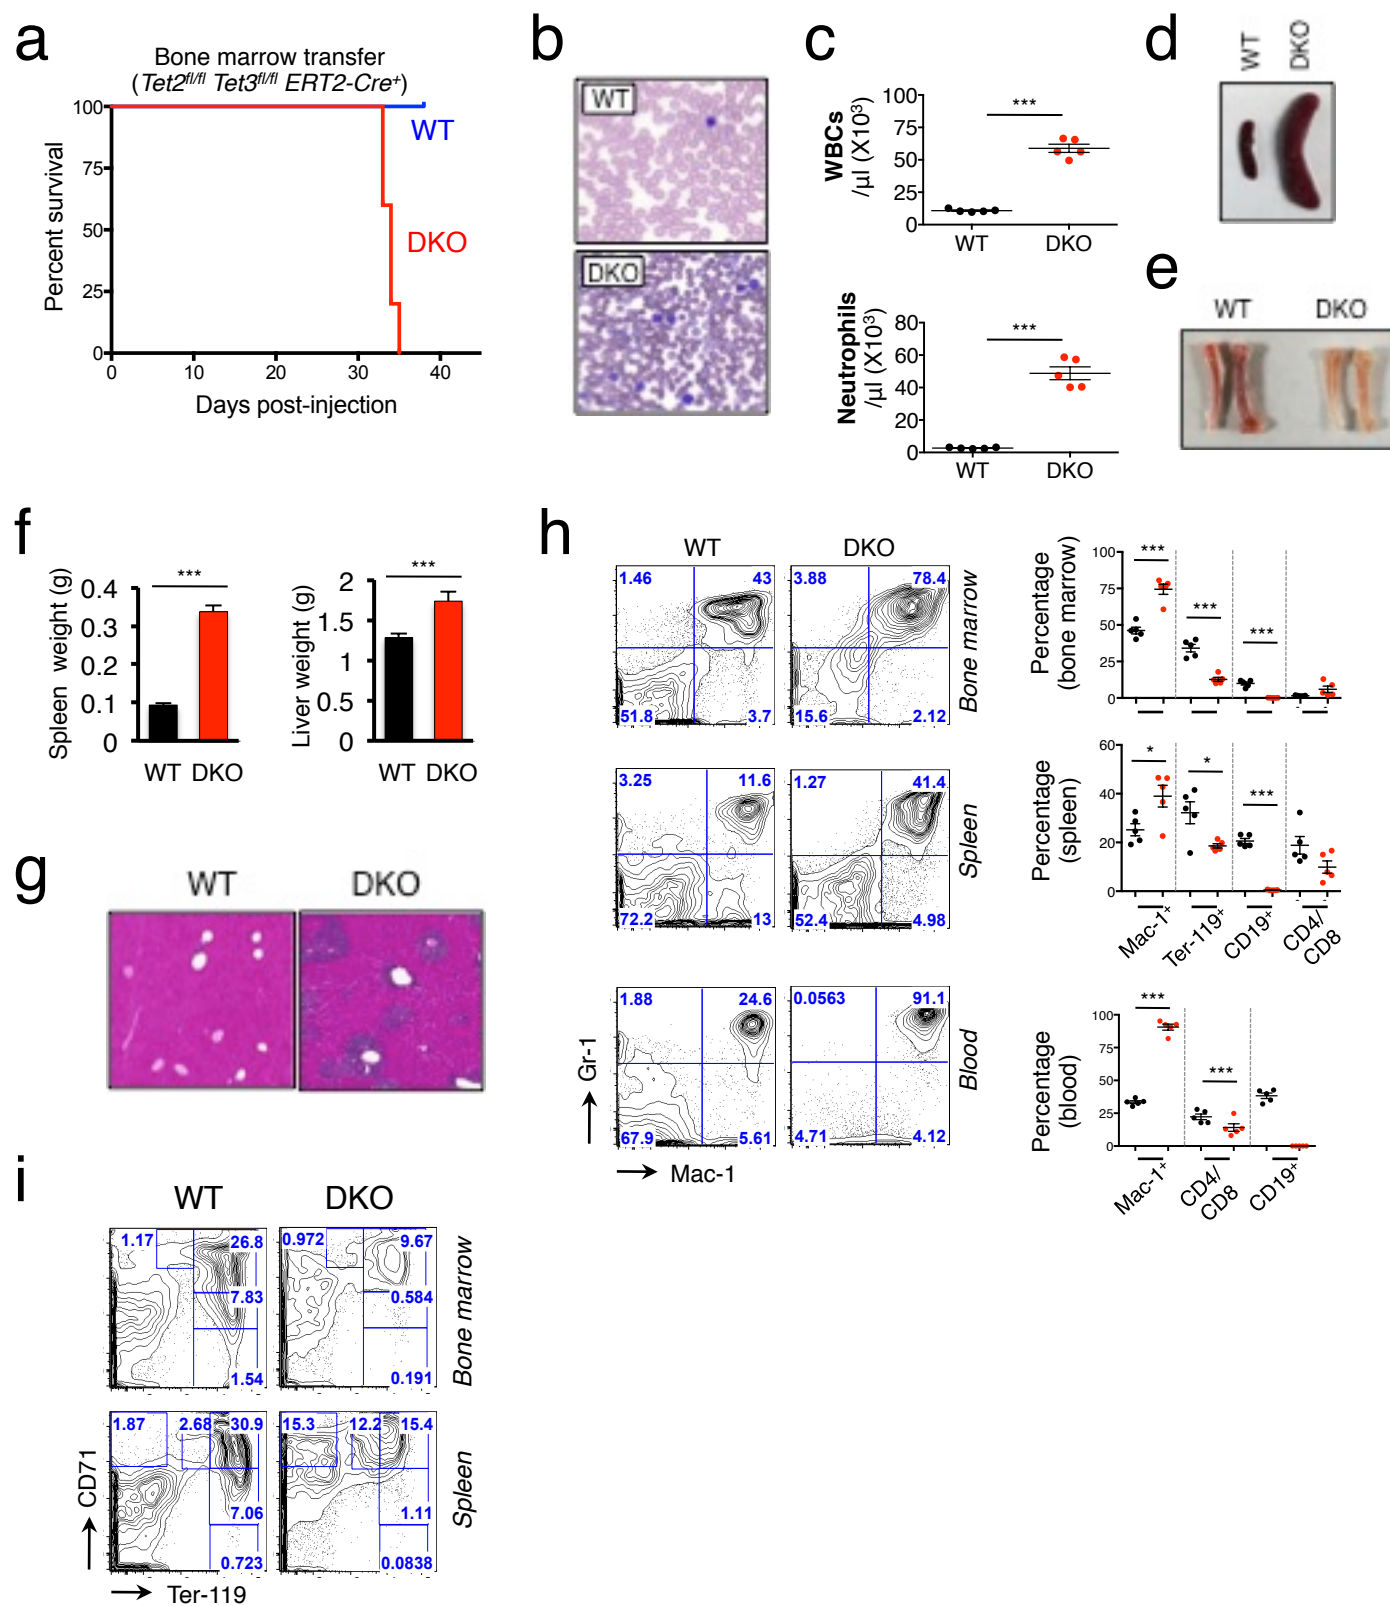

Supplementary Figure 14. Transfer of bone marrow cells from *Tet2/3* DKO mice leads to myeloid leukemia in secondary recipients.

**Supplementary Figure 14. Transfer of bone marrow cells from *Tet2/3* DKO mice leads to myeloid leukemia in secondary recipients.**

**(a)** Kaplan-Meier curve representing the percent survival of recipient mice transplanted with  $2 \times 10^6$  nucleated bone marrow cells from WT (*Tet2<sup>fl/fl</sup> Tet3<sup>fl/fl</sup>*) and diseased *Tet2/3* DKO (*Tet2<sup>fl/fl</sup> Tet3<sup>fl/fl</sup> ERT2-Cre<sup>+</sup>*) mice (n = 5 per each group).

**(b)** May-Grünwald-Giemsa-stained peripheral blood smears of recipient mice.

**(c)** Recipients of *Tet2/3* DKO bone marrow cells developed progressive leukocytosis with neutrophilia. Means  $\pm$  SEM are shown. \*\*\* $P < 0.0005$  (Student's *t* test). For a summary of other hematopoietic parameters, see

**Supplementary Table 2c**

**(d)** Enlargement of spleens of mice that received *Tet2/3* DKO bone marrow cells.

**(e)** Representative photographs of femurs and tibiae from recipients of WT or *Tet2/3* DKO bone marrow cells.

**(f)** Weights of spleen or liver. Means  $\pm$  SEM are shown. \*\*\* $P < 0.0005$  (Student's *t* test).

**(g)** Hematoxylin and eosin staining of livers show loss of normal liver structure and infiltration with hematopoietic cells. 4X magnification.

**(h)** A representative flow cytometric analysis of myeloid-lineage cells (Gr-1<sup>+</sup>/Mac-1<sup>+</sup>) in the bone marrow, spleen and blood of recipient mice. Summary of the percentage of each cell population is also shown in the right panel.

**(i)** A representative flow cytometric analysis of erythroid-lineage cells (Ter-119<sup>+</sup>/CD71<sup>+</sup>) in the bone marrow and spleen of recipient mice.

# Supplementary Fig. 15

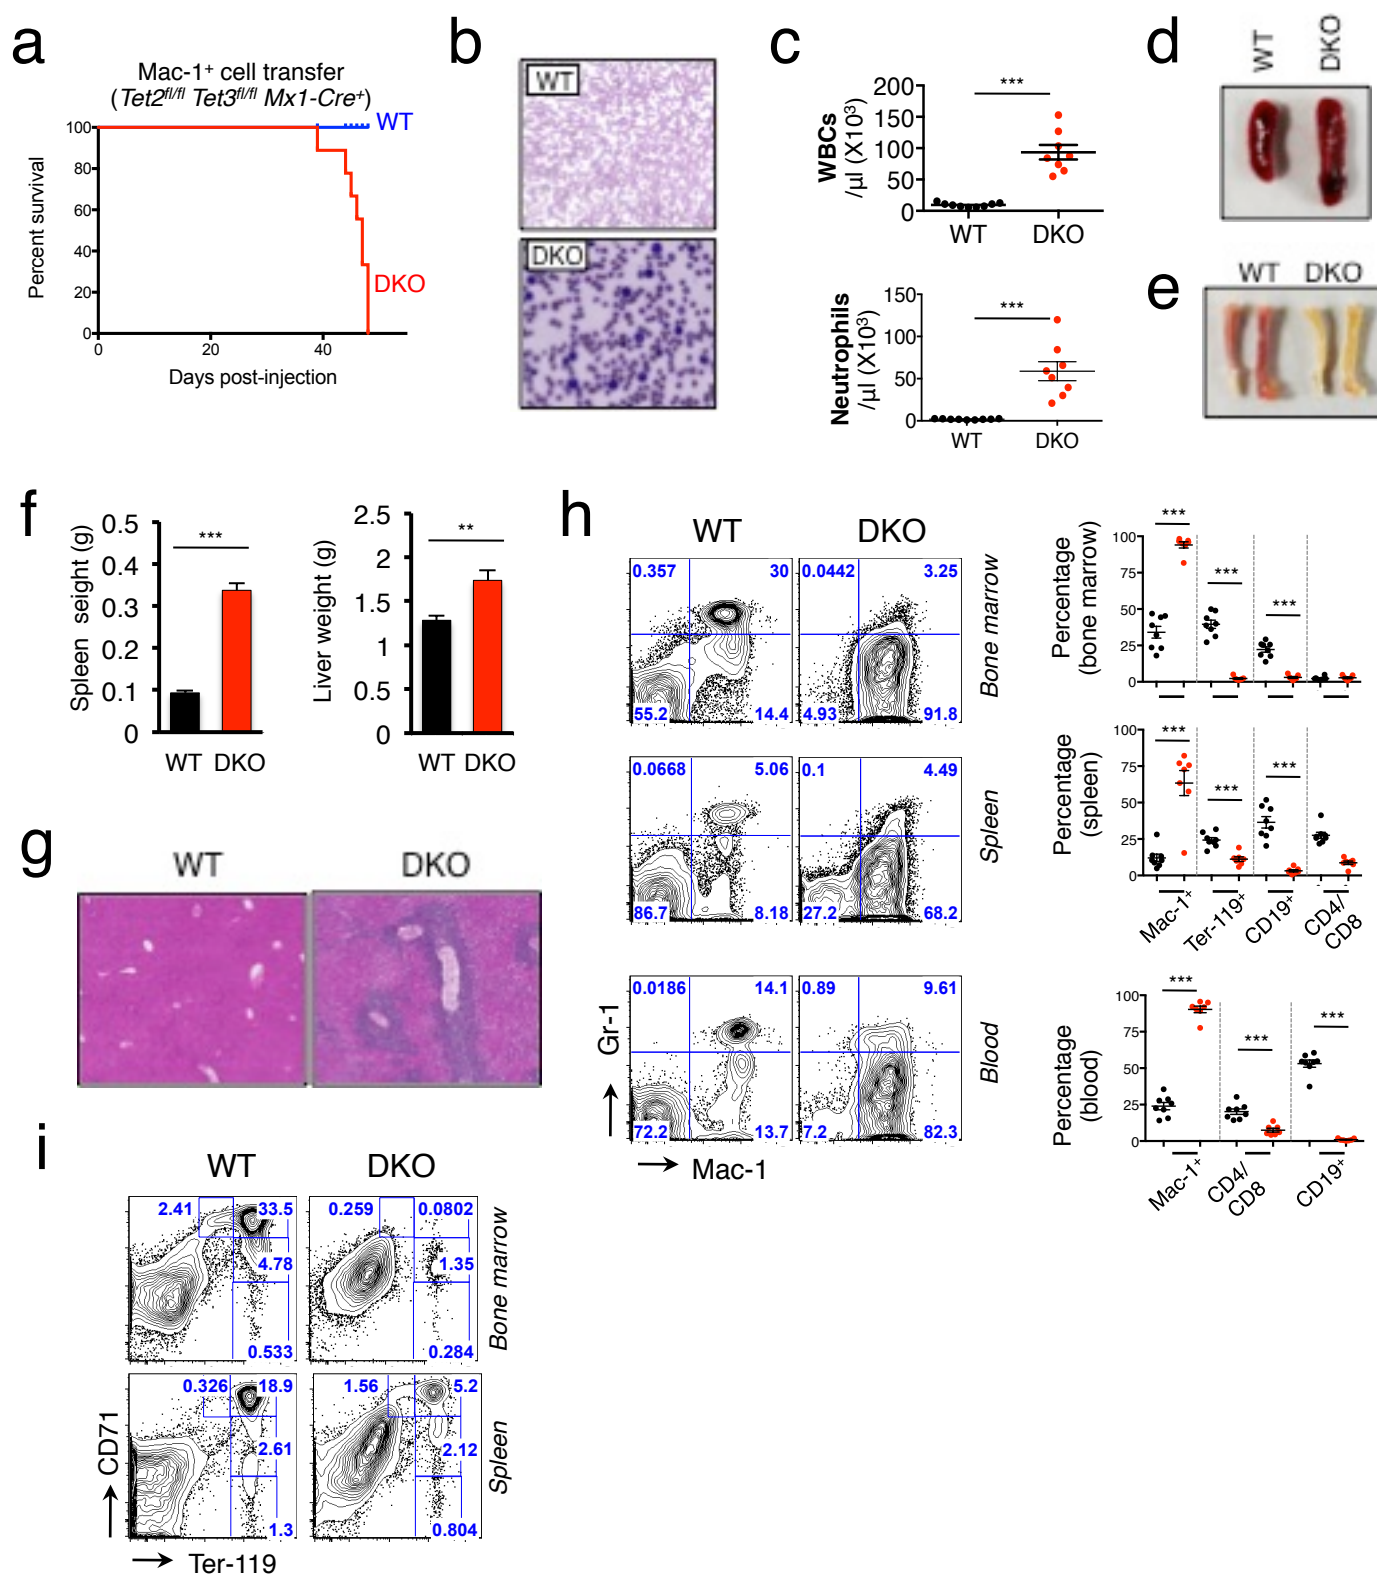

Supplementary Figure 15. Transfer of Mac-1<sup>+</sup> cells from *Tet2/3* DKO mice leads to myeloid leukemia in secondary recipients.

**Supplementary Figure 15. Transfer of Mac-1<sup>+</sup> cells from *Tet2/3* DKO mice leads to myeloid leukemia in secondary recipients.**

- (a) Kaplan-Meier curve representing the percent survival of recipient mice transplanted with  $2 \times 10^6$  Mac-1<sup>+</sup> cells from WT (*Tet2<sup>fl/fl</sup> Tet3<sup>fl/fl</sup>*) and diseased *Tet2/3* DKO (*Tet2<sup>fl/fl</sup> Tet3<sup>fl/fl</sup> Mx1-Cre<sup>+</sup>*) mice (n = 9 per each group).
- (b) May-Grünwald-Giemsa-stained peripheral blood smears of recipient mice.
- (c) Recipients of *Tet2/3* DKO Mac-1<sup>+</sup> cells developed progressive leukocytosis with neutrophilia. Means  $\pm$  SEM are shown. \*\*\**P* < 0.0005 (Student's *t* test). For a summary of other hematopoietic parameters, see **Supplementary Table 2d**.
- (d) Enlargement of spleens of mice that received *Tet2/3* DKO Mac-1<sup>+</sup> cells.
- (e) Representative photographs of femurs and tibiae from recipients of WT or *Tet2/3* DKO Mac-1<sup>+</sup> cells.
- (f) Weights of spleen or liver. Means  $\pm$  SEM are shown. \*\*\**P* < 0.0005 (Student's *t* test).
- (g) Hematoxylin and eosin staining of livers show loss of normal liver structure and infiltration with hematopoietic cells. 4X magnification.
- (h) A representative flow cytometric analysis of myeloid-lineage cells (Gr-1<sup>+</sup>/Mac-1<sup>+</sup>) in the bone marrow, spleen and blood of recipient mice. Summary of the percentage of each cell population is also shown in the right panel.
- (i) A representative flow cytometric analysis of erythroid-lineage cells (Ter-119<sup>+</sup>/CD71<sup>+</sup>) in the bone marrow and spleen of recipient mice.

# Supplementary Fig. 16

a

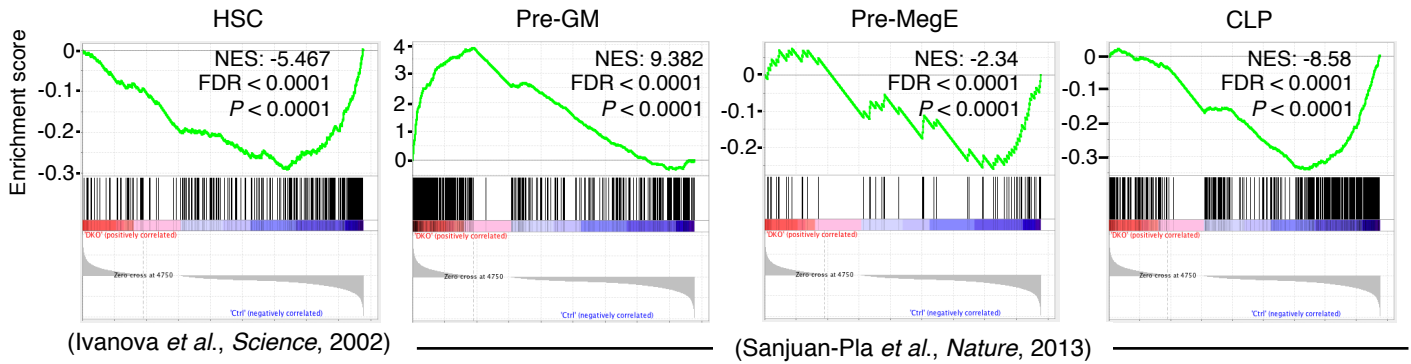

b

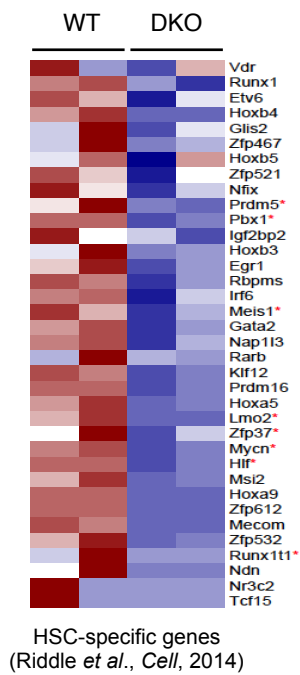

c

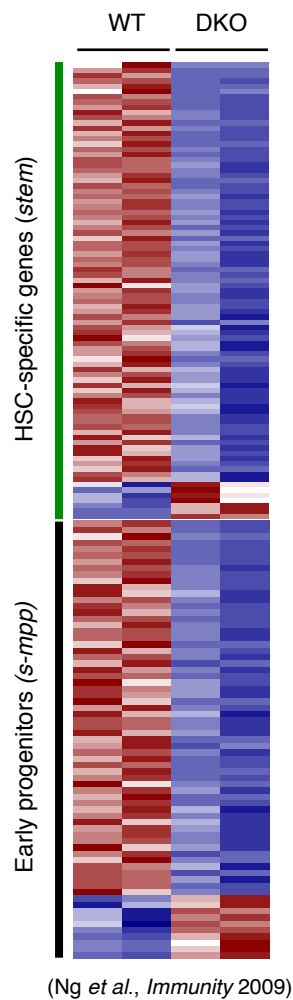

d

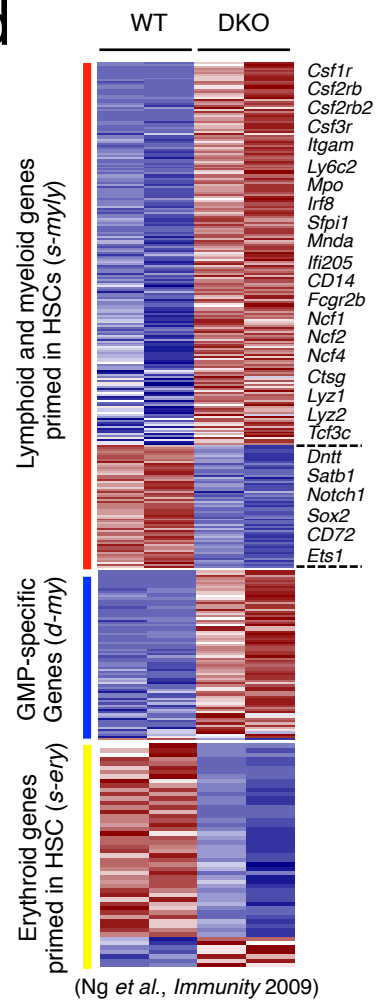

Supplementary Figure 16. Tet2 and Tet3 differentially modulate stem cell- and lineage-affiliated transcriptional programs.

**Supplementary Figure 16. Tet2 and Tet3 differentially modulate stem cell- and lineage-affiliated transcriptional programs.**

**a**, Gene set enrichment analysis (GSEA) of RNA-Seq data shows that the pre-granulocyte/ macrophage progenitor (pre-GM) gene signature is significantly enriched for genes up-regulated in *Tet2/3* DKO compared with WT LSK cells, whereas the HSC, pre-megakaryocyte/ erythrocyte progenitor (Pre-MegE) and common lymphoid progenitor (CLP) gene signatures are enriched in genes downregulated in *Tet2/3* DKO compared with WT LSK cells.

**b-d**, Heatmap representation showing differential expression of genes highly expressed in HSC and their immediate downstream progenitors (**b**, **c**), as well as lineage-affiliated genes (**d**) in *Tet2/3* DKO LSK cells compared with WT LSK cells. The gene sets (including *stem*, *s-mpp*, *s-ery*, *d-my* and *s-myly*) have been described. Only genes with a p-value  $\leq 0.05$  and fold change  $> 1.5$  or  $< 0.67$  were considered. Asterisks in **b** indicate genes used to induce reprogramming of differentiated hematopoietic cells into induced HSCs. The color key for all heatmaps indicates row-wise scaled RPKM values (z-score).

# Supplementary Fig. 17

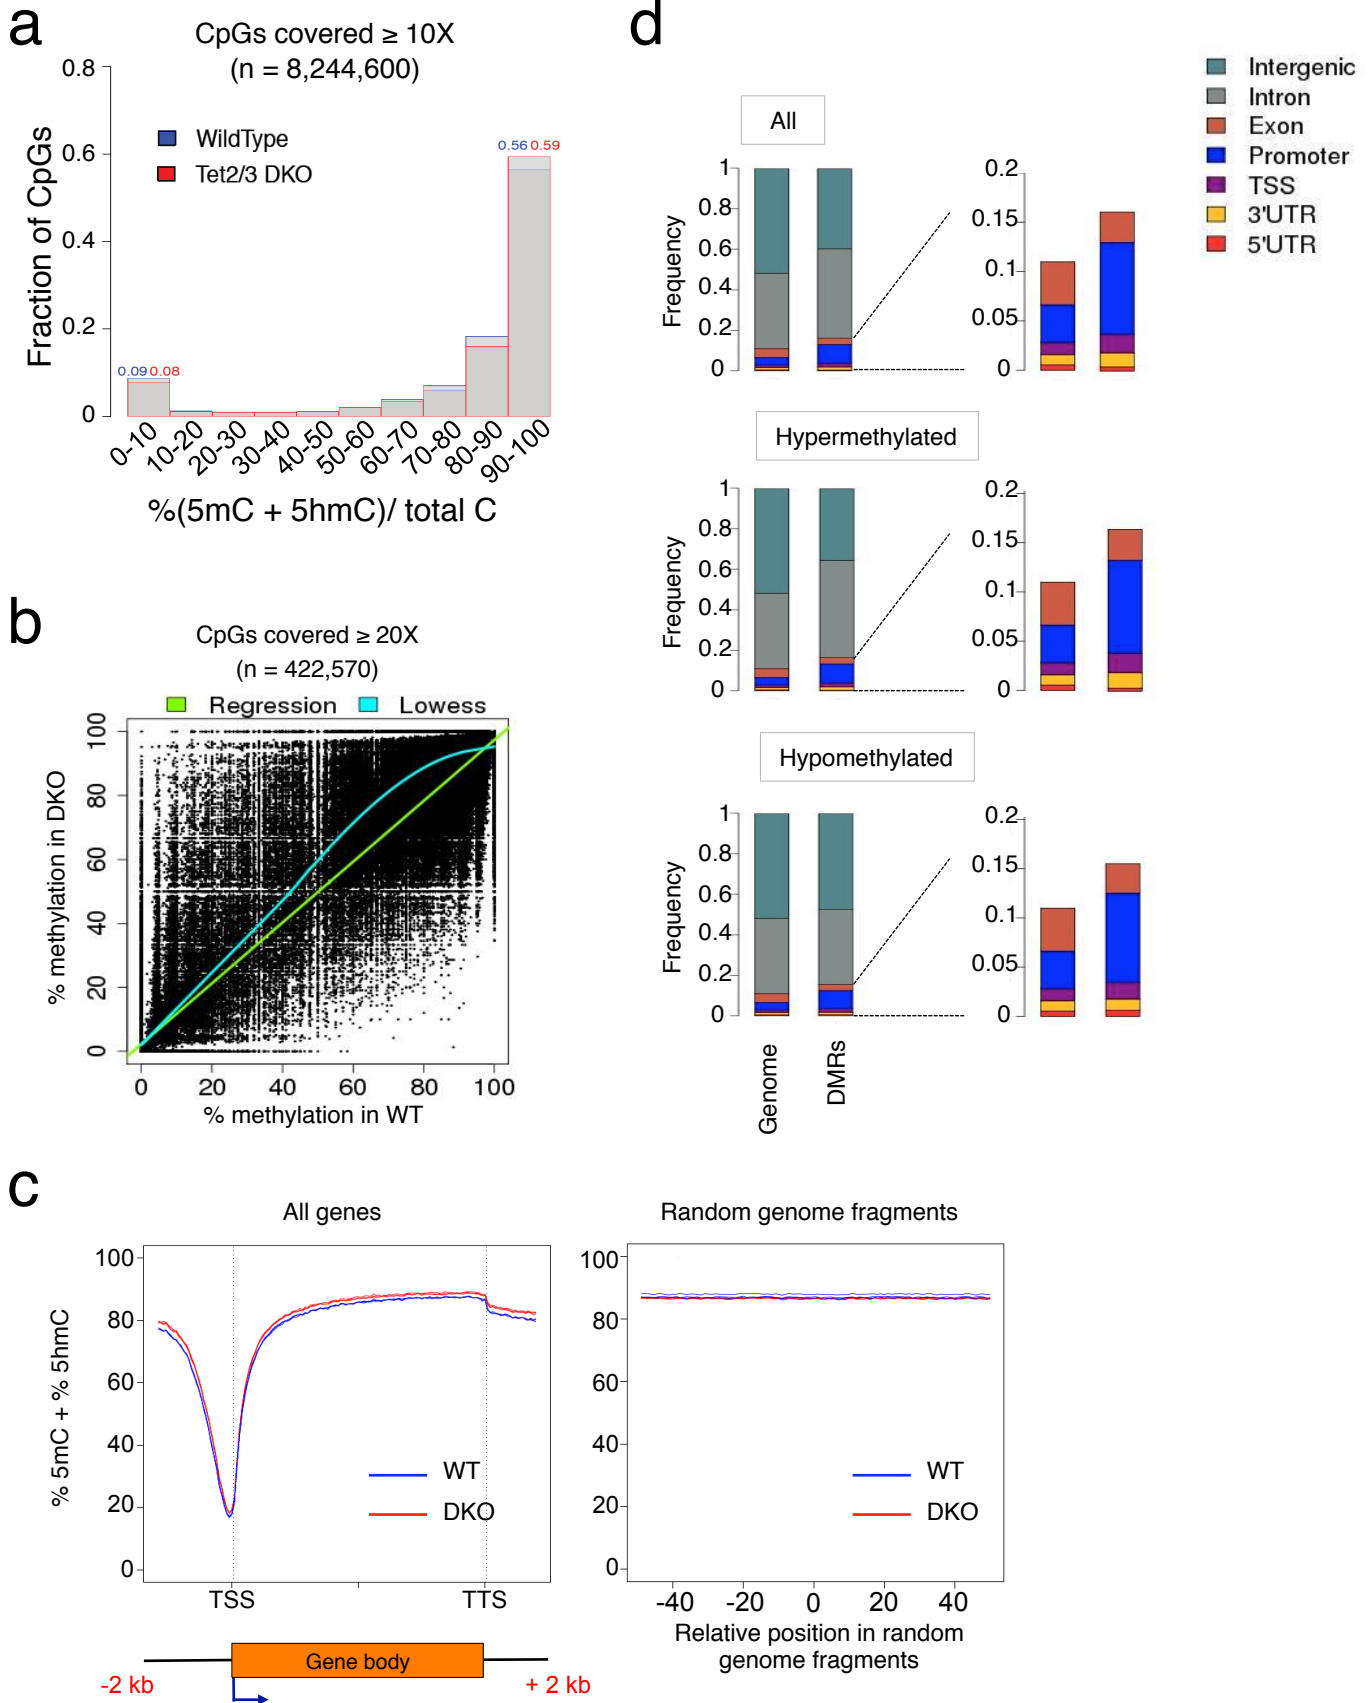

Supplementary Figure 17. Loss of Tet2 and Tet3 results in aberrant gene expression and DNA methylation.

**Supplementary Figure 17. Loss of Tet2 and Tet3 results in aberrant gene expression and DNA methylation.**

**a**, Histogram of genome-wide CpG modification (5mC + 5hmC) in WT (*blue*) and *Tet2/3* DKO (*red*) LSK cells at CpGs covered by at least ten reads. The histogram shows a typical bimodal distribution where the majority of CpGs are highly methylated.

**b**, Scatter plot of genome-wide CpG methylation comparing WT LSK (x-axis) and *Tet2/3* DKO LSK (y-axis) cells at individual CpGs (*black dots*) covered by at least 20 reads in each condition. The graph indicates the genome-wide increase of DNA methylation in *Tet2/3* DKO LSK cells, and the Lowess curve confirms that the majority of CpGs in both WT and DKO genomes are methylated.

**c**, *Left*, Average DNA methylation (5mC+5hmC) along gene regions, including 2 kb upstream of the transcription start sites (TSS) and 2 kb downstream of the transcription termination sites (TTS). Considering all genes, the average level of DNA methylation is slightly but consistently increased in *Tet2/3* DKO LSK samples (*red lines*) compared to the control LSK samples (*blue lines*); note the close correlation between the triplicate biological samples in each case. Similar results were obtained when considering upregulated or downregulated genes (see **Figure 5d**). *Right*, Average DNA methylation (5mC+5hmC) in randomly chosen genome fragments of similar size. **d**, DMRs are significantly enriched in promoters and exons.

# Supplementary Fig. 18

a

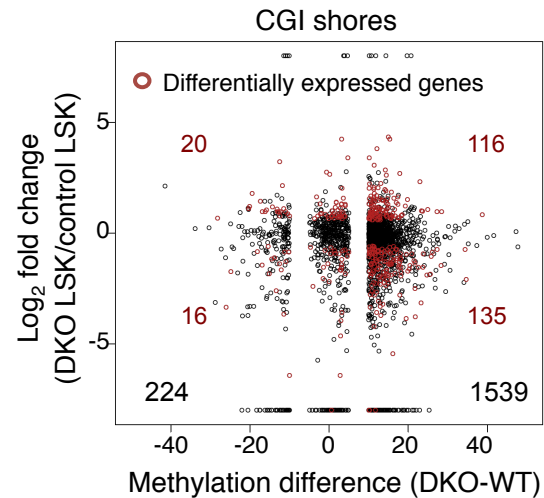

b

c

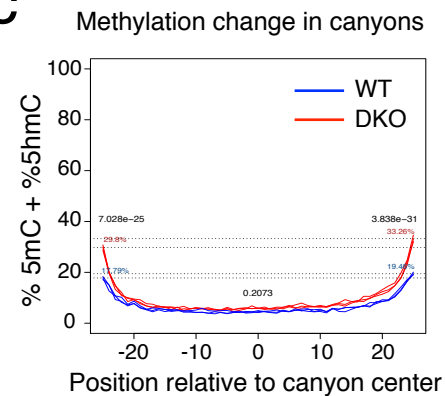

d

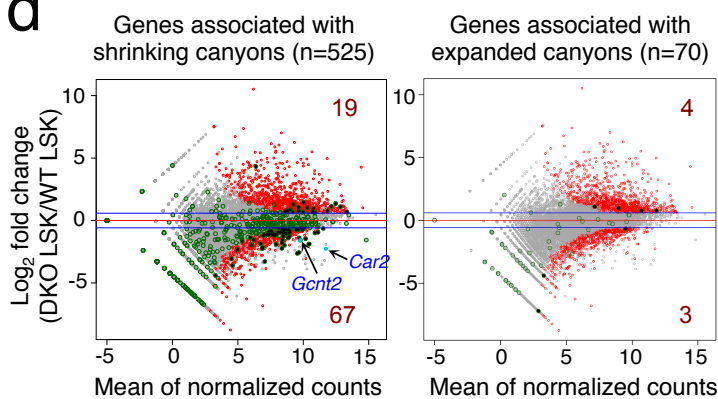

e

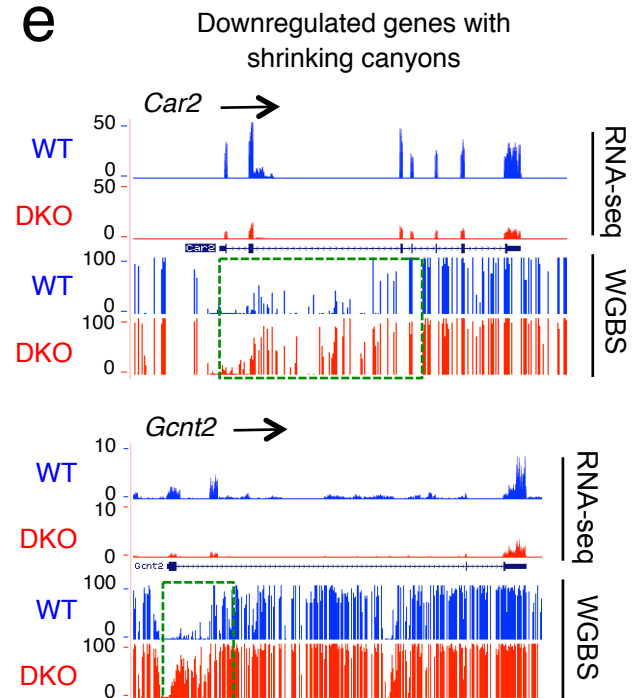

Supplementary Figure 18. DNA methylation at CpG islands and CGI shores and differentially methylated regions (DMRs).

**Supplementary Figure 18. DNA methylation at CpG islands and CGI shores and differentially methylated regions (DMRs).**

**a**, *Left panel*, Summary of the number of CpG Islands (CGIs) and CGI shores within or at the promoter regions ( $\pm 2$  kb) of genes that show altered methylation in WT compared to *Tet2/3* DKO LSK cells. *Right panel*, lack of a clear relation between the DNA modification change in CGI shores at promoters ( $n=12,005$ ) and the change in expression level of the associated genes. The left, central and right sets of dots show CGI shores with decreased, unchanged or increased methylation (methylation differences  $< -10$ ,  $-5$  to  $+5$  and  $> +10$  respectively). Of 1539 CGI shores that show increased DNA modification, only 251 genes are differentially expressed (red dots), and of these, 116 genes are upregulated whereas 135 genes are downregulated.

**b**, Summary of the number of canyons in WT LSK cells, including the number of canyons that shrink or expand in *Tet2/3* DKO LSK cells compared to WT.

**c**, Average DNA methylation at canyons that decrease in length in *Tet2/3* DKO LSK compared to WT LSK cells. The plot illustrates the overall absence of DNA methylation in the canyon center and the increase of DNA methylation at the canyon borders in *Tet2/3* DKO LSK compared to control LSK cells. There is a tendency for the gain of methylation in *Tet2/3* DKO LSK cells to be more pronounced at the right side of figure, which corresponds to the canyon border towards or within the downstream promoter region of the nearest gene.

**d**, The figure shows the MA plot of Fig. 5a, with the red dots indicating all genes differentially expressed between WT and *Tet2/3* DKO LSK cells, and the green dots the genes associated with canyons that shrink (*left panel*;  $n=525$ ) or expand (*right panel*;  $n=70$ ) in *Tet2/3* DKO LSK cells versus WT LSK cells. *Black dots*, genes that are both differentially expressed and associated with canyons that shrink or expand. Genes associated with shrinking canyons are biased towards downregulation in *Tet2/3* DKO LSK cells compared to WT.

**e**, Examples of RNA-seq (*top*) and WGBS (*bottom*) results for two downregulated genes (*Car2* and *Gcnt2*) associated with canyons that shrink in *Tet2/3* DKO LSK (*red*) compared with WT LSK (*blue*) cells.

# Supplementary Fig. 19

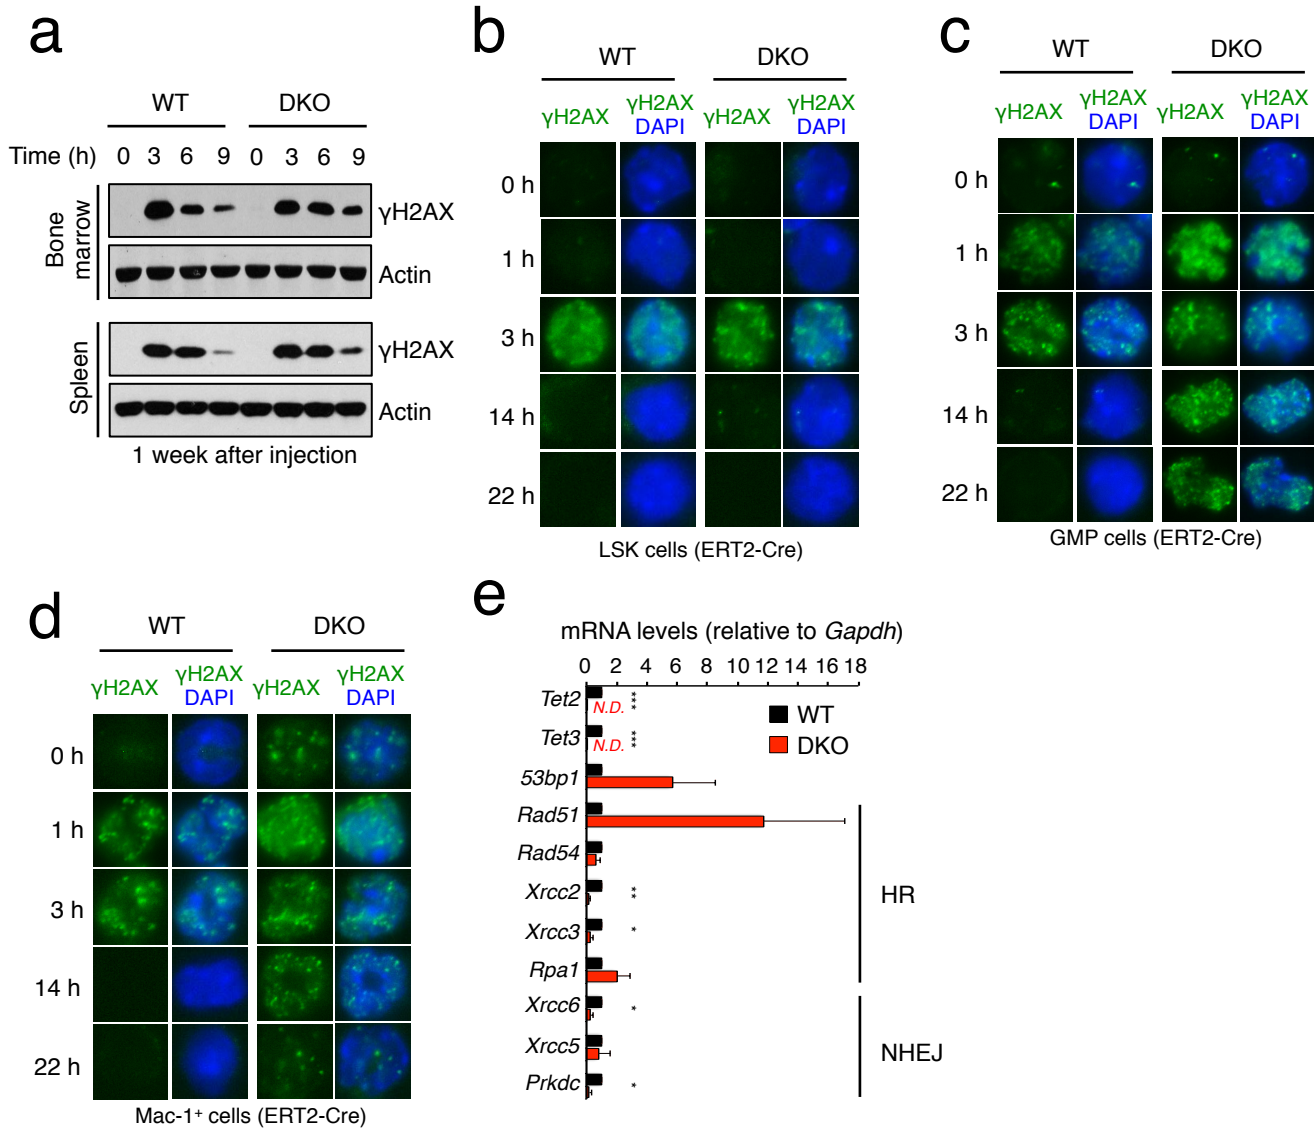

**Supplementary Figure 19. Loss of Tet2 and Tet3 results in accumulation of DNA damage and impaired DNA repair.**

**(a)** Combined loss of Tet2 and Tet3 leads to accumulation of γH2AX. Control and *Tet2/3* DKO mice were irradiated (6 Gy) at 1 week after plpC injection and bone marrow (*top panel*) or spleen (*bottom panel*) were harvested at the indicated time points. Whole cell lysates were prepared and analyzed for the expression of γH2AX. Actin serves as a loading control.

**(b)** Efficient DNA repair in DKO LSK cells. LSK cells were isolated from control or DKO mice (*Tet2<sup>-/-</sup> Tet3<sup>fl/fl</sup> ERT2-Cre<sup>+</sup>*) at 3 weeks after plpC or tamoxifen injection, respectively, and DNA repair kinetics in response to 6 Gy of ionizing radiation were assessed by immunocytochemistry.

**(c,d)** DNA damage repair is impaired in myeloid lineage cells upon loss of Tet2 and Tet3. GMP (**c**) or Mac-1<sup>+</sup> cell (**d**) were sorted from the bone marrow of control and *Tet2<sup>-/-</sup> Tet3<sup>fl/fl</sup> ERT2-Cre<sup>+</sup>* DKO mice at 3 weeks after tamoxifen injection and DNA repair kinetics in response to 6 Gy of ionizing radiation were assessed by immunocytochemistry.

**(e)** TET proteins control the expression of DNA repair genes in myeloid cells. Mac-1<sup>+</sup> cells were sorted from the bone marrow of WT (*Tet2<sup>+/+</sup> Tet3<sup>fl/fl</sup>*) and DKO (*Tet2<sup>-/-</sup> Tet3<sup>fl/fl</sup> Mx1-Cre<sup>+</sup>*) mice at 3 ~ 4 weeks after plpC injection, and quantitative RT-PCR (PCR with reverse transcription) was performed to assess the expression of genes implicated in homologous recombination (HR) and non-homologous end-joining (NHEJ). Results are expressed as fold change compared with WT cells (arbitrarily set to 1). Data from three independent experiments are shown (Means and SEM). N.D., not detected. \**P* < 0.05, \*\**P* < 0.005, \*\*\**P* < 0.0005 (Student's *t* test).

## Supplementary Fig. 20

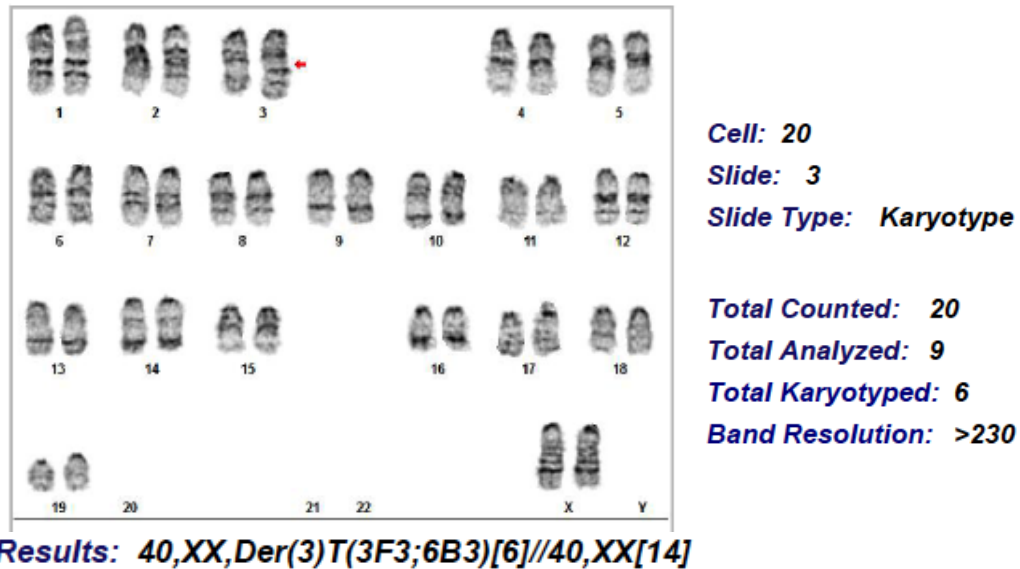

### Supplementary Figure 20. Chromosomal aberrations in bone marrow cells from *Tet2/3* DKO mice.

Red cell-depleted bone marrow cells were isolated from WT mice and sick *Tet2/3*-deficient DKO mice and subjected to G-banded karyotyping. In one of four bone marrow samples, 6/20 DKO cells examined displayed a structural abnormality of chromosome 3 – an unbalanced translocation of distal chromosome 6 to distal chromosome 3, resulting in an extra copy of the translocated sequences of chromosome 6 and a loss of copy of chromosome 3 distal to the breakpoint on 3.

# Supplementary Fig. 21

Original blots for the main Fig. 6a,b,c, h and Supplementary Fig. 19a

**Fig. 6a**

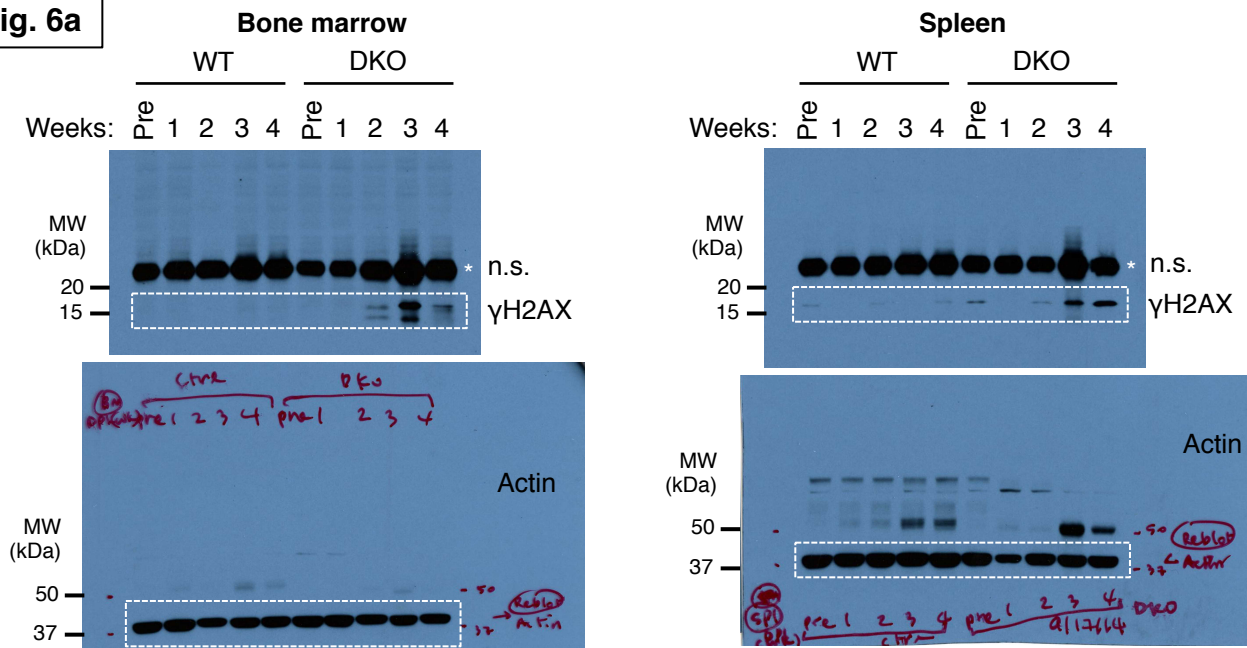

**Fig. 6b**

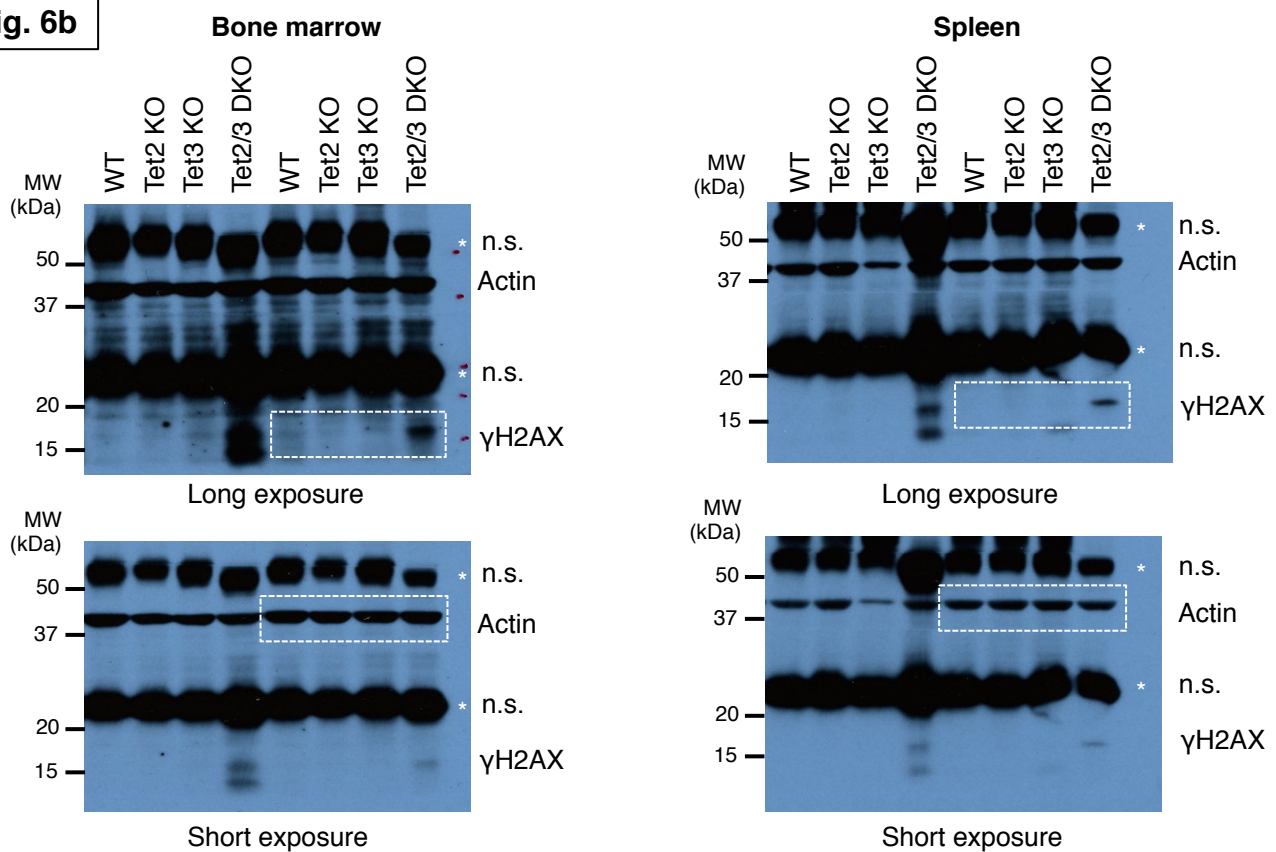

**Fig. 6c**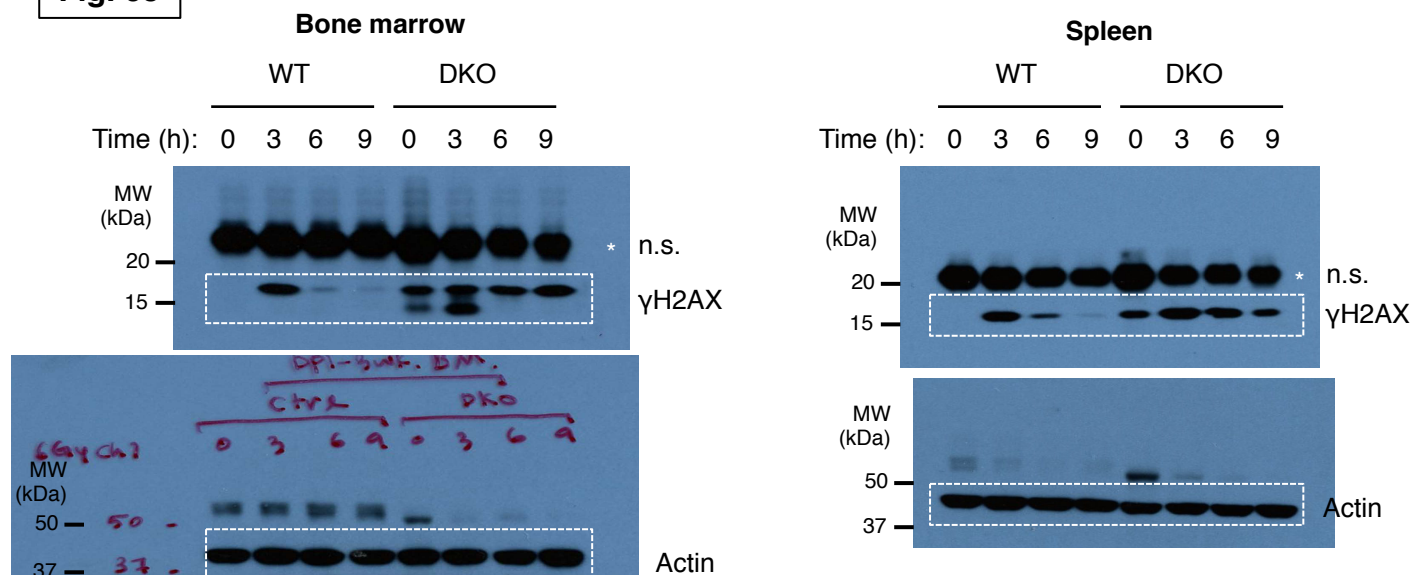**Suppl. Fig. 19a****Fig. 6h**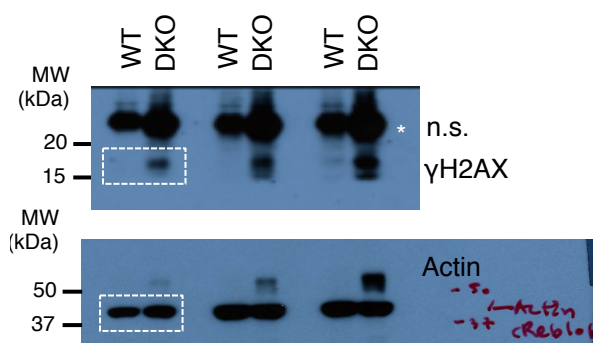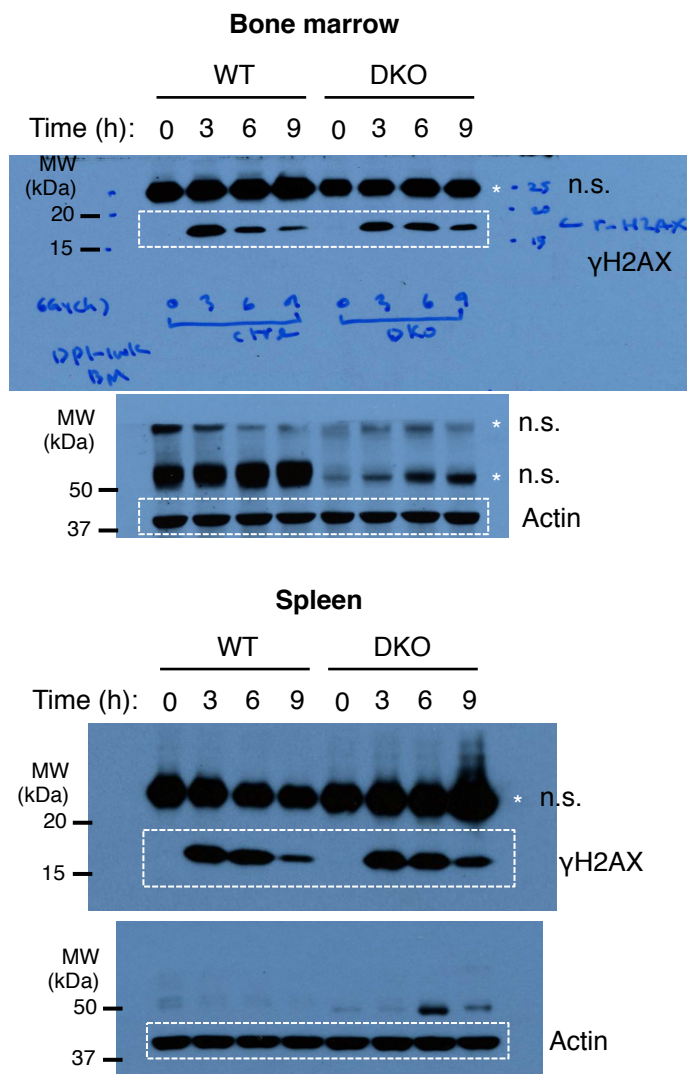

# Supplementary Tables

**Supplementary Table 1. Long-term monitoring of health status of WT, Tet2-deficient and Tet3-deficient mice.**

# Supplementary Tables

**Supplementary Table 2. Hematopoietic parameters after cell transfer experiments**

**a. Haematopoietic parameters in recipients of splenocytes (*Tet2*<sup>-/-</sup> *Tet3*<sup>fl/fl</sup> *Mx1-Cre*<sup>+</sup>).**

**b. Haematopoietic parameters in recipients of splenocytes (*Tet2*<sup>fl/fl</sup> *Tet3*<sup>fl/fl</sup> *Mx1-Cre*<sup>+</sup>).**

**c. Haematopoietic parameters in recipients of bone marrow cells (*Tet2*<sup>fl/fl</sup> *Tet3*<sup>fl/fl</sup> *ERT2-Cre*<sup>+</sup>).**

**d. Haematopoietic parameters in recipients of Mac1<sup>+</sup> cell cells (*Tet2*<sup>fl/fl</sup> *Tet3*<sup>fl/fl</sup> *Mx1-Cre*<sup>+</sup>).**

# Supplementary Tables

**Suppl. Table 3. Mapping statistics of RNA-Seq analysis.**

**Suppl. Table 4. Pearson correlation matrix showing high correlation between replicates (0.98~0.99).**

**Suppl. Table 5. Mapping statistics of WGBS analysis and bisulfite conversion efficiency.**

# Supplementary Tables

**Suppl. Table 6. Distribution of DMRs across genome.**

## Supplementary Methods

### Histology

Mice were sacrificed and tissue biopsies were fixed overnight in buffered formalin (Fisher Scientific, SF93-4), dehydrated and embedded in paraffin according to standard laboratory protocol. Bones were fixed and decalcified prior to embedding in paraffin. Paraffin blocks were sectioned at 3  $\mu\text{m}$  and stained with hematoxylin and eosin (H&E) For immunohistochemistry, specimens were deparaffinized and endogenous peroxidase was blocked in 0.3%  $\text{H}_2\text{O}_2$ , then incubated with anti-myeloperoxidase antibody (Abcam, ab9535) following heat-induced antigen retrieval. Preparation of paraffin blocks, H&E staining and immunohistochemistry were performed at the Histology Core at the University of California, San Diego.

### Peripheral blood and bone marrow analysis

Blood was collected by retro-orbital bleeding into EDTA-treated Microvette (Fisher Scientific) and smeared on a slide, air-dried and stained using May-Grünwald Giemsa staining (Sigma) according to the manufacturer's instruction. Automated peripheral blood counts were obtained using a Hemavet 950 (Drew Scientific) according to manufacturer's instruction. Bone marrow smears were prepared by bone marrow brush preparation and stained with May-Grünwald Giemsa staining (Sigma). Images were obtained using BZ-9000 slide scanner system (Keyence, Osaka, Japan) or Nikon Eclipse 80i microscope (Nikon Instruments Inc.).

### RNA-Sequencing (RNA-Seq)

We used sorted LSK cells for RNA-seq experiments because of the problems in accurately defining LT-HSCs in *Tet2/3* DKO mice (see **Supplementary Fig. 10**). Total RNA was extracted from two biological replicates each of WT and *Tet2/3* DKO LSK cells using Purelink RNA Micro kit (Invitrogen). Using 10 ng of total RNA, cDNA was synthesized and amplified using SMARTer<sup>®</sup> Ultra<sup>™</sup> Low Input RNA for Illumina<sup>®</sup> Sequencing-HV (Clontech<sup>®</sup> Laboratories, Inc.). RNA-Seq libraries were constructed using Nextera<sup>®</sup> XT DNA Sample Preparation kit (Illumina) and single end sequencing was performed using the Illumina HiSeq 2500 on Rapid Run mode.

### Analysis of RNA sequencing data

RNA-seq data was mapped against mm9 using TopHat<sup>1</sup> (v.1.4.1, default parameters except --no-coverage-search, --library-type=fr-unstranded) and the RefSeq gene annotation was obtained from the UCSC genome Bioinformatics data base (January 27, 2011). The number of reads mapping to each gene was counted using HTSeq (-m union, -s yes, -t exon, -i gene\_id, <http://www.huber.embl.de/users/anders/HTSeq/>). 

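HTSeq assigns a read to a gene when it overlaps that gene alone, and the union mode leaves out reads that touch exons of several genes. The option -s yes counts a read only when it maps to the strand of the gene, whereas the mapping step was run for an unstranded library. In a library without strand information, reads on the opposite strand of a gene are then left out of its count.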

To identify differential gene expression between cell-types, we performed negative binomial tests for pairwise comparisons of the Control and DKO LSK cells by employing the Bioconductor package DESeq<sup>2</sup> using a p-value  $\leq 0.05$  and fold change thresholds of  $> 1.5$  or  $< 0.67$ . Library size per sample was calculated as the sum of DESeq normalized counts across all genes and was used for calculating RPKM values. 

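In each library the deposited RPKM was a constant multiple of the RPKM in Supplementary Data 1. The constant was 0.269 and 0.147 in WT libraries A and B and 0.347 and 0.346 in DKO libraries A and B, so the divisors of the tables differ between libraries.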

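Across all 21937 genes the Pearson correlation of the deposited RPKM was 0.977 between the WT libraries and 0.987 between the DKO libraries, and it lay between 0.899 and 0.941 across the labels. On linear RPKM these values are set by the most abundant genes. On log2(RPKM + 0.5) over all genes, WT libraries A and B correlated at 0.969, below WT library A and DKO library A at 0.972. Over the 9009 tested genes on that scale, the correlation was 0.95 between the WT libraries, 0.974 between the DKO libraries and at most 0.918 across the labels. These correlations are across genes, which are not independent replicates.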

The Pearson correlation between biological replicates is 0.98 and 0.99 (**Supplementary Table 4**) indicating high reproducibility of replicates, whereas the Pearson correlations between conditions range from 0.89 to 0.94. For the heat maps, row-wise scaled RPKM values across all samples were plotted using the function *heatmap.2* in the R package *gplots* ([www.r-project.org](http://www.r-project.org)).

## Gene set enrichment analysis

To test if selected gene sets are enriched in *Tet2/3* DKO LSK compared to control LSK cells, we applied Gene Set Enrichment Analysis (GSEA)<sup>3</sup> to our processed RNA-seq data (RPKM values of all genes) using signal to noise to rank gene expression values and 1000 permutations to test enrichment. Gene sets used in this study were obtained from references 4, 5, 6 and 7.

## Whole genome bisulfite sequencing (WGBS)

Whole-genome bisulfite sequencing was performed on three biological replicates each of WT and *Tet2/3* DKO LSK cells as described previously with minor modifications<sup>8</sup>. For WGBS library construction, genomic DNA was fragmented using a Covaris sonication system (Covaris S2). DNA libraries were constructed using the Illumina TruSeq Nano DNA sample preparation kit. Adapter ligated libraries were bisulfite-treated using the EpiTect Bisulfite Kit (Qiagen, Valencia, CA). Enrichment PCR was done using TrueSeq primer mix and *Pfu* TurboCx hotstart DNA polymerase (Stratagene). DNA libraries were sequenced on Illumina HiSeq 2000 sequencing systems.

## WGBS data analysis

Analysis of non-CpG methylation confirmed that bisulfite conversion efficiencies were higher than 99.57% in all samples (**Supplementary Table 5**). A total of 617 and 641 million reads were generated for WT and *Tet2/3* DKO LSK, respectively, of which 92% and 92.54% aligned successfully to the reference mm9 genome (**Supplementary Table 5**). The combined genome coverage was 21x and 22x for WT LSK and *Tet2/3* DKO LSK cells, respectively (**Supplementary Table 5**). For downstream analyses, we removed multiple mappers and corrected for PCR amplifications and methylation bias due to 5' end repair (see *Methods*). We employed BSMAP v2.74<sup>9</sup> to align paired-end reads from bisulfite-treated samples to the *mm9* mouse reference genome (-R -p 12 -n 1 -v 4 -w 2 -r 1 -q 20). Low quality 5' ends of sequencing reads were trimmed by BSMAP. Reads mapping to multiple locations in the reference genome with the same mapping score were removed. Duplicated reads caused by PCR amplification were removed by BSeQC v1.0.3<sup>10</sup> applying a Poisson P-value cutoff of 10<sup>-5</sup>. Consequently, a maximum of three stacked reads at the same genomic location were allowed and kept for further analysis. In addition, BSeQC<sup>10</sup> was employed for removing DNA methylation artifacts introduced by end repair during adaptor ligation. Overlapping segments of two mates of a pair were reduced to only one copy to avoid considering the same region twice during the subsequent DNA methylation quantification. To estimate CpG DNA methylation at both DNA strands, we executed the *methratio.py* script of BSMAP v2.74<sup>9</sup> (-t 0 -g no -x CG -i correct).

To identify differentially “methylated” regions (DMRs), we employed BSseq v1.2.0 under an R session (v3.1.0) to obtain DMRs between WT and TET2/3 DKO LSK cells, using CpGs covered at least 2 times in all samples per group (6 out of 6 total samples per comparison). After calculating t test statistics in all the CpGs overcoming the aforementioned threshold, we kept only 2% of the most significant CpG comparisons to compute DMRs (defined as a genome region having a total methylation change of at least 10% in at least 5 CpGs separated no more than 500bp from one another).

To calculate average DNA methylation at gene regions, we divided the gene bodies into 100 bins, regardless

of actual gene size, and divided the 2 kb region upstream of the transcription start sites (TSS) and downstream of the transcription termination site (TTS) into 20 bins each. For each gene and for each bin, we calculated the mean methylation of all CpGs falling into the bins. To calculate average methylation profiles across genes, we stacked the genes of interest and calculated mean methylation at each of the bins across all genes.

To identify DNA methylation canyons, we pooled replicates per condition and applied the *mOne* module of the *MOABS*<sup>11</sup> package (v1.2.2) using default parameters settings. Undermethylated regions (UMRs) are required to have a methylation level lower than 10% with at least five CpGs per kilobase and a permutation-based false discovery rate (FDR) of 5%. UMRs of at least 3.5 kb length are considered as canyons<sup>8</sup>.

For the contour plot of the methylation percentages (5mC + 5hmC) in WT and *Tet2/3* DKO LSK cells (**Fig. 5f**), we examined the enhancer regions identified in LT-HSC by Lara-Astiaso et al.<sup>12</sup> based on overlapping H3K4me1 and H3K4me2 peaks and low H3K4me3 levels. Enhancer activity was assigned based on a threshold of H3K27Ac level (normalized number of reads), as described in Lara-Astiaso et al.<sup>12</sup>. Only those CpGs covered at least 5x in merged WT as well as DKO biological replicates were considered (total of 123,466 CpGs across 7033 active enhancers). The enhancer regions were extended by 1 kb in each direction from the peak centre and divided into 50 bins per axis so that each bin represents 2% 5mC + 5hmC increments in the y-axis and 40 bp in the x-axis, then re-centred based on the position of the maximum value from the ATAC-seq coverage profile. CpG density was uniformly distributed along the enhancer regions (i.e there was essentially no positional bias; **Fig. 5f, top**).

### Dot blot analysis

Dot blot assays were performed as described elsewhere<sup>13</sup>. Briefly, cells were incubated with 200 µg/ml proteinase K (Roche) overnight at 55°C and genomic DNA was isolated by phenol-chloroform extraction. For CMS detection, genomic DNAs were treated with sodium bisulfite using the EpiTect Bisulfite kit (QIAGEN). DNA samples were denatured in 0.4 M NaOH, 10 mM EDTA at 95°C for 10 min, followed by neutralization with cold 2 M ammonium acetate (pH 7.0). Two-fold serial dilutions of the denatured DNA samples were spotted on a nitrocellulose membrane in an assembled Bio-Dot apparatus (Bio-Rad) according to the manufacturer's instructions. A synthetic oligonucleotide with a known amount of CMS was used as standard<sup>13</sup>. The membrane was washed with 2x SSC buffer, air-dried and vacuum-baked at 80°C for 2 hr, then blocked with 5% non-fat milk for 1 hr and incubated with anti-5hmC (1:5000, produced in-house) or anti-CMS antiserum (1:10,000, produced in-house) overnight at 4°C. After incubating with horseradish peroxidase-conjugated anti-rabbit IgG secondary antibody, the membrane was visualized by enhanced chemiluminescence (PerkinElmer). To ensure equal loading of total DNA on the membrane, the same blot was stained with 0.02% methylene blue in 0.3 M sodium acetate (pH 5.2).

### Flow cytometry and cell sorting

Antibody staining and flow cytometric analysis was performed as described elsewhere<sup>14</sup>. Briefly, bone marrow cells were flushed out of femurs and tibiae in Hanks' balanced salt solution (HBSS, Gibco Invitrogen) containing 2% FBS and 10 mM HEPES (Gibco Invitrogen). Splenocytes and liver cells were prepared by mincing spleen and liver, respectively, onto a 70 µm cell strainer (BD Biosciences). Red blood cells were

depleted of liver cells prior to flow cytometry. Cells were stained with monoclonal antibodies in PBS containing 0.5% BSA or 1% heat-inactivated FBS and 0.1% (w/v) sodium azide. All antibodies were purchased from Biolegend, eBiosciences or BD Biosciences. The following monoclonal antibodies conjugated with fluorescein isothiocyanate (FITC), Alexa Fluor 488, phycoerythrin (PE), PerCP-Cy5.5, PE-Cy7, allophycocyanin (APC), eFluor 660, APC-Cy7, Alexa Fluor 700, Pacific Blue were used: c-Kit/CD117 (2B8), Sca-1 (D7), CD34 (RAM34), Flt-3/CD135/Flk-2 (A2F10.1), CD150 (TC15-12F12.2), CD48 (HM48-1), Ter-119 (Ter-119), CD3 (145-2C11), CD19 (ID3), B220/CD45R (RA3-6B2), Mac-1/CD11b (M1/70), Gr-1 (RB6-8C5), CD4 (GK1.5), CD8 $\alpha$  (53-6.7), Fc $\gamma$ RII/III (2.4G2, CD16/32), CD27 (LG.7F9), CD43 (S7), CD71 (RI7217), IL-7R $\alpha$ /CD127 (A7R34), IgM (RMM-1), CD45.1 (A20) and CD45.2 (104). As a lineage cocktail, biotinylated antibodies against CD3 $\epsilon$  (145-2C11), CD45R/B220 (RA3-6B2), Mac-1/CD11b (M1/70), Gr-1 (RB6-8C5), Ter-119 (Ter-119) (all from Mouse hematopoietic Lineage Biotin Panel, eBiosciences) and IL-7R $\alpha$  (A7R34, Biolegend) were used in combination with a Streptavidin-PerCP-Cy5.5 conjugate (Biolegend). 7-AAD or Live/Dead Yellow (Invitrogen) was used to exclude dead cells. Flow cytometric analyses were performed using FACS Canto II (BD Biosciences) and data were analyzed using FlowJo software (Treestar). Mac-1<sup>+</sup> cells were isolated from unfractionated bone marrow or spleen cells. Prior to sorting of LSK and myeloid progenitor cells in the bone marrow, we depleted lineage positive cells as follows. Red cell-depleted total bone marrow cells were incubated with Biotin-conjugated Mouse Hematopoietic Lineage Panel (eBioscience) at 4°C for 20 min. After washing with 1X PBS containing 1% FBS, cells were incubated with Dynabeads® Biotin Binder (Life Technologies) at 4°C for 30 min and Lin<sup>-</sup> cells were purified by magnetic separation, followed by sorting using FACS Aria II. For side population staining, bone marrow cells isolated from femurs and tibias were resuspended at 10<sup>6</sup> cells/ml in pre-warmed DMEM containing 2% FBS, 10 mM HEPES and 5  $\mu$ g/ml Hoechst 33342 (Sigma) and were incubated for 90 min at 37°C. After centrifugation, cells were resuspended in cold HBSS containing 2% FBS, 10 mM HEPES and 2  $\mu$ g/ml propidium iodide, followed by flow cytometry.

### Real-time RT-PCR

Total RNA was prepared with TRIzol reagent (Invitrogen) per manufacturer's instructions, followed by reverse transcription using SuperScript III (Invitrogen). Diluted cDNAs were analyzed by real-time PCR using StepONE plus real-time PCR system (Applied Biosystems) and FastStart Universal SYBR Green Master kit (Roche). Data were analyzed by StepONE plus real-time PCR software. The level of gene expression was normalized to *Gapdh*. Primer sequences are as follows: *Tet1*-forward: 5'-GAGCCTGTTCTCGATGTGG-3', *Tet1*-reverse: 5'-CAAACCCACCTGAGGCTGTT-3'; *Tet2*-forward: 5'-AACCTGGCTACTGTTCATTGCTCCA-3', *Tet2*-reverse: 5'-ATGTTCTGCTGGTCTCTGTGGGAA-3'; *Tet3*-forward: 5'-CAACCCTCAGTGGCTTCTTG-3', *Tet3*-reverse: 5'-TGGGCCTTCATCTTTCTCCA-3'; *Gapdh*-forward: 5'-GTGTTCTTACCCCAATGTGT-3', *Gapdh*-reverse: 5'-ATTGTCATACCAGGAAATGAGCTT-3'. The sequences of primers for DNA repair genes in **Fig. 6i** and **Supplementary Fig. 19e** have been described previously<sup>15</sup>.

### Western blotting

Cells were lysed with RIPA buffer (150 mM NaCl, 50 mM Tris-HCl, pH 8.0, 1% Triton X-100, 0.5% sodium deoxycholate and 0.1% SDS) supplemented with protease inhibitor cocktail (Roche) or mixture of protease/phosphatase inhibitors (20 mM  $\beta$ -glycerophosphate, 10 mM sodium pyrophosphate, 1 mM sodium o-vanadate,

10  $\mu$ M leupeptin, 10  $\mu$ g/ml aprotinin, 1 mM freshly prepared PMSF) and incubated on ice for 20 min. Cell debris was removed by centrifuging at 12,000 rpm for 15 min at 4°C. The protein concentration was measured by Bradford protein assay. Samples were mixed with SDS sample buffer and boiled for 4 min. Whole cell lysates were separated by 7.5% or 10% SDS-PAGE and transferred onto nitrocellulose membranes. Proteins were detected by immunoblotting in TBST (150 mM NaCl, 10 mM Tris-Cl, pH 8.0, 0.5% Tween-20) containing 5% low-fat milk and antibodies against  $\gamma$ H2AX (Millipore 05-636) and Actin (Sigma A5441), followed by incubation with HRP-conjugated secondary antibodies (goat anti-mouse IgG HRP, Sigma) and enhanced chemiluminescence (PerkinElmer). For the kinetic analyses in **Fig. 6c** and **Supplementary Fig. 19a**, WT and DKO mice were irradiated at 6Gy, then sacrificed at different times thereafter, followed by preparation of whole cell lysates from bone marrow or spleen and immunoblotting. Full blot images for **Fig. 6a, b, c, h** and **Supplementary Fig. 19a** are shown in **Supplementary Fig. 21**.

### **Immunocytochemistry**

Cells were sorted by flow cytometry and irradiated using RS2000 Biological Irradiator (Rad Source Technologies, Inc.), then cultured for different times (as shown in **Fig. 6d-g** or **Supplementary Fig. 19b-d**) on poly-L-lysine coated slides (Corning) in Iscove's modified Dulbecco's medium (IMDM) supplemented with 10% FBS, 100 U/ml penicillin, 100 U/ml streptomycin, 50  $\mu$ g/ml  $\beta$ -mercaptoethanol, 1% Glutamax (GIBCO), 1X non-essential amino acid (GIBCO) and 1% sodium pyruvate (GIBCO) supplemented with 50 ng/ml SCF, 10 ng/ml IL-3, 10 ng/ml IL-6, and 10 ng/ml TPO (all from Peprotech). For the culture of GMP and Mac-1<sup>+</sup> cells, 10 ng/ml GM-CSF was additionally added. After this incubation, the cells were fixed onto the slides with 4% paraformaldehyde in PBS for 15 min at room temperature (RT), washed with PBS and permeabilized with 0.15% Triton X-100 in PBS for 15 min at RT. After washing with PBS, cells were blocked with 1% BSA, 0.05% Tween-20 in PBS overnight at 4°C. Then, slides were incubated in blocking buffer containing mouse anti- $\gamma$ H2AX antibody (Millipore 05-636) for 1.5 to 3 hr at RT. After extensive washing with PBS, Alexa Fluor 488-conjugated anti-mouse IgG (Invitrogen) were added in blocking buffer for 1 hr in the dark. After extensive washing, slides were mounted in SlowFade Gold antifade reagent containing DAPI (Molecular Probes, Eugene, OR). Images were obtained with Zeiss Axiovert 200 microscope using OpenLab imaging software (Improvision, Coventry, UK).

### **G-banded karyotyping**

G-banded karyotyping was performed at Wi-Cell (Wisconsin, USA). Briefly, cell harvest, slide preparation and G-banded karyotyping were performed using standard cytogenetics protocols for cells in suspension. Cells were incubated with colcemid and then placed in hypotonic solution, followed by fixation. Metaphase cell preparations were stained with Leishman's stain.

## Supplementary References

1. Trapnell, C. *et al.* Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nature protocols* **7**, 562-78 (2012).
2. Anders, S. & Huber, W. Differential expression analysis for sequence count data. *Genome biology* **11**, R106 (2010).
3. Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences of the United States of America* **102**, 15545-50 (2005).
4. Klinakis, A. *et al.* A novel tumour-suppressor function for the Notch pathway in myeloid leukaemia. *Nature* **473**, 230-3 (2011).
5. Ng, S.Y., Yoshida, T., Zhang, J. & Georgopoulos, K. Genome-wide lineage-specific transcriptional networks underscore Ikaros-dependent lymphoid priming in hematopoietic stem cells. *Immunity* **30**, 493-507 (2009).
6. Ivanova, N.B. *et al.* A stem cell molecular signature. *Science* **298**, 601-4 (2002).
7. Sanjuan-Pla, A. *et al.* Platelet-biased stem cells reside at the apex of the haematopoietic stem-cell hierarchy. *Nature* **502**, 232-6 (2013).
8. Jeong, M. *et al.* Large conserved domains of low DNA methylation maintained by Dnmt3a. *Nature genetics* **46**, 17-23 (2014).
9. Xi, Y. & Li, W. BSMAP: whole genome bisulfite sequence MAPping program. *BMC bioinformatics* **10**, 232 (2009).
10. Lin, X. *et al.* BSeQC: quality control of bisulfite sequencing experiments. *Bioinformatics* **29**, 3227-9 (2013).
11. Sun, D. *et al.* MOABS: model based analysis of bisulfite sequencing data. *Genome biology* **15**, R38 (2014).
12. Lara-Astiaso, D. *et al.* Immunogenetics. Chromatin state dynamics during blood formation. *Science* **345**, 943-9 (2014).
13. Ko, M. *et al.* Impaired hydroxylation of 5-methylcytosine in myeloid cancers with mutant TET2. *Nature* **468**, 839-43 (2010).
14. Ko, M. *et al.* Ten-Eleven-Translocation 2 (TET2) negatively regulates homeostasis and differentiation of hematopoietic stem cells in mice. *Proceedings of the National Academy of Sciences of the United States of America* **108**, 14566-71 (2011).
15. Flach, J. *et al.* Replication stress is a potent driver of functional decline in ageing haematopoietic stem cells. *Nature* **512**, 198-202 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

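RNA sequencing of LSK cells from WT and Tet2/3 DKO mice was re-analysed from the deposited values, with 2 libraries per group. The authors mapped single-end reads of SMARTer and Nextera XT libraries to mm9 with TopHat, counted reads on the exons of RefSeq genes with HTSeq, tested genes with DESeq and deposited RPKM values with 3 decimals for 21937 genes. In the paper's Supplementary Methods the sum of DESeq-normalized counts is the library size behind the RPKM. The read counts were not used here, so no count-based test was run. The relative depth of the libraries was read from the value of 1 read in low RPKM values, with transcript lengths from an annotation that can differ from the one the authors used, a check added after seeing the data. It was not used to match the letters of the columns to the numbers of Supplementary Table 3. Columns were assigned to a group by their names, and the pairing used for the replicate block rests on the letters A and B alone.

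Each library was divided by a median-of-ratios factor, log2(RPKM + 0.5) was taken, and the 9009 genes with a mean deposited RPKM of at least 1 were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, no covariates). The design fixed before the data were examined named median-of-ratios scaling but not the genes over which the factors are taken. Factors over the tested genes alone were computed first and their numbers of called genes seen. Factors over all 12488 genes above 0 in every library were then adopted because that is how DESeq, the paper's tool, defines them, and this choice gives a split of higher and lower genes nearer that of the paper. Results under each are given. Genes were called at an unadjusted P value of at most 0.05 with a fold change above 1.5 or below 0.67, after the paper, and Benjamini-Hochberg adjusted numbers were given beside them. Lists from Supplementary Data 2 and 3 were compared with the other called genes by two-sided Fisher exact tests (SciPy 1.17.1, Python 3.11.15). Coordinates are 1-based and come from a GENCODE annotation of NCBIM37, the assembly called mm9, whose longest protein-coding transcript per gene also gave length and GC content for 8702 tested genes.

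Apart from some that are not reported here, the genes named were every gene the paper names for LSK RNA, the labels of Supplementary Fig. 16b and 16d, the Tet genes, lists of lineage, sorting, interferon, cell cycle, sex and DNA methylation genes, and the 5 largest changes in each direction among genes with an adjusted P value below 0.05. The macrophage gene list was written after most values had been seen. Before the data were examined, the alternatives chosen were no further scaling, quantile normalization, upper-quartile scaling, pseudocounts of 0.1 and 1, no expression filter, a mean RPKM of at least 5, eBayes without a trend or with robust estimation, stricter fold changes, the replicate block and leaving out each library. Chosen after seeing the data were factors over the tested genes, subtraction of a background estimated from olfactory and vomeronasal receptor genes, the scale of the RPKM in Supplementary Data 1, removal of each library's trend along transcript length, and the comparison of the CGI-shore list with the other genes of Supplementary Data 1. The divisors for the scale of Supplementary Data 1 were centred after a first run in which they also changed the weight of the pseudocount.

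The search for the value of 1 read first failed for the shallowest simulated library and was then changed. After the change it recovered the depth of 4 simulated libraries to within 0.233%, which is not an independent test. The values of 1 read in the real libraries did not move with the change. The comparison of genes was tested on simulated data with the means of the 9009 tested genes and a replicate spread smoothed along the mean. Of 200 changed genes 96.5% were recovered, 0 in the wrong direction, and 98 unchanged genes were called by the unadjusted threshold and 6 by adjusted P value. With no gene changed 85 genes were called by the unadjusted threshold and 0 by adjusted P value. The simulated noise was normal and independent, raised and lowered genes were equal in number, and no background or length trend was added. The simulation therefore does not bear on the choice of scaling. With 2 libraries per group, complete separation in a given direction has a chance of 16.7% and no permutation test can reach the usual threshold, so P values rest on the limma model. Leaving out a library leaves a group with a single library, so only values are given for those fits. Enrichment analysis of published gene sets and all bisulfite data were not analysed here.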

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

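The tests of background, of depth and of the value of 1 read, of the exchanged libraries and labels, of the *Tet2* transcript and of the macrophage genes were chosen only after the result was seen.

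WT library B carried signal in genes that no other library showed at that level. The 1457 olfactory and vomeronasal receptor genes, which the paper does not discuss, had a mean RPKM of 0.203 in WT library B and of 0.0212, 0.0155 and 0.0136 in WT library A and DKO libraries A and B. In WT library B 44.9% of them were above 0, and 2927 genes of the table were above 0 in that library alone. The mean was 9.6 times the highest of the other libraries, as a diffuse background of reads over the genome, for example from genomic DNA, may give. Deeper sequencing would raise the number of such genes at most by the ratio of mapped reads, which is 1.24 between the paper's highest and lowest sample, while it was 6.48 times that of the next library. By the value of 1 read, WT library B held 0.804 times the reads of the deepest other library, which goes against deeper sequencing. A background therefore remains a candidate explanation. No biological explanation was tested, since the other WT library does not share the signal.

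*Tet2* was not lower in the libraries labelled DKO, with a log2 fold change of 0.43 over the whole gene. If a WT and a DKO library had been exchanged, a pair within a label would correlate less than a pair across labels. Over the tested genes the lowest correlation within a label, on scaled log2 values, exceeded the highest across labels by 0.0297, which goes against an exchange of 1 library of each label. Over all genes, unscaled, the WT libraries correlated at 0.969, below WT library A and DKO library A at 0.972, while the DKO libraries, which an exchange would also mix, had the highest correlation of all pairs, 0.988, which also goes against it. An exchange of all labels would leave the correlations as they are but make *Tet3* higher in the libraries labelled DKO. *Tet3* was lower there under every setting in which it was tested, with a log2 fold change of at most -0.29, which goes against such an exchange, though its adjusted P value was 0.0866 from limma. A transcript that remains after deletion of part of the gene could give these values. A single value per gene cannot by itself separate that from a deletion that did not take place. By quantitative RT-PCR the paper marks *Tet2* as not detected in LSK cells of DKO mice with a germline *Tet2* deletion. That argues against a deletion that did not take place, for the mice it measured. Whether the sequenced cells came from the same mice is not stated.

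Macrophage marker genes were lower in the libraries labelled DKO. Of 16 listed genes 10 were tested, and all 10 had a negative log2 fold change, with a median of -1.95. *Fcna* was listed at 0 in both DKO libraries, and *Vcam1*, *C1qc* and *Slc40a1* had log2 fold changes of -2.91, -2.44 and -2.39. *Mrc1* (-0.58) and *Cd163* (-0.47) were not called, and their RPKM overlapped between the groups before scaling. The median was lower than in all 10000 random lists of the same size and expression, a share of 0.01%, the smallest that they can give. It stayed between -2.35 and -1.61 across the scalings other than removal of the length trend and with each library left out. RNA of macrophages carried along with the sorted WT cells is a candidate source, and so is expression in the LSK cells themselves. The list was written after values had been seen, so the test cannot tell these apart.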

How the results depend on the processing

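Where a cause is not named, the cause was not tested. With RPKM as deposited the numbers of lower genes fell to 181 (by adjusted P value 448 higher and 61 lower), and 120 of the paper's lower genes were called. Genes changed more than 1.5-fold in mean, without a test, numbered 4310 higher and 386 lower, against 2200 and 1078 after scaling. Quantile normalization gave 1148 higher genes (507 by adjusted P value) and 766 of the paper's higher genes. Upper-quartile scaling gave 963 higher and 2072 lower genes (656 and 1035 by adjusted P value) and 843 of the paper's higher genes, and reversed the CGI-shore odds ratio to 0.707 (p = 0.0344, Fisher exact test).

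Without an expression filter 1388 genes were lower, and 458 higher and 101 lower by adjusted P value. With a mean RPKM of at least 5, 241 were lower (176 by adjusted P value) and 168 of the paper's lower genes were called. The replicate block gave 703 lower genes by adjusted P value against 372 without it. A fold change above 2 left 841 higher genes and one below 0.5 left 338 lower genes. On log2 values the correlations between conditions ran from 0.939 to 0.972. The median log2 fold change of the HSC-specific genes moved to -0.36 as deposited and -1.19 with a pseudocount of 0.1, and that of the reprogramming genes to -0.73 and -1.46. Across the 4 fits that each left out one library, the reprogramming median ran from -1.27 to -0.70.

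Among the alternatives chosen after seeing the data, factors over the tested genes gave 610 lower genes by adjusted P value and a CGI-shore odds ratio of 1.22 (p = 0.183, Fisher exact test). The scale of the RPKM in Supplementary Data 1 gave 1035 higher and 1954 lower genes (681 and 986 by adjusted P value), 895 of the paper's higher genes and a reversed CGI-shore odds ratio of 0.775 (p = 0.119, Fisher exact test). Removing the trend along transcript length gave 1204 higher genes, 599 lower by adjusted P value and a CGI-shore odds ratio of 1.24 (p = 0.194, Fisher exact test). In these CGI-shore comparisons the lower share of the other called genes moved with the scaling, and against the other genes of Supplementary Data 1 alone the odds ratio was 2.84 with upper-quartile scaling, 2.74 with factors over the tested genes, 2.89 on the scale of Supplementary Data 1 and 3.11 after removal of the length trend.

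Some named genes with small changes reversed sign. With RPKM as deposited the log2 fold changes became 0.26 for *Runx1*, 0.25 for *Etv6*, 0.25 for *Xrcc2*, 0.21 for *Xrcc6*, 0.29 for *Prkdc*, 0.16 for *Kit*, 0.36 for *Ptprc*, 0.26 for *Itga2b*, 0.021 for *Ifit2*, 0.42 for *Mcm2*, 0.11 for *Ddx3y*, 0.16 for *Uty* and 0.031 for *Dnmt3a*. With quantile normalization they became -0.50 for *Cd34*, -0.24 for *Oasl2*, -0.38 for *Mki67*, -0.34 for *Top2a*, -0.49 for *Pcna*, -0.40 for *Ccna2*, -0.25 for *Dnmt1* and -0.44 for *Uhrf1*. With upper-quartile scaling they became -0.13 for *Cd34*, -0.13 for *Isg15*, -0.22 for *Ifit1*, -0.33 for *Oasl2*, -0.26 for *Mki67*, -0.066 for *Top2a*, -0.12 for *Pcna*, -0.28 for *Ccna2*, -0.27 for *Dnmt1* and -0.30 for *Uhrf1*. With factors over the tested genes they became -0.073 for *Ifit1*, -0.15 for *Oasl2*, -0.071 for *Mki67*, -0.089 for *Ccna2*, -0.090 for *Dnmt1* and -0.11 for *Uhrf1*. After subtraction of the receptor-gene background they became -0.11 for *Oasl2*, -0.056 for *Mki67*, -0.074 for *Ccna2*, -0.059 for *Dnmt1* and -0.095 for *Uhrf1*. On the scale of Supplementary Data 1 they became -0.093 for *Cd34*, -0.11 for *Isg15*, -0.19 for *Ifit1*, -0.30 for *Oasl2*, -0.22 for *Mki67*, -0.032 for *Top2a*, -0.082 for *Pcna*, -0.24 for *Ccna2*, -0.24 for *Dnmt1* and -0.26 for *Uhrf1*. After removal of the length trend they became 0.022 for *Runx1*, 0.25 for *Prkdc*, 0.036 for *Ptprc*, -0.37 for *Isg15*, -0.15 for *Ifit1*, -0.14 for *Oasl2*, -0.16 for *Pcna*, -0.095 for *Ccna2* and -0.027 for *Uhrf1*. Across all alternatives and named genes, 35 other results lost and 23 gained a call under alternatives set in advance, and 22 lost and 19 gained one under those added later, and 33 moved by more than the replicate spread when a library was left out or the scaling or pseudocount of a set median was changed.

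The shrinking-canyon odds ratio stayed above 1 with a P value below 0.05 under each scaling, filter, pseudocount and eBayes alternative run, from 4.4 to 14.2. The 19 myeloid genes of Supplementary Fig. 16d that were tested had positive log2 fold changes under each of these alternatives, 14 of 14 with a mean RPKM of at least 5. With 2 libraries per group the spread of single genes is estimated mainly from other genes of similar expression. WT library B had the largest value of 1 read (0.0872 on 1 kb), which limits statements about genes with an RPKM near 0.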

Differences from the paper's values

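The paper reports 19 shrinking-canyon genes as upregulated, and 29 were called higher here. Of the alternatives set before the data were examined, the number was within 1.5 times the paper's with RPKM as deposited (19), a pseudocount of 1 (26), no filter (26), a mean RPKM of at least 5 (25) and robust eBayes (28), and not with quantile normalization (8), upper-quartile scaling (11), a pseudocount of 0.1 (31), eBayes without a trend (29) or the replicate block (30). Factors over the tested genes (17), background subtraction (20) and removal of the length trend (17), chosen after seeing the values, were also within that range. The scale of Supplementary Data 1 (11), likewise chosen after seeing the values, was not.

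The ranked list of Fig. 5b crosses 0 at about 4800 genes, read by eye, and the signal-to-noise metric was above 0 for 9273 genes here. The inputs may differ, since the deposited RPKM and the RPKM of Supplementary Data 1 differ by a constant in each library. The metric was not computed on the scale of Supplementary Data 1. Of the alternatives set before the data were examined, median-of-ratios scaling (6648) and restriction to genes with a mean RPKM of at least 1 (7134, of 9009 rather than 18997 genes) were within 1.5 times that value. The other panel of Fig. 5b crosses 0 at about 6600 genes, read by eye, and all 3 values are within 1.5 times that.

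For *Csf1r* the paper's log2 fold change in Supplementary Data 1 is 4.64 and the value here was 4.14. Of the alternatives set before the data were examined, RPKM as deposited (4.51) and a pseudocount of 0.1 (4.54) differed from the paper's value by less than the replicate spread, as did the fits without WT library A (4.34) and without DKO library A (4.30), and the others did not.

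Supplementary Data 2 lists 260 genes, more than the legend of Supplementary Fig. 18a counts. The paper lists more lower than higher genes with CGI shores of increased modification, and here 115 were higher and 99 lower. Lower genes were more numerous with quantile normalization (102 against 60), upper-quartile scaling (104 against 67) and no filter (131 against 117), and, among alternatives chosen after seeing the values, with factors over the tested genes (104 against 93), background subtraction (104 against 95), the scale of Supplementary Data 1 (104 against 70) and removal of the length trend (89 against 74).

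Supplementary Fig. 1a marks *Tet2* and *Tet3* as not detected by quantitative RT-PCR in DKO LSK cells and shows *Tet1* no lower than in WT. Here *Tet2* had an RPKM of 7.21 and 9.44 and *Tet3* one of 1.91 and 1.64 in DKO libraries A and B, and *Tet1* had a log2 fold change of -1.08. Supplementary Data 1, from the paper's RNA sequencing, lists *Tet1* and *Tet3* as lower, as here, and does not list *Tet2*. No scaling gave *Tet2* a negative log2 fold change, and *Tet1* was not called with RPKM as deposited (-0.72).

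The paper names *Sox2* among the downregulated lymphoid genes. It was below the expression threshold here, and without a filter its log2 fold change was -0.075 with an unadjusted P value of 0.626 from limma. The legend of Supplementary Fig. 16b restricts the heatmap to genes past the paper's thresholds, while 21 of its 36 HSC-specific labels are not in Supplementary Data 1. Among the tested ones, *Runx1*, *Etv6* and *Nfix* were not called here. Quantile normalization called *Etv6*, upper-quartile scaling called *Nfix*, and so did the scale of Supplementary Data 1, chosen after seeing the values. *Nap1l3*, *Ndn*, *Prdm16*, *Zfp532* and *Zfp612*, below the expression threshold, were called lower without a filter, and *Vdr* had a positive log2 fold change there (0.16).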

Other observations

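The tests of the divisors were chosen only after the result was seen, and those of the length trend within groups and of the canyon genes after the length correlation but before their own results.

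Across 8702 tested genes the log2 fold change fell with transcript length (Spearman correlation -0.353, across genes, which are not independent replicates). The called higher genes had a median transcript length of 2027 bases and the called lower genes one of 3501. The paper's own higher and lower genes show the same, with medians of 2037 and 4192 among those tested. The correlation with GC content was 0.112, too small to count for that explanation and too large to set it aside. If length bias arose library by library, the libraries of a group would differ as much, but the larger correlation within a group was 0.197, between the DKO libraries, with -0.103 between the WT libraries. All 4 pairs of a WT and a DKO library showed a negative correlation, from -0.354 to -0.298. A length bias shared by the libraries of a group, for example through RNA quality, could give this, and so could a real difference between short and long genes, and the data cannot tell them apart. The shrinking-canyon result is not fully explained by length, since after removal of the trend its Fisher exact test still gave p = 2.2e-09.

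The split of higher and lower genes moved with the scaling. Subtracting the background of WT library B moved the share of higher genes by -9.12 points under median-of-ratios scaling. If that background were the cause, the share would vary less over the scalings after subtraction. Its range over 6 scalings was 57.6 points with subtraction and 58.2 without, a ratio of 0.989. The upper end of that range was RPKM as deposited, where the share went from 89.9% to 92.9% with subtraction. Among the other scalings the share ran from 31.7% to 69.0% without subtraction and from 35.4% to 59.9% with it. It varied less there, so the background may be part of the cause and is not excluded. On the scale of Supplementary Data 1, which would remove a difference in the share of mapped reads that fall on genes, the median log2 fold change was -0.14, against 0.54 as deposited. Since the real changes need not be balanced, this does not show whether that share is the cause. The correct scaling was not identified.

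The constant between the deposited RPKM and that of Supplementary Data 1 can be predicted if the former is divided by mapped reads and the latter by reads counted on genes. The sum over genes of RPKM times transcript length predicted 0.283, 0.151, 0.373 and 0.374 for WT libraries A and B and DKO libraries A and B, and the largest difference from the observed constants was 8.26%. In order of size within each group, the value of 1 read differed from that given by the paper's uniquely mapped reads by at most 0.636%. Both values are consistent with mapped reads as the deposited divisor. On that reading a smaller share of mapped reads fell on genes in WT library B than in the others.

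For several repair genes that the paper measured in Mac-1+ cells, the LSK libraries gave log2 fold changes in the libraries labelled DKO of -0.65 for *Trp53bp1*, 0.62 for *Rpa1*, 0.55 for *Rad54l*, -0.12 for *Xrcc2*, 0.32 for *Xrcc3*, -1.0 for *Xrcc5*, -0.25 for *Xrcc6* and -0.098 for *Prkdc*. *Trp53bp1* and *Xrcc5* were called lower and the others of these were not called, and *Xrcc2*, *Xrcc6* and *Prkdc* changed sign under at least 1 other scaling. *Trp53bp1* and *Xrcc5* were not called with RPKM as deposited, nor was *Trp53bp1* with a pseudocount of 1 or after removal of the length trend. *Rpa1* was called higher under the replicate block and after removal of the length trend, and *Xrcc6* lower with quantile normalization and upper-quartile scaling. *Trp53bp1*, *Rad54l* and *Xrcc3* had the opposite sign to the one the paper shows for Mac-1+ cells.

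Of the surface marker genes used to define LSK subsets, *Ly6a* (log2 fold change 1.04, adjusted p = 0.0314 from limma), which encodes Sca-1, and *Cd48* (1.42, adjusted p = 0.00545 from limma) were higher in the libraries labelled DKO, with quantile normalization *Ly6a* was not called (log2 fold change 0.39), nor after removal of the length trend (0.51), and *Kit* was not called (-0.31) but called lower with quantile normalization (-0.82), and changed sign with RPKM as deposited. *Flt3* and *Cd27* were not called (-0.54 and -0.59) but were called lower with quantile normalization, upper-quartile scaling, factors over the tested genes, background subtraction and the scale of Supplementary Data 1, and *Cd27* also under the replicate block and after removal of the length trend. *Il7r* was called lower with upper-quartile scaling and on the scale of Supplementary Data 1. Of 10 cell cycle genes 5 were called higher and 0 lower, 9 had a positive log2 fold change, and 5 had one with quantile normalization, with upper-quartile scaling and on the scale of Supplementary Data 1. Of 13 interferon-stimulated genes 11 were tested, 4 called higher and 1 lower, and 9 had a positive log2 fold change, against 6 with upper-quartile scaling, on the scale of Supplementary Data 1 and after removal of the length trend. Of the DNA methylation genes, *Dnmt3b* was lower (-1.05, adjusted p = 0.016 from limma), though not called with RPKM as deposited, and *Idh1* higher (2.41, adjusted p = 0.00124 from limma). *Elane* was called higher (1.10), with an adjusted P value of 0.0891 from limma, and was not called with quantile normalization, with upper-quartile scaling, on the scale of Supplementary Data 1 or after removal of the length trend. Its log2 fold change ranged from 0.47 to 1.81 with each library left out in turn. *Xist* stayed below an RPKM of 0.1 and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* above 1 in every library.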
